# CREB-binding protein/P300 bromodomain inhibition reduces neutrophil accumulation and activates antitumor immunity in triple-negative breast cancer

**DOI:** 10.1172/jci.insight.182621

**Published:** 2024-09-17

**Authors:** Xueying Yuan, Xiaoxin Hao, Hilda L. Chan, Na Zhao, Diego A. Pedroza, Fengshuo Liu, Kang Le, Alex J. Smith, Sebastian J. Calderon, Nadia Lieu, Michael J. Soth, Philip Jones, Xiang H.F. Zhang, Jeffrey M. Rosen

**Keywords:** Immunology, Oncology, Breast cancer, Cellular immune response, Epigenetics

## Abstract

Tumor-associated neutrophils (TANs) have been shown to promote immunosuppression and tumor progression, and a high TAN frequency predicts poor prognosis in triple-negative breast cancer (TNBC). Dysregulation of CREB-binding protein (CBP)/P300 function has been observed with multiple cancer types. The bromodomain (BRD) of CBP/P300 has been shown to regulate its activity. In this study, we found that IACS-70654, a selective CBP/P300 BRD inhibitor, reduced TANs and inhibited the growth of neutrophil-enriched TNBC models. In the bone marrow, CBP/P300 BRD inhibition reduced the tumor-driven abnormal differentiation and proliferation of neutrophil progenitors. Inhibition of CBP/P300 BRD also stimulated the immune response by inducing an IFN response and MHCI expression in tumor cells and increasing tumor-infiltrated cytotoxic T cells. Moreover, IACS-70654 improved the response of a neutrophil-enriched TNBC model to docetaxel and immune checkpoint blockade. This provides a rationale for combining a CBP/P300 BRD inhibitor with standard-of-care therapies in future clinical trials for neutrophil-enriched TNBC.

## Abstract 2

CREB binding protein/P300 bromodomain inhibition reduces tumor growth and systemic neutrophil accumulation while stimulating an antitumor immune response in triple-negative breast cancer.

## Introduction

Triple-negative breast cancer (TNBC) is a biologically heterogeneous and clinically important breast cancer subtype defined by the lack of estrogen receptor, progesterone receptor, and human epidermal growth factor receptor 2 amplification (1). In the tumor immune microenvironment (TIME) of TNBC, tumor-associated myeloid cells, including tumor-associated neutrophils (TANs) and tumor-associated macrophages (TAMs), are the most abundant infiltrated immune cells (2, 3). Immunosuppressive TANs can be categorized as polymorphonuclear myeloid-derived suppressor cells (PMN-MDSCs), and their development and phenotype are distinct from normal neutrophils (4, 5). They contribute to tumor progression through T cell inhibition, promoting tumor proliferation and therapy resistance (3, 4, 6). TNBC exhibits heterogeneous frequencies of TANs, and high infiltration of TANs has been associated with poor prognosis (2, 7). Moreover, systemic changes such as the accumulation of blood neutrophils and overproduction of immature myeloid cells in the bone marrow (BM) have been observed in TNBC (7–10). TANs can also facilitate tumor metastasis by inducing invasion, migration, and epithelial-mesenchymal transition (EMT) (3, 6).

Epigenetic modifications have been demonstrated to reprogram the functions and accumulation of TANs (11, 12). Previously, we performed an organoid screen in search of epigenetic inhibitors that can reverse EMT, and IACS-70654, a selective CREB-binding protein (CBP)/P300 bromodomain (BRD) inhibitor, was identified as one of the top hits in this screen (13). CBP and P300 are transcriptional coactivators that are highly homologous, especially in sequences encoding histone acetyltransferase (HAT) domains and BRDs (14, 15). The HAT domain of CBP/P300 can acetylate histones and some transcription factors (e.g., p53) to regulate gene expression, and BRD can facilitate acetylation by the HAT domain (15–19). Functional dysregulation of CBP/P300 has been associated with tumorigenesis (16). It has been difficult to develop selective inhibitors of the HAT domains and progress them to the clinic, but inhibitors targeting BRDs have shown promising results (20). CBP/P300 BRD inhibition can reduce acetylation by CBP/P300, but BRD inhibition is not equivalent to HAT inhibition in magnitude and sites of reduced acetylation (17). The CBP/P300 BRD inhibitor CCS147 is in clinical trials for hematologic malignancies (21, 22). More importantly, inhibition of P300/CBP BRD was able to reduce the growth of the human TNBC xenograft model MDA-MB-231 X1.1 and reprogrammed the tumor-associated myeloid cells (23). However, the effects of CBP/P300 BRD inhibition on TNBC and the TIME have not been thoroughly investigated in immunocompetent models. Therefore, this study was designed to test the effects of CBP/P300 BRD inhibition on both tumor cells and the TIME of multiple immunocompetent mouse models of TNBC with heterogeneous TAN and TAM frequencies. We found that CBP/P300 BRD inhibition suppressed the growth of neutrophil-enriched TNBC models and reduced immunosuppression by decreasing TANs and inhibiting abnormal neutrophil production in BM. CBP/P300 BRD inhibition also exerted immune stimulation by inducing both an IFN and a T cell response.

## Results

### IACS-70654 inhibited the growth of neutrophil-enriched syngeneic mammary tumor models.

To examine the effects of CBP/P300 BRD inhibition on TNBC in vivo, we selected 4 immunocompetent mouse models derived from the BALB/c or C57BL/6J background. T6, T12, and 2208L tumors are syngeneic *Trp53*-null models, which were shown to recapitulate the aggressiveness, heterogeneity, and resistance to standard-of-care therapies in human TNBC (24–26). PyMT-N is a luminal-like subtype derived from MMTV-PyMT tumors, exhibiting stable myeloid cell infiltration and resistance to immune checkpoint blockade (ICB) (7). These models displayed distinct TAN and TAM frequencies. TANs are defined as CD45^+^CD11b^+^Ly6G^+^Ly6C^lo/med^ in flow cytometry and S100A8^+^ in immunostaining. TAMs are defined as CD45^+^CD11b^+^Ly6G^–^Ly6C^–^F4/80^+^ in flow cytometry and F4/80^+^ in immunostaining. PyMT-N, 2208L, and T6 can be categorized as neutrophil-enriched models, and T12 can be categorized as a macrophage-enriched model (7, 27) (Figure 1, A and B). Tumor pieces (*Trp53-*null models) or freshly dissociated tumor cells (PyMT-N) were implanted into the mammary fat pad of BALB/c or C57BL/6J mice. When the tumors reached more than 80 mm^3^ in volume on average, the mice were randomized, and treatment was initiated (Figure 1C). IACS-70654 is a potent and highly selective inhibitor of CBP/P300 BRD (Supplemental Tables 1 and 2 and Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182621DS1). IACS-70654 was orally administered at the dosage of 3.75 mg/kg on a 3-on/2-off regimen for all animal studies, and therefore a total of 6 doses were given in a 7-day experiment (Figure 1C). IACS-70654 treatment was well tolerated and did not lead to significant body weight loss (Supplemental Figure 1B). Surprisingly, IACS-70654 as a single agent resulted in the regression of 2208L tumors, which has the highest TAN frequency (Figure 1, B and D, and Supplemental Figure 1C). Tumor regression is rarely observed with a single-agent treatment in *Trp53-*null models because they are highly aggressive and resistant to therapies. IACS-70654 reduced the growth of PyMT-N and T6 tumors, which are neutrophil enriched but infiltrated with more TAMs than 2208L tumors (Figure 1, B and D, and Supplemental Figure 1C). The macrophage-enriched T12 model was resistant (Figure 1, B and D, and Supplemental Figure 1C). We also used BrdU to determine the effect of IACS-70654 on tumor cell proliferation. 2208L tumors treated with IACS-70654 showed a reduction in BrdU incorporation and thus were less proliferative (Figure 1E). To test whether tumor inhibition can persist in long-term treatment, we conducted a 27-day treatment study of IACS-70654 with 2208L tumors. IACS-70654 durably inhibited the growth of 2208L tumors, with no signs of resistance (Figure 1F). Histone H3 lysine 27 acetylation (H3K27ac) is the target biomarker for IACS-70654, and reduced H3K27ac was observed after in vitro and in vivo treatments with IACS-70654 (Supplemental Figure 1, D–F). 

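In 2208L tumors, RNA was counted as unique molecular identifiers (UMIs) in single cells of 1 library per condition, each pooled from 3 mice after 7 days of treatment, so the values have no replicate and their 95% intervals cover counting error only. UMIs were summed over 398 tumor cells of the vehicle tumor and 816 tumor cells of the IACS-70654 tumor and scaled to a library's total as CPM. Crebbp (ENSMUSG00000022521), which encodes CBP, had 800 UMIs or 125.9 CPM with vehicle and 1987 UMIs or 159.4 CPM with IACS-70654, a log2 ratio of 0.34 (95% interval 0.22 to 0.46). Ep300 (ENSMUSG00000055024), which encodes P300, had 331 UMIs or 52.1 CPM with vehicle and 827 UMIs or 66.4 CPM with IACS-70654, a log2 ratio of 0.35 (0.16 to 0.54). For 3 other enzyme genes, the log2 ratio was 0.049 for Kdm6a (ENSMUSG00000037369), -0.065 for Kdm6b (ENSMUSG00000018476) and -0.16 for Suz12 (ENSMUSG00000017548), and the intervals of Kdm6a and Kdm6b included 0. Scaling of both libraries by the TMM method moved the median of all genes from 0.085 to -0.025, and the ratios of Crebbp and Ep300 stayed positive.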

IACS-70654 did not affect the expression of CBP, P300, or the RNA expression of other major epigenetic enzymes (Supplemental Figure 1, E–G). Based on those findings, we hypothesized that the infiltrated myeloid cells might explain the difference in response. Therefore, we next examined the changes in infiltrated myeloid cells after IACS-70654 treatment.

### IACS-70654 reduced TANs and immunosuppression in the TIME.

To investigate the effects of IACS-70654 on tumor-infiltrated myeloid cells, we analyzed the infiltrated immune cells of the selected models from the 7-day treatment study. IACS-70654 reduced Ly6G expression in TANs from all 4 models and significantly reduced the percentage of TANs in 2208L, PyMT-N, and T12 tumors (Figure 2A and Supplemental Figure 2A). The reduction in TANs was verified with reduced immunostaining of S100A8 in 2208L tumors and was observed within 72 hours after starting treatment (Figure 2B and Supplemental Figure 2B). TANs of neutrophil-enriched models were demonstrated to be immunosuppressive (7). To verify, we applied a published MDSC gene signature to TANs from single-cell RNA sequencing (scRNA-seq) analyses of 2208L tumors treated with IACS-70654 for 7 days (Supplemental Table 3) (5). 

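Cells of 2208L tumors, a transplantable Trp53-null mammary tumor model, were captured in droplets with the 10x Genomics assay, and sample tags (CellPlex) marked the condition each cell came from. The authors aligned the reads and assigned cells to conditions with CellRanger, and the files give the resulting UMI counts per gene and cell without normalization. Each condition has 1 library of cells pooled from 3 mice, so there is no replicate and no test between conditions. The vehicle library held 2062 cell barcodes with 15590289 UMIs, and the IACS-70654 library held 4887 barcodes with 38201478 UMIs. From the paper's methods, cells were kept here with more than 200 and fewer than 6000 genes and at most 10% mitochondrial UMIs, which left 1974 vehicle cells with a median of 5120.5 UMIs and 4739 IACS-70654 cells with a median of 6332 UMIs. The authors integrated and clustered cells with Seurat. Here, cells of all 4 tumor libraries, including anti–PD-1 alone and in combination with IACS-70654, were normalized to equal totals, and 2000 variable genes, 30 principal components and Leiden clustering at resolution 1 gave clusters, which were named by the mean score of marker gene lists fixed in advance. TANs made up 470 of 1974 vehicle cells, or 23.8% (95% exact binomial interval 21.9% to 25.8%), and 246 of 4739 IACS-70654 cells, or 5.19% (4.58% to 5.86%). Because the conditions differ in UMIs per cell, scores and shares that depend on detection were computed after each cell was randomly thinned to an equal number of UMIs, and the value without thinning is given beside it. Sums of UMIs over cells of a type were scaled to the type's total in each library. The cell names were rebuilt from the counts and are not the authors' own assignments.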

TANs from 2208L tumors showed higher expression of the MDSC gene signature than the tumor-associated monocytes, and the expression decreased with IACS-70654 treatment (Supplemental Figure 2C). Furthermore, CD84 is an emerging marker used to distinguish PMN-MDSCs from neutrophils, and IACS-70654 substantially reduced CD84^+^ TANs (PMN-MDSCs) in 2208L tumors (Figure 2C) (4, 5). In contrast, TANs of macrophage-enriched tumors were shown to resemble normal neutrophils (7). Therefore, reduced TANs should not reduce immunosuppression in T12 tumors, and thus this may partially explain why T12 did not respond to IACS-70654. 

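Of the 105 genes listed in Supplemental Table 3, 103 were found in the files, and each cell was scored by the rank of these genes among its 1500 highest (a UCell-type score) after thinning to 1000 UMIs. The mean score of TANs was 0.301 (SD 0.0678 over 361 cells) in the vehicle tumor and 0.284 (SD 0.0652 over 200 cells) in the IACS-70654 tumor. Tumor-associated monocytes scored 0.146 over 250 cells with vehicle and 0.138 over 1082 cells with IACS-70654. In the vehicle tumor, TANs therefore exceeded monocytes by 0.155, more than the SD of the score among TANs. Of the 103 genes, 12 are on the marker lists by which cells were named, so this difference may be partly built in. The tumor scores were not compared without these genes. Without thinning, the difference was 0.102, the setting that moved it most, with scores of 0.323 and 0.311 for TANs and 0.221 and 0.209 for monocytes with vehicle and IACS-70654, respectively. The difference between the TANs of the treated and the untreated tumor was smaller than the SD among cells, and with 1 library per condition it has no replicate to be compared with. Of 470 vehicle and 246 IACS-70654 TANs, those with fewer than 1000 UMIs were left out by thinning, so the scores describe the deeper cells of this type.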

Higher TAM frequency in PyMT-N and T6 might explain why regression was only observed in 2208L tumors. TANs in 2208L and PyMT-N tumors treated with IACS-70654 were also found to have reduced expression of H3K27ac, without changes in RNA expression of genes encoding CBP and P300 (Figure 2D and Supplemental Figure 2D). This result suggested that TANs can be directly reprogrammed by IACS-70654. Moreover, high TAN frequency is accompanied by an accumulation of peripheral blood neutrophils (7, 8). 

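RNA of the genes encoding CBP and P300 was sparse in TANs. Crebbp had 91 UMIs in the vehicle tumor, or 146.5 CPM (95% exact Poisson interval 118 to 180), and 69 UMIs in the IACS-70654 tumor, or 187.1 CPM (146 to 237), a log2 ratio of 0.35 with an interval of -0.12 to 0.82. Ep300 had 41 UMIs, or 65.99 CPM, with vehicle and 27 UMIs, or 73.21 CPM, with IACS-70654, a log2 ratio of 0.15 with an interval of -0.61 to 0.89. A change of either gene in TANs was not detectable at this depth, and these intervals leave room for changes of the sizes they span.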

IACS-70654 reduced blood neutrophils in 2208L tumor–bearing mice to a similar level as non–tumor-bearing mice (Figure 2E). We also treated non–tumor-bearing mice with IACS-70654 and observed no significant change in blood neutrophils (Supplemental Figure 2E).

Besides neutrophils, IACS-70654 also affected other infiltrated myeloid cells. Even in neutrophil-enriched tumors, TAMs remain the second most abundant immune cell, indicating their importance (7) (Figure 1B). TAMs can have various functions, leading to an antitumor or protumor phenotype (28). To determine transcriptional changes in TAMs, we analyzed TAMs from the scRNA-seq of 2208L tumors treated with vehicle or IACS-70654 for 7 days. 

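TAMs and monocytes were taken together, as 840 cells of the vehicle tumor and 3175 cells of the IACS-70654 tumor, and clustered again with the cells of the other two tumor libraries at resolution 0.4, which gave 7 clusters. The largest, with 2296 cells, was led by Ccl24, Ccr2 and S100a4. A cluster of 2280 cells was led by Zdhhc14, Pitpnc1 and Lncpint, and a cluster of 1760 cells by Fabp5, Hmox1 and Apoe. A cluster of 512 cells was led by cell-cycle genes such as Pclaf and Top2a, and a cluster of 231 cells by Gm4258, Mertk and Rapgef5. The smallest, with 167 cells, was led by genes of neutrophils (G0s2, S100a9 and S100a8). The remaining 506 cells formed a cluster led by Rsad2, Cxcl10 and Cmpk2.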

Six TAM clusters with distinct expression profiles were identified (Figure 2F, Supplemental Figure 2, F and G, and Supplemental Tables 6–12). Cluster 5 of TAMs highly expressed IFN-response genes and pathways, which are associated with the antitumor phenotype (29) (Figure 2G, Supplemental Figure 2H, Supplemental Table 4, and Supplemental Table 5). 

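Among the TAM clusters rebuilt here, the one led by Rsad2 had 4 of the 5 genes Ifit1, Ifit2 (ENSMUSG00000045932), Ifit3 (ENSMUSG00000074896), Isg15 (ENSMUSG00000035692) and Rsad2 (ENSMUSG00000020641) among its 10 leading genes, all but Isg15. The other TAM clusters had none of the 5 among theirs. A cluster whose defining genes respond to treatment can gain cells because these genes change in cells that were already there, so a fixed rule on counts was used for the fraction of IFN-response TAMs, which counts a cell when at least 3 of the 4 genes Ifit2, Ifit3, Isg15 and Rsad2 have a UMI after thinning to 2000 UMIs per cell.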

IACS-70654 treatment led to an almost 2-fold increase in the fraction of cluster 5 (Figure 2G). Moreover, monocytes are defined as CD45^+^CD11b^+^Ly6G^–^Ly6C^+^, and those that express CD84 can be considered monocytic myeloid-derived suppressor cells (mMDSCs) (4, 5). 

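By the rule of at least 3 of 4 IFN-response genes, 25 of 815 TAMs, or 3.07% (95% exact binomial interval 2.00% to 4.50%), were IFN-response cells in the vehicle tumor, and 213 of 3102, or 6.87% (6.00% to 7.81%), in the IACS-70654 tumor. The intervals do not overlap, but they cover counting error only, since each condition is 1 pool of mice. Without thinning the fractions were 9.29% and 16.9%, which moved them most, and the share of the cluster led by IFN-response genes was 3.45% and 6.74%. T and NK cells of the same libraries, thinned to the same depth, met the rule in 0 of 53 cells with vehicle, which allows up to 6.72%, and in 3 of 99 cells, or 3.03%, with IACS-70654, so the level in T and NK cells is not resolved at the numbers of cells at hand. Median depths before thinning were 2043 and 3858.5 UMIs per T or NK cell and 6733.5 and 6481 UMIs per macrophage in the vehicle and the IACS-70654 tumor. From the gene expression of this cluster and its larger fraction after treatment, together with the fall in TANs and mMDSCs, the paper proposes that IACS-70654 can reduce immunosuppression.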

IACS-70654 reduced mMDSC infiltration in 2208L and PyMT-N tumors (Figure 2H). Arginase 1 (Arg) is also a marker of immunosuppression, and IACS-70654 reduced Arg^+^ monocytes/mMDSCs in 2208L tumors (Supplemental Figure 2I). These results suggested that IACS-70654 can reduce immunosuppression and might be an effective therapy for neutrophil-enriched TNBC, which has been correlated with poor patient outcomes and therapy resistance (3, 7). Because IACS-70654 reduced neutrophils in tumors and blood, we further hypothesized that IACS-70654 might inhibit the abnormal neutrophil generation in BM promoted by tumor outgrowth (8–10).

### IACS-70654 reprogrammed and reduced the proliferation of neutrophils in BM.

To characterize the changes in BM after IACS-70654 treatment, we first performed scRNA-seq analyses on all CD45^+^ cells collected from BM of non–tumor-bearing WT and 2208L tumor–bearing mice. The 2208L tumor–bearing mice were treated with vehicle or IACS-70654 for 6 days (5 total treatments). 

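All CD45+ BM cells were sequenced from non–tumor-bearing WT mice and from 2208L tumor–bearing mice given vehicle or 5 doses of 3.75 mg/kg IACS-70654. The sample labels give 7 days for this experiment and the paper's text 6 days. Each of the 3 groups has 2 replicate libraries, and each sample pooled cells of 3 mice. The files hold the UMI counts per gene and cell that CellRanger made, without normalization. The WT libraries held 27816638 and 28237274 UMIs, the vehicle libraries 35340793 and 42503862 UMIs, and the IACS-70654 libraries 42143090 and 54510172 UMIs. The filter on genes and mitochondrial UMIs described for the tumors left 4579 and 4394 WT cells, 5112 and 6087 vehicle cells, and 4865 and 6154 IACS-70654 cells. Median UMIs per kept cell were 4113 and 4276.5 for WT, 5330.5 and 5328 for vehicle, and 6534 and 6596.5 for IACS-70654. The authors downsampled and integrated the libraries with Seurat and compared cells with MAST. Here, the 6 libraries were clustered together without integration, clusters were named by marker gene lists, neutrophils were clustered again at resolution 0.8, and UMIs were summed per library and cell class so that libraries, not cells, were compared. Without integration, most clusters of mature and immature neutrophils consisted largely of cells of 1 group, so names rest on markers that each group could express. With 2 libraries per group, an exact 2-sided permutation test cannot go below p = 0.333. Differences were therefore tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. For gene expression, its spread is estimated across many genes. For cell shares it is estimated across few classes, and classes that share 1 total are not independent of each other. The p values of cell shares therefore rest on little information about spread. The replicates of a group differed in cluster makeup about as much as random splits of their pooled cells did. In 21 of 200 such splits of the WT libraries the difference was as large, as it was in 144 of the vehicle and 48 of the IACS-70654 libraries. The series record speaks of 1 pooling of 3 mice for every treatment group, but whether the replicates are parts of that pool is not stated outright, so how far the spread between replicates, and every p value that rests on it, covers the variation between mice is not known.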

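Of the neutrophils, monocytes and pDCs together, neutrophils made up 86.7% and 85.0% in the 2 WT libraries and 92.8% and 93.6% in the 2 libraries of vehicle-treated 2208L tumor–bearing mice, a log2 difference of 0.12 (adjusted p = 0.000321 from edgeR's quasi-likelihood test on cell counts, Benjamini-Hochberg over the cell types). Monocytes made up 9.7% and 10.9% in WT and 5.82% and 5.09% in vehicle libraries, a log2 difference of -0.92 (adjusted p = 1.14e-06). The pDC class was named here by markers of plasmacytoid dendritic cells such as Siglech and Ccr9. The paper calls its pDCs dendritic cell progenitors, so the populations may differ. pDCs were 3.61% and 4.12% in WT and 1.36% and 1.29% in vehicle libraries, a log2 difference of -1.54 (adjusted p = 1.14e-06 by the same test). All 3 differences were larger than the gap between the replicates of either group. The denominators were 3627 and 3443 cells in WT and 4860 and 5800 cells in vehicle libraries. As shares of all CD45+ cells, which also count B cells and T or NK cells, the log2 difference of neutrophils was 0.39, the alternative that moved it most, and it fell to 0.014 (adjusted p = 0.543) when cell counts were scaled by the TMM method, which centers on the most abundant type.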

As expected, the fraction of neutrophils was increased in 2208L tumors, with a concomitant decrease in the fraction of monocytes and dendritic cell progenitors (pDCs) (Figure 3A). IACS-70654 treatment reduced BM production of neutrophils and restored that of monocytes and pDCs (Figure 3A). This observation was confirmed by flow cytometry analyses coupled with measuring BrdU incorporation (Figure 3B and Supplemental Figure 3A). 

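With IACS-70654, neutrophils made up 86.5% of 4665 and 86.7% of 5890 neutrophils, monocytes and pDCs, below both vehicle libraries, a log2 difference of -0.11 (adjusted p = 0.00039, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Monocytes rose to 11.3% and 11.2%, a log2 difference of 1.05 (adjusted p = 2.73e-07), and pDCs to 2.21% and 2.09%, a log2 difference of 0.69 (adjusted p = 0.00039). The share of monocytes lay above that of the WT libraries and the share of pDCs between the vehicle and the WT libraries. Leaving out 1 library at a time gave log2 differences of -0.112 to -0.10 for neutrophils, 0.95 to 1.14 for monocytes and 0.66 to 0.74 for pDCs. With TMM-scaled cell counts the change of neutrophils was -0.012 (adjusted p = 0.555) and no longer passed the threshold, whereas monocytes and pDCs still did. These are shares of the cells captured, so a smaller share of neutrophils and a larger share of the other two types cannot be separated.

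**Figure D1:**
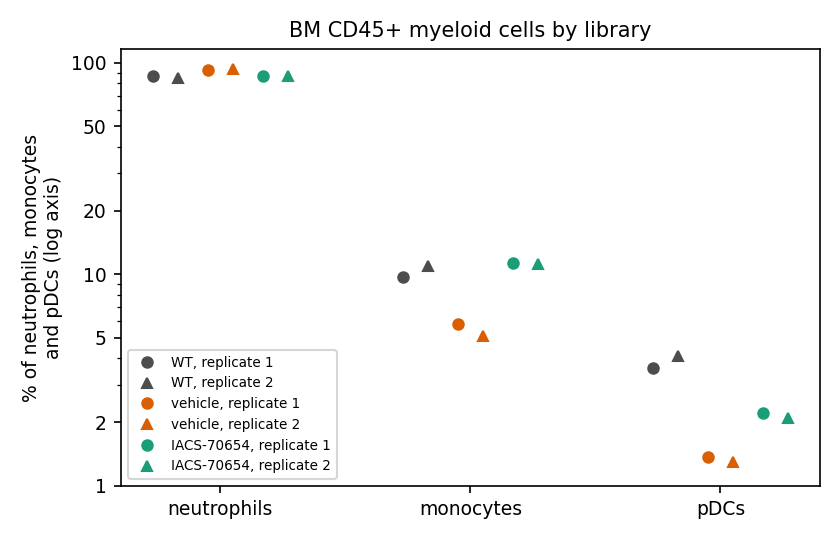
Share of neutrophils, monocytes and pDCs among the 3 types together (y axis, percent on a log axis) in CD45+ BM cells, with 1 point per library and both replicates of WT, vehicle and IACS-70654. Monocytes of the IACS-70654 libraries, at 11.3% and 11.2%, lie above those of the vehicle libraries at 5.82% and 5.09%.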

Reduced H3K27ac was observed in the CD11b^+^Ly6G^lo/med^F4/80^–^ neutrophil precursors (Supplemental Figure 3B). Neutrophils were then isolated and clustered to identify subpopulations using pseudotime analysis and previously identified markers such as *Itgam* and *Cxcr2* expression (26, 30, 31) (Figure 3C and Supplemental Figure 3C). 

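Neutrophils were grouped into pro/preNeu, immature, mature and Il1b-high neutrophils by lists of marker genes, since pseudotime analysis was not used here. In the vehicle libraries, Itgam (ENSMUSG00000030786) had 405 and 400 CPM in pro/preNeu, 932 and 912 CPM in immature, 784 and 793 CPM in mature and 510 and 661 CPM in Il1b-high neutrophils. Cxcr2 (ENSMUSG00000026180) rose along the same groups, from 56.8 and 66.6 CPM to 262 and 256 CPM, 1220 and 1180 CPM, and 1680 and 1750 CPM. Cxcr2 is on the marker lists used for naming, so its order among the groups is partly built in, whereas Itgam is not. The vehicle libraries held 720 and 892 pro/preNeu, 894 and 1065 immature, 2545 and 3077 mature and 300 and 334 Il1b-high neutrophils. Clusters of 364 and 27 neutrophils, the first with a median of 1025 UMIs, could not be named and were left out of these groups, but count as nonproliferating neutrophils in the rules on Il1b and IFN genes.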

Pro-neutrophils (proNeu) and Pre-neutrophils (preNeu) are the proliferative precursors (31). 

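The phase of each proliferative precursor was assigned from 43 S-phase and 54 G2/M-phase genes by the rule of Seurat's CellCycleScoring, after thinning to 5000 UMIs. Of the G2/M genes, 2 are on the marker lists used for naming. Pro/preNeu were named partly by proliferation genes such as Mki67 and Top2a, so cells in G1 may be left out of the class. The fraction in G2/M was 61.0% and 59.8% of 551 and 542 pro/preNeu in WT, 61.6% and 65.9% of 696 and 862 in vehicle, and 54.5% and 51.9% of 747 and 963 in IACS-70654 libraries. For IACS-70654 against vehicle the log2 difference was -0.27 (adjusted p = 0.00243, edgeR quasi-likelihood test on cell counts, Benjamini-Hochberg over the phases), with both treated libraries below both vehicle libraries. It was -0.216 without vehicle replicate 2, the alternative that moved it most. Without thinning, the fractions were 65.1% and 60.8%, 64.6% and 69.2%, and 57.5% and 55.8%. The S-phase fraction was 37.8% and 34.0% with vehicle and 41.9% and 45.1% with IACS-70654, a log2 difference of 0.29 (adjusted p = 0.0033). Few cells were assigned to G1, 4 and 1 cells with vehicle and 27 and 29 with IACS-70654. The change in G2/M for vehicle against WT was 0.083 (adjusted p = 0.321).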

We examined the cell cycle score of the proliferative proNeu/preNeu and found that IACS-70654 decreased the fraction of cells exhibiting a G_2_/M signature (Figure 3D). Previous studies showed BM neutrophils in tumor-bearing mice are immunosuppressive, especially in those with advanced tumors (7, 32). 

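Il1b (ENSMUSG00000027398), which encodes IL-1β, was counted per cell among nonproliferating neutrophils thinned to 1000 UMIs. At least 2 Il1b UMIs were found in 7.19% and 7.46% of cells in WT, 16.4% and 16.7% in vehicle, and 14.4% and 14.6% in IACS-70654 libraries. The log2 difference of vehicle against WT was 1.18 (adjusted p = 7.87e-08, edgeR quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment), the largest change under an alternative being 0.79 with a rule of at least 1 UMI. B cells, which should lack Il1b, met the rule in 0% to 1.29% of cells after thinning to the same depth, with median depths before thinning of 3004 to 4285 UMIs per B cell and 2900 to 4563 UMIs per mature neutrophil. For IACS-70654 against vehicle the log2 difference was -0.19 (adjusted p = 0.0022), and its direction depends on the measure. Without thinning the fractions were 28.2% and 28.8% with vehicle and 30.3% and 30.6% with IACS-70654, a log2 difference of 0.094 (adjusted p = 0.0277). The cluster of Il1b-high neutrophils held 3.72% and 4.24% of these cells in WT, 7.91% and 7.36% in vehicle, and 14.1% and 13.7% in IACS-70654 libraries, a log2 difference of 0.86 for IACS-70654 against vehicle (adjusted p = 0.000627).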

Among the mature neutrophils, we identified a distinct subpopulation with high expression of IL-1β, an MDSC marker, and this subpopulation was upregulated in 2208L tumor–bearing mice compared with the non–tumor-bearing mice (4) (Figure 3E and Supplemental Figure 3D). BM mature neutrophils in 2208L tumor–bearing mice also expressed a higher MDSC signature than those in non–tumor-bearing mice, and the expression decreased with IACS-70654 treatment (Figure 3, F and G). 

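In mature neutrophils, 100 genes of the MDSC signature were tested as a list on the sums per library with fry, a rotation test from limma and edgeR. For vehicle against WT, 84 of the 100 genes were higher and the mean log2 change was 0.51 (median 0.25, adjusted p = 0.000154, Benjamini-Hochberg over 4 neutrophil groups), with 35 genes called higher and 0 lower at an adjusted p under 0.01 and a log2 change over 0.5, and the same counts when adjusted over the list alone. For IACS-70654 against vehicle, 79 genes were lower and the mean log2 change was -0.21 (median -0.28, adjusted p = 0.00145), with 24 genes called lower and 8 called higher, again the same when adjusted over the list alone. The list includes Csf3r and Ccr1, which fell, and the cystatin genes Stfa2 and Stfa3, which rose. The score per cell gave another picture. The mean after thinning to 1000 UMIs was 0.298 and 0.296 in WT, 0.341 and 0.340 in vehicle, and 0.339 and 0.342 in IACS-70654 libraries, with SDs of 0.0559 to 0.0814 over cells, so the mean did not fall with IACS-70654. The median was 0.350 and 0.349 in vehicle and 0.339 and 0.344 in IACS-70654 libraries, and 22 of 2544 and 18 of 3070 cells were over 0.5 with vehicle against 0 of 1486 and 0 of 1822 with IACS-70654. Without thinning the mean was 0.425 and 0.427, 0.504 and 0.504, and 0.510 and 0.511. No more than 2 mature neutrophils of any library had a thinned score above the paper's cutoff of 0.55. Without thinning 2.58% and 1.65% of mature neutrophils in WT, 28.0% and 27.9% in vehicle, and 21.8% and 23.3% in IACS-70654 libraries exceeded it. Doubling the clustering resolution moved the mean log2 change under IACS-70654 most, to -0.526.

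**Figure D2:**
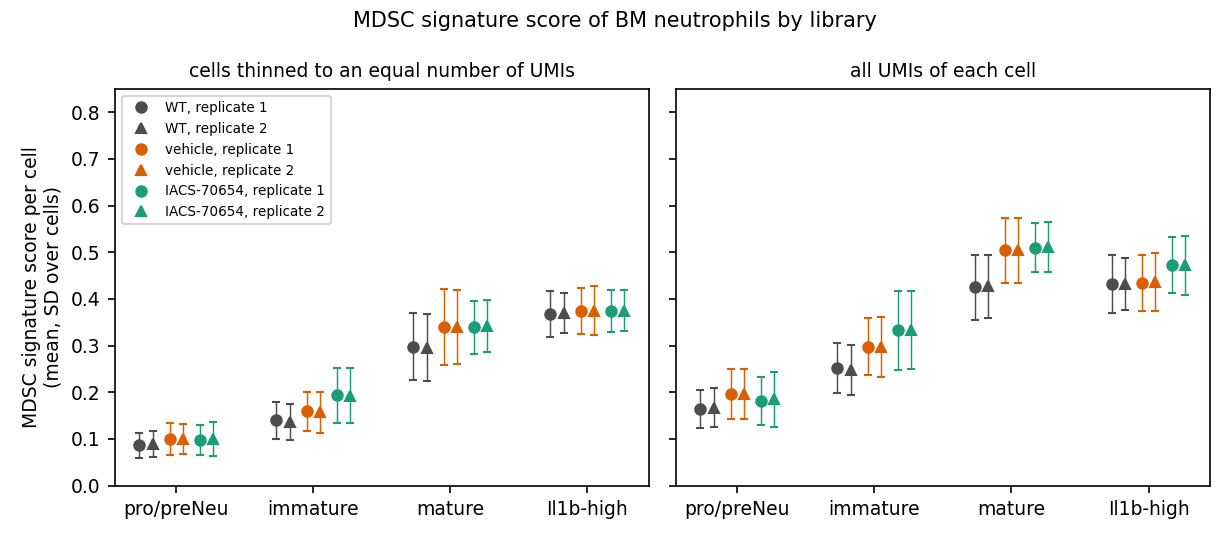
Mean MDSC signature score per cell (y axis, with the SD over cells as error bars) in 4 groups of BM neutrophils, with 1 point per library, after thinning of cells to an equal number of UMIs (left) and with all UMIs (right). Mature neutrophils of vehicle and IACS-70654 libraries lie between 0.339 and 0.342 after thinning, above WT at 0.298 and 0.296.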

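Across the other groups of BM neutrophils, the direction of the MDSC signature under IACS-70654 differed. In pro/preNeu the mean log2 change was -0.28 (adjusted p = 0.00624 from fry with Benjamini-Hochberg adjustment), with 83 of 102 genes lower. Immature neutrophils had a mean change of 0.20 (median 0.046, adjusted p = 0.0018), with 55 of 100 genes higher, and it reversed to -0.205 when the clustering resolution was doubled and to -0.311 after integration by anchors, the latter chosen after the data were seen. In Il1b-high neutrophils the mean change was 0.065 (median 0.060, adjusted p = 0.0268) over 99 genes, which became -0.008 with a minimum of 1000 UMIs per cell, with 20 called higher and 15 lower and, adjusted over the list alone, 21 higher and 15 lower. No cell of 286 and 321 Il1b-high neutrophils in the vehicle libraries, or of 456 and 552 in the IACS-70654 libraries, had a thinned score above 0.55. Without thinning 1.33% and 4.19% did with vehicle, 9.78% and 10.1% with IACS-70654 and 1.05% and 3.0% in WT, where these groups held 95 and 100 cells. The calls for all 4 groups and both comparisons also held under camera, a test with a preset correlation between genes. A difference between the groups of neutrophils was not tested.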

We further verified that IACS-70654 reduced CD84^+^ BM neutrophils in 2208L tumor–bearing mice using flow cytometry (Supplemental Figure 3E). In addition to the immunosuppressive neutrophils, a previous study identified IFN-stimulated neutrophils (IFN+ Neu) in blood. Increased IFN+ Neu was correlated with a better response of mouse tumor models and cancer patients to immunotherapy (33). 

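Of the 9 genes in Supplemental Table 13, 6 were used here. A nonproliferating neutrophil was counted as an IFN-stimulated cell when at least 3 of the 6 genes had a UMI after thinning to 1000 UMIs. This held for 23 of 2518 and 19 of 2333 cells in the WT libraries, or 0.913% and 0.814%. B cells, which served as the comparison at the same depth, met the rule in 0 of 696, 710, 155, 176, 47 and 99 cells of the 6 libraries.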

We applied the published gene signature and identified IFN+ Neu in BM neutrophils (Supplemental Figure 3F and Supplemental Table 13). IACS-70654 increased the fraction of IFN+ Neu (Supplemental Figure 3D). Moreover, IACS-70654 reduced the expression of *Csf3r*, which encodes the receptor for granulocyte colony–stimulating factor (G-CSF), in mature neutrophils (Figure 3H, Supplemental Table 16, and Supplemental Table 18). 

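By the rule of at least 3 IFN-stimulated genes, the fraction was 1.41% and 1.14% of 3751 and 4481 neutrophils in vehicle libraries and 0.989% and 1.16% of 3234 and 4058 in IACS-70654 libraries. The log2 difference was -0.22 (adjusted p = 0.302, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), within the gap between the replicates, so no change was detectable by this rule. The result depends on the depth of the cells. Without thinning, the fractions were 5.67% and 5.53% with vehicle and 6.91% and 6.97% with IACS-70654, a log2 difference of 0.31 (adjusted p = 0.00144), and the median mature neutrophil held 3890 and 3911 UMIs with vehicle and 4563 and 4520.5 UMIs with IACS-70654. With thinning and a looser rule of at least 2 genes, the log2 difference was -0.333 (adjusted p = 0.00844). The genes themselves moved apart in mature neutrophils, where Ifit1 (ENSMUSG00000034459) had a log2 change of 0.82 (adjusted p = 6.95e-25) and Isg15 of -0.60 (adjusted p = 2.04e-18) under IACS-70654, both from edgeR's quasi-likelihood test. For vehicle against WT, the log2 difference of the fraction by the main rule was 0.54 (adjusted p = 0.0342), which did not pass the threshold when WT replicate 1, WT replicate 2 or vehicle replicate 1 was left out (adjusted p of up to 0.188).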

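Csf3r (ENSMUSG00000028859) in mature neutrophils had 993 and 1050 CPM in WT, 1330 and 1330 CPM in vehicle, and 811 and 853 CPM in IACS-70654 libraries. The log2 change under IACS-70654 was -0.68 (standard error 0.024, adjusted p = 5.79e-69 over 10612 genes, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and both treated libraries lay below both WT libraries. It was 0.38 for vehicle against WT (adjusted p = 1.17e-33). In immature neutrophils the change under IACS-70654 was -0.16 (adjusted p = 0.000917), under the size limit of 0.5, and it reversed to 0.16 with a minimum of 1000 UMIs per cell and to 0.24 without the 5% of cells with the highest doublet scores. In pro/preNeu it was -0.37 (adjusted p = 6.86e-06), and in Il1b-high neutrophils -0.14 (adjusted p = 0.0791). Whether the change differs between these groups was not tested.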

G-CSF level was upregulated by the 2208L tumor (Supplemental Figure 3G). IACS-70654 might reduce G-CSF signaling, a critical driver for neutrophil production, migration, and immunosuppression (8, 34, 35). IACS-70654 also decreased the RNA expression of genes encoding CCR1 and Ly6G, both of which are critical for neutrophil migration (36, 37) (Supplemental Figure 3, H and I, Supplemental Table 14, Supplemental Table 16, and Supplemental Table 18). In addition, we discovered that BM neutrophils in 2208L tumor–bearing mice downregulated the expression of *Thbs1*, which encodes thrombospondin-1 (TSP-1), and IACS-70654 restored the expression (Supplemental Figure 3J). 

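Ccr1 (ENSMUSG00000025804) fell in mature neutrophils from 490 and 468 CPM with vehicle to 320 and 322 CPM with IACS-70654, a log2 change of -0.58 (standard error 0.03, adjusted p = 6.32e-45 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In immature neutrophils it fell from 160 and 163 CPM to 112 and 107 CPM, a log2 change of -0.57 (adjusted p = 4.21e-17), which was 0.049 (adjusted p = 0.479) with a minimum of 1000 UMIs per cell, so this change did not hold there. Ly6g (ENSMUSG00000022582) fell from 2080 and 2120 CPM to 786 and 780 CPM in mature neutrophils, a log2 change of -1.42 (standard error 0.023, adjusted p = 5.11e-129), and from 3270 and 3020 CPM to 1400 and 1390 CPM in immature neutrophils, a log2 change of -1.17 (adjusted p = 6.07e-50). In pro/preNeu the log2 changes were -1.43 for Ccr1 and -2.97 for Ly6g. Both IACS-70654 libraries lay below both WT libraries for each gene in mature neutrophils, where WT had 454 and 477 CPM of Ccr1 and 1590 and 1630 CPM of Ly6g. Il1b-high neutrophils showed changes of -0.18 (adjusted p = 0.108) and -0.26 (adjusted p = 0.331), which did not pass the threshold.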

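Thbs1 (ENSMUSG00000040152) in immature neutrophils had 103 and 107 CPM in WT, 2.64 and 5.01 CPM in vehicle, and 103 and 101 CPM in IACS-70654 libraries. The log2 change was -4.74 (standard error 0.135, adjusted p = 3.9e-43) for vehicle against WT and 4.69 (standard error 0.118, adjusted p = 4.74e-47) for IACS-70654 against vehicle, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In mature neutrophils the values were 69.7 and 64.3 CPM, 3.04 and 2.86 CPM, and 29.5 and 26.8 CPM, with log2 changes of -4.50 and 3.25. The level under IACS-70654 thus lay at that of WT in immature and below it in mature neutrophils. In pro/preNeu the changes were -2.72 (adjusted p = 2.5e-07) and 3.00 (adjusted p = 2.41e-10). The vehicle libraries enter both comparisons, so an error in the vehicle libraries would move the 2 changes in opposite directions.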

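The cystatin genes Stfa2 (ENSMUSG00000022902), Stfa3 (ENSMUSG00000054905), Cstdc5 (ENSMUSG00000071561) and Cstdc6 (ENSMUSG00000079594) rose most in immature neutrophils. Cstdc5 had 294 and 273 CPM in WT, 896 and 1050 CPM in vehicle, and 9840 and 10200 CPM in IACS-70654 libraries, a log2 change under IACS-70654 of 3.36 (standard error 0.032, adjusted p = 1.2e-74, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The change of Cstdc6 was 3.30, of Stfa2 3.44 and of Stfa3 4.15. In mature neutrophils the changes were 1.68 for Cstdc5, 1.26 for Cstdc6, 1.80 for Stfa2 and 2.88 for Stfa3. In Il1b-high neutrophils, Cstdc5 (1.03), Stfa2 (1.91) and Stfa3 (1.12) rose, and Cstdc6 did not (-0.25, adjusted p = 0.342). All 4 genes were also higher in vehicle than in WT libraries, with log2 changes of 1.53 to 2.02 in immature and 0.19 to 1.13 in mature neutrophils, so IACS-70654 moved them further from WT. Pathway enrichment was not analysed here.

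**Figure D3:**
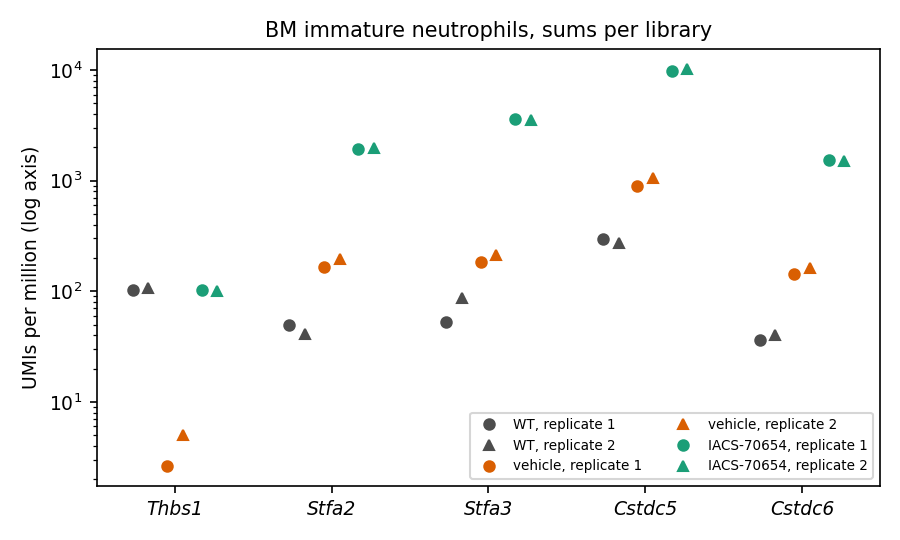
CPM (y axis, log axis) of Thbs1 and of 4 cystatin genes in BM immature neutrophils, with 1 point per library and both replicates of WT, vehicle and IACS-70654. Thbs1 of vehicle libraries, at 2.64 and 5.01, lies below both other groups, whereas Cstdc5 rises from 294 and 273 in WT to 9840 and 10200 with IACS-70654.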

The expression of cystatins (e.g., *Stfa2*, *Stfa3*, *Cstdc5*, *Cstdc6*) and hydrolase/peptidase activity inhibition pathways were also significantly upregulated in BM neutrophils after IACS-70654 treatment (Supplemental Figure 3K and Supplemental Tables 14–19). TSP-1 and cystatins are both inhibitors of neutrophil serine protease that were reported to promote neutrophil release into the blood (38, 39). They can also contribute to the release of C-X-C motif chemokine ligand 2, which promotes neutrophil recruitment, and activates IL-1β (40, 41). These results revealed that IACS-70654 might reduce the proliferation, migration, and protumor activity of BM neutrophils. However, hematopoietic stem and progenitor cells (HSPCs) may also be affected by tumor-derived factors (8, 9). Accordingly, we next investigated the changes in HSPCs after IACS-70654 treatment.

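Across all genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called, for IACS-70654 against vehicle at an adjusted p under 0.01 and a log2 change over 0.5, 2884 of 12128 genes in pro/preNeu (1594 higher and 1290 lower), 1472 of 10554 in immature (846 and 626), 2058 of 10612 in mature (1120 and 938) and 692 of 5905 in Il1b-high neutrophils (313 and 379). Without the limit on size and at an adjusted p under 0.05, the alternative that moved these counts most, they were 6317, 3854, 4954 and 1291. Among called genes with no overlap between the libraries of both groups, the largest rises were Gm45606 (6.31) in pro/preNeu, Thbs1 in immature, Slc44a4 (6.28) in mature and Trerf1 (3.34) in Il1b-high neutrophils, and the largest falls were Gm8439 (-5.88), Gm38979 (-4.79), Hc (-4.46) and Gm39459 (-4.83), all as log2 changes. Between WT and vehicle, 489, 561, 1043 and 176 genes were called. Of these, 85.9% in pro/preNeu, 68.1% in immature, 64.3% in mature and 72.7% in Il1b-high neutrophils changed in the opposite direction under IACS-70654. Both comparisons share the vehicle libraries, which by itself gives opposite directions. In 100 simulated sets in which the IACS-70654 libraries do not differ from the vehicle libraries, the median share was 66.9%, 66.0%, 58.9% and 64.4%. These sets called more genes than the data did, with medians of 992.5, 1007, 1296 and 296 against 496, 570, 967 and 89. Simulated and observed shares thus rest on gene sets of different size. Counted as in these sets, the observed shares were 86.5%, 69.5%, 64.9% and 70.8%, and 0 of 100 sets reached them in each group. Other measures set the groups apart less. Over all tested genes, counted in the same way, the share was 70.3%, 60.7%, 54.9% and 63.3%, against simulated medians of 57.5%, 57.2%, 55.2% and 57.2% and maxima of 58.5%, 58.1%, 56.7% and 58.5%, so it was not above the simulated sets in mature neutrophils. The correlation of both changes over called genes was -0.61, -0.35, -0.32 and -0.34, against simulated medians of -0.48, -0.46, -0.31 and -0.41, and thus weaker than simulated in immature and Il1b-high neutrophils. From the changes in cell cycle, in Csf3r, Ccr1 and Ly6g, and in the MDSC signature, Thbs1 and cystatins, the paper proposes that IACS-70654 might reduce the proliferation, migration and protumor activity of BM neutrophils.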

### IACS-70654 induced transcriptional changes in HSPCs to reduce abnormal myelopoiesis.

To determine whether IACS-70654 can reprogram the abnormal myelopoiesis induced by the neutrophil-enriched tumor, we performed scRNA-seq on HSPCs in BM of 2208L tumor–bearing mice treated with vehicle or IACS-70654 and non–tumor-bearing mice. 

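HSPCs were enriched from BM as lineage-negative c-Kit+ cells of the same 3 groups, with 2 replicate libraries each, and sequenced and counted as the CD45+ cells were. The WT libraries held 36379167 and 27870605 UMIs, the vehicle libraries 68415534 and 27427163 UMIs, and the IACS-70654 libraries 63291516 and 35180506 UMIs. After the filter, 3875 and 3039 WT, 6571 and 2836 vehicle, and 7517 and 4317 IACS-70654 cells were kept, with medians of 8061 and 7810, 9512 and 8670.5, and 6954 and 6712 UMIs per cell. Depth per cell was thus lower with IACS-70654 than with vehicle, the reverse of the CD45+ libraries. Replicates of WT and IACS-70654 differed in cluster makeup about as much as random splits of their pooled cells (93 and 24 of 200 splits as large), whereas the 2 vehicle libraries differed more than any of 200 such splits (chi-square 58.6 against at most 37.1). In HSPC vehicle libraries, the spread between replicates therefore exceeded sampling noise.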

The dataset was filtered to contain only HSPCs involved in myelopoiesis and annotated using classic HSPC markers, as described previously (9, 42). 

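Clusters named as erythroid, basophil or mast, eosinophil, plasma, B, T or NK cells by marker genes were taken out, which removed 19.3% and 18.5% of WT, 19.6% and 19.3% of vehicle, and 10.7% and 10.3% of IACS-70654 cells. The remaining 3129 and 2478 WT, 5286 and 2289 vehicle, and 6711 and 3873 IACS-70654 cells were clustered again at resolution 1 into 19 clusters and named from lists of HSPC markers. A cluster of 1135 cells could not be named and came mostly from WT mice (858 cells). Together with a cluster of 1019 cells that met no rule for a name either, these unnamed cells made up 18.7% and 19.2% of WT, 5.03% and 6.2% of vehicle, and 6.12% and 7.02% of IACS-70654 cells. Some markers used for names changed under treatment themselves, 3 of 9 for HSCs, 0 of 9 for MPPs, 2 of 8 for GMPs 0 of 8 for MEPs, 5 of 8 for MPs and 5 of 6 for megakaryocyte progenitors, the last 2 with median log2 changes of -0.89 and -1.05 under IACS-70654. The names are those of marker lists, not of the authors' annotation.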

Two distinct populations of granulocyte-monocyte progenitors (GMPs) and common myeloid progenitors (CMPs) were found (Figure 4A and Supplemental Figure 4A). 

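Among the clusters rebuilt here, 3 were named GMPs. The first, with 2145 cells, was led by S100a9 and S100a8, the second, with 1416 cells, by Cebpe and Alas1, and the third, with 1302 cells, by Alas1 and Ms4a3. No cluster met the rule for a CMP. The cluster with the highest score of the CMP marker list held 1019 cells with a median of 6951 UMIs and was led by Cpa3, Mcpt8 and Ccl9, the first 2 of which are also genes of basophils and mast cells. It is called the highest-CMP cluster in what follows and may not be the authors' CMP-1.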

Based on clustering and trajectory analyses, GMP-1 and CMP-1 were determined to be involved in myelopoiesis (Figure 4A). 2208L tumors upregulated the fraction of GMP-1, monocyte progenitors (MPs), and proNeu, whereas IACS-70654 treatment reduced those progenitors, indicating inhibition of myelopoiesis (Figure 4B). 

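GMPs made up 11.6% and 9.97% of HSPCs in WT, 30.6% and 28.0% in vehicle, and 19.0% and 18.5% in IACS-70654 libraries. The log2 difference was 1.44 (adjusted p = 3.85e-10) for vehicle against WT and -0.65 (adjusted p = 5.61e-06) for IACS-70654 against vehicle, from edgeR's quasi-likelihood test on cell counts with Benjamini-Hochberg adjustment over the HSPC classes. MPs made up 17.2% and 15.7%, 28.0% and 28.0%, and 11.6% and 11.6%, with log2 differences of 0.76 (adjusted p = 1.98e-06) and -1.27 (adjusted p = 1.19e-09). No cluster was named proNeu, so its fraction was not analysed here. HSCs rose from 9.84% and 12.4% with vehicle to 19.0% and 18.6% with IACS-70654 (log2 0.79, adjusted p = 1.38e-06), and MPPs from 11.1% and 11.6% to 23.8% and 25.0% (log2 1.11, adjusted p = 1.1e-08), whereas both were close to WT with vehicle (10.3% and 10.5%, and 11.7% and 13.4%). Scaling cell counts by the TMM method lowered the change of HSCs to 0.17 (adjusted p = 0.243), the alternative that moved it most, and that of MPPs to 0.49. MEPs were 16.8% and 16.9% in WT, 8.49% and 7.65% in vehicle, and 7.67% and 5.94% in IACS-70654 libraries, with no change under IACS-70654 past the threshold (-0.24, adjusted p = 0.08), but with a rise of 0.234 that passed at doubled resolution and a fall of all c-Kit+ cells named MEPs, as a share of the sort, that passed as well (-0.43, adjusted p = 0.0108). Megakaryocyte progenitors were 13.6% and 14.2%, 7.02% and 6.07%, and 12.8% and 13.3%. The highest-CMP cluster rose from 1.91% and 2.88% with vehicle to 5.74% and 6.76% (log2 1.46, adjusted p = 3.15e-08), and after integration by anchors the cluster of that name fell (log2 -1.08, adjusted p = 0.000105).

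**Figure D4:**
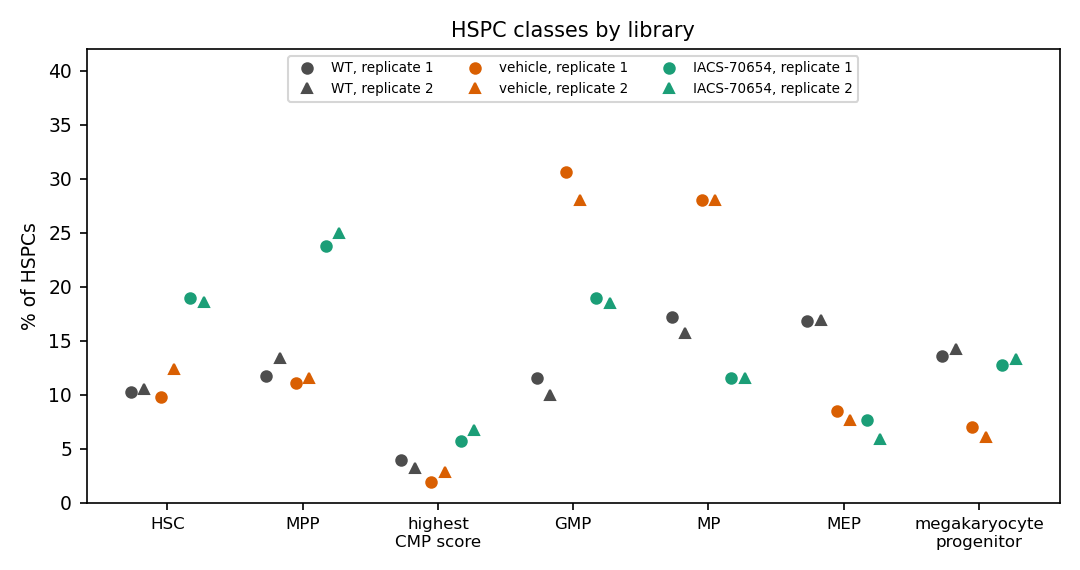
Share of HSPCs (y axis, percent) in 7 rebuilt classes, with 1 point per library and both replicates of WT, vehicle and IACS-70654. GMPs and MPs are highest in vehicle libraries, at 30.6% and 28.0% and at 28.0% and 28.0%, and HSCs and MPPs are highest with IACS-70654.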

We also examined the expression of a published gene signature that was shown to predict the differentiation of HSPCs toward neutrophils (43) (Supplemental Table 20). 

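The signature of neutrophil differentiation in Supplemental Table 20 has 49 genes, all of which were found in the files. In MPPs, the mean log2 change of these genes was 0.09 for vehicle against WT, but the median was -0.028, and fry gave an adjusted p of 0.0454 (Benjamini-Hochberg over 7 HSPC classes), which did not hold when any single library was left out (adjusted p of up to 0.227). For IACS-70654 against vehicle the mean was -0.18 (median -0.11, adjusted p = 0.00281), with 34 of 49 genes lower, 1 called higher and 8 called lower, and the same counts when adjusted over the list alone. The mean score per cell after thinning to 3000 UMIs was 0.318 and 0.320 in WT, 0.333 and 0.335 in vehicle, and 0.313 and 0.309 in IACS-70654 libraries, with SDs of 0.045 to 0.0513 over cells, and without thinning 0.349 and 0.350, 0.369 and 0.370, and 0.337 and 0.332. In the highest-CMP cluster, the score was 0.360 and 0.359, 0.367 and 0.379, and 0.356 and 0.356, but the list did not change past the threshold by fry, neither for vehicle against WT (mean 0.031, median -0.024, adjusted p = 0.524) nor for IACS-70654 against vehicle (mean -0.052, median 0.006, adjusted p = 0.957), where leaving out vehicle replicate 2 reversed the mean to 0.03. There, 4 of 45 genes were called higher and 8 lower under IACS-70654, against 5 and 8 adjusted over the list alone. For vehicle against WT the list rose by fry in GMPs (mean 0.039, adjusted p = 0.0261) and MPs (mean 0.087, adjusted p = 0.0204). Neither passed at doubled resolution (adjusted p = 0.203 and 0.061). The list did not pass in HSCs (mean 0.007, adjusted p = 0.841), MEPs (0.212, adjusted p = 0.124) or megakaryocyte progenitors (0.034, adjusted p = 0.524). Under IACS-70654 the list also fell by fry in the 5 other classes, HSCs (mean -0.15, median -0.046, 28 of 48 genes lower, adjusted p = 0.00292), GMPs (-0.19, adjusted p = 0.00292), MPs (-0.061, adjusted p = 0.00682), megakaryocyte progenitors (-0.17, adjusted p = 0.0225) and MEPs (-0.24, adjusted p = 0.037), so the fall was not limited to the neutrophil lineage. Under camera, the calls held except that the highest-CMP cluster passed for vehicle against WT (adjusted p = 0.0316) and MEPs also did (adjusted p = 7.09e-06 against 0.124 by fry).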

HSPCs, especially CMP-1 and multipotent progenitors (MPPs), showed higher expression of the gene signature in 2208L tumor–bearing mice than those in non–tumor-bearing WT mice, and the expression decreased with IACS-70654 treatment (Figure 4C, Supplemental Figure 4B, and Supplemental Tables 23–26). In cluster 4, a CMP-1 cluster, IACS-70654 led to the downregulation of myeloid differentiation and activation pathways (Figure 4D, Supplemental Table 21, and Supplemental Table 22). In addition, IACS-70654 decreased the expression of *Prtn3* and *Ms4a3* in CMP-1 (Figure 4, E and F, and Supplemental Table 23). 

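In the highest-CMP cluster, Prtn3 (ENSMUSG00000057729) had 2430 and 2460 CPM in WT, 2570 and 3050 CPM in vehicle, and 3290 and 3100 CPM in IACS-70654 libraries, a log2 change under IACS-70654 of 0.21 (standard error 0.044, adjusted p = 0.000234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), under the size limit of 0.5. Ms4a3 (ENSMUSG00000024681) had 164 and 151, 170 and 250, and 343 and 342 CPM, a log2 change of 0.78 (standard error 0.1, adjusted p = 2.11e-12). Both directions depend on which cells make up the cluster. With the clustering resolution doubled the changes were -0.086 and -0.403, and after integration by anchors, an alternative chosen after the data were seen, -0.687 and -1.29. In MPPs both genes fell, Prtn3 by a log2 change of -0.52 (adjusted p = 1.22e-30) and Ms4a3 by -0.47 (adjusted p = 2.52e-09), the latter reversing to 0.127 without the cells of highest doublet score, also chosen afterward. GMPs had smaller changes of -0.30 (adjusted p = 4.89e-24) and -0.26 (adjusted p = 9.09e-17), and in HSCs Prtn3 changed by -0.48 (adjusted p = 7.31e-13) and Ms4a3 by 0.092 (adjusted p = 0.743). In this cluster, 121 of 7653 genes were called under IACS-70654, 39 higher and 82 lower, with the largest rise for Mxd1 (2.06) and the largest fall for Cx3cr1 (-3.17) as log2 changes.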

The expression of these genes has been associated with the differentiation and proliferation of myeloid progenitor cells and found to be increased in the granulocytes from the peripheral blood of TNBC patients (9, 44, 45). These changes imply that IACS-70654 might reduce the differentiation of HSPCs into neutrophils. Moreover, in CMP-1, MPPs, and hematopoietic stem cells (HSCs), IACS-70654 induced the expression of *Malat1*, a long noncoding RNA shown to inhibit differentiation of early HSPCs (46) (Figure 4G, Supplemental Table 23, Supplemental Table 25, and Supplemental Table 26). 

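Malat1 (ENSMUSG00000092341) rose under IACS-70654 in HSCs from 10000 and 10000 CPM with vehicle to 15700 and 15600 CPM, a log2 change of 0.64 (standard error 0.031, adjusted p = 1.7e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in MPPs from 6080 and 6270 CPM to 10500 and 10900 CPM, a log2 change of 0.80 (standard error 0.024, adjusted p = 8.97e-61). In WT libraries it had 10800 and 10500 CPM in HSCs and 6800 and 6780 CPM in MPPs. The change in the highest-CMP cluster was 0.498 (standard error 0.043, adjusted p = 1.44e-28), just under the size limit of 0.5. It also rose in GMPs (0.30) and MPs (0.485). Whether the share of this nuclear RNA depends on the depth of a cell was not tested, and the median HSC held 4232.5 and 4390 UMIs with vehicle and 3571 and 3526 UMIs with IACS-70654.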

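Txnip (ENSMUSG00000038393) in HSCs had 242 and 238 CPM in WT, 159 and 124 CPM in vehicle, and 327 and 340 CPM in IACS-70654 libraries. With IACS-70654, compared with vehicle, the log2 change was 1.19 (standard error 0.077, adjusted p = 1.84e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and for vehicle against WT it was -0.72 (adjusted p = 9.4e-08). In MPPs it had 89.5 and 97.7, 60.6 and 49.8, and 118 and 132 CPM, with log2 changes of 1.12 (standard error 0.08, adjusted p = 7.39e-25) and -0.71 (adjusted p = 5.54e-08). Both IACS-70654 libraries lay above all WT and vehicle libraries in each class.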

In HSCs and MPPs, IACS-70654 also increased the expression of *Txnip*, which can keep HSCs in an undifferentiated state and reduce their mobility (47) (Supplemental Figure 4C, Supplemental Table 25, and Supplemental Table 26). Furthermore, in the peripheral blood of 2208L tumor–bearing mice, IACS-70654 reduced the level of IL-3, a cytokine known to induce HSC and myeloid differentiation (48, 49) (Supplemental Figure 4D). These observations suggest that IACS-70654 treatment might retain the early HSPCs in an undifferentiated state, explaining the accumulation of those progenitors (Figure 4B). 

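For IACS-70654 against vehicle, edgeR's quasi-likelihood test called 298 of 10664 genes in HSCs (63 higher and 235 lower), 690 of 11720 in MPPs (259 and 431), 764 of 12091 in GMPs (324 and 440) and 758 of 12125 in MPs (376 and 382), at the thresholds given for BM neutrophils. Leaving out 1 library at a time gave 148 to 264 genes in HSCs and 383 to 682 in MPPs. Among called genes without overlap between libraries, the largest rises were Ahnak (2.36) in HSCs, Tjp1 (2.10) in MPPs, Chil3 (3.33) in GMPs and S100a8 (4.07) in MPs, and the largest falls were Pdzph1 (-3.75), Havcr2 (-3.89), Serpinb2 (-3.40) and H2-Eb1 (-5.88), as log2 changes. The fall of H2-Eb1 in MPs rests on a small group of cells led by MHC class II genes, with 24 and 12 cells in vehicle and 0 in IACS-70654 libraries. Of the genes called for vehicle against WT, 60 in HSCs and 108 in MPPs, 80.0% and 70.4% had the opposite direction under IACS-70654. Counted as in 100 simulated sets in which the IACS-70654 libraries do not differ from the vehicle libraries, the share was 79.6% in HSCs and 68.9% in MPPs, which 8 and 100 sets reached, and 80.4% in GMPs, 72.0% in MPs and 90.5% in megakaryocyte progenitors, which 0 sets reached. In the highest-CMP cluster and MEPs, with 11 and 3 genes so counted, 94 and 99 sets reached the share. In each class the simulated sets called more genes than the data did, with medians of 221 against 49 in HSCs and 327.5 against 90 in MPPs. Over all tested genes the share was 64.9% in HSCs and 64.3% in MPPs, above the simulated maxima of 62.6% and 62.5%. In the highest-CMP cluster and MEPs it was 69.1% and 65.7%, above maxima of 65.2% and 63.3%. The correlation of both changes over called genes was -0.48 in HSCs and -0.49 in MPPs, weaker than simulated medians of -0.58 and -0.62. In GMPs and MPs it was -0.49 and -0.48, stronger than -0.45 and -0.41. Over all tested genes it was -0.40 in HSCs and -0.36 in MPPs, against simulated medians of -0.35 and -0.36. The HSC class includes a cluster of 532 cells with a median of 1453.5 UMIs, and the MPP class a cluster of 865 cells led by lymphoid genes. From changes that include Prtn3 and Ms4a3, the paper proposes that IACS-70654 might lower the differentiation of HSPCs toward neutrophils. From Malat1, Txnip and the fall of IL-3, it proposes that IACS-70654 might retain early HSPCs in an undifferentiated state, which would explain their accumulation.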

Taken together, these results suggested that IACS-70654 reduced the differentiation of early HPSCs to reduce the overproduction of GMP-1 and thus neutrophils. Besides neutrophils, IACS-70654 may also elicit effects on 2208L tumor cells. Thus, we next investigated the effects of IACS-70654 in tumor cells.

### IACS-70654 induced both an IFN response and antigen presentation in tumor cells.

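Tumor cells were taken as the clusters with the highest score of epithelial marker genes, such as Krt8, Krt18 and Epcam, which gave 398 cells or 20.2% of the vehicle tumor and 816 cells or 17.2% of the IACS-70654 tumor. A cluster among these, led by Krt14 and Krt6a, had 32 cells in the IACS-70654 tumor and none in the vehicle tumor. Among 6494 genes with at least 20 CPM in either sum, the largest ratios were those of Krt6a, with 1467 UMIs under IACS-70654 and 0 with vehicle, Krt14 (5333 and 42), Ptn (970 and 6), Krt6b (415 and 1) and Krt19 (254 and 0), several of which lead this cluster. The 3 smallest were those of Sparcl1, with 17 UMIs under IACS-70654 and 693 with vehicle, Comp (7 and 193) and Igfbp2 (54 and 901).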

To investigate how IACS-70654 impacts tumor cells, we first analyzed the tumor cell cluster from scRNA-seq of 2208L tumors treated with vehicle or IACS-70654 for 7 days (Supplemental Figure 5, A and B). IACS-70654 induced the expression of MHCI components (e.g., *H2-D1*, *H2-K1*, *H2-Q4*) (Figure 5, A–C, Supplemental Table 27, and Supplemental Table 28). 

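In the sums over tumor cells, H2-D1 (ENSMUSG00000073411) had 5621 UMIs or 884.8 CPM with vehicle and 29227 UMIs or 2345 CPM with IACS-70654, a log2 ratio of 1.41 (95% interval 1.37 to 1.45). The log2 ratio of H2-K1 (ENSMUSG00000061232), from 382.8 to 917.9 CPM, was 1.26 (1.198 to 1.33), and that of H2-Q4 (ENSMUSG00000035929), from 35.73 to 96.69 CPM, 1.44 (1.23 to 1.65). H2-Q7 (ENSMUSG00000060550), B2m (ENSMUSG00000060802) and Psmb8 (ENSMUSG00000024338) had log2 ratios of 2.20, 1.12 and 1.22. All 6 MHCI genes were higher, with a median of 1.33 (1.25 to 1.37), whereas the median of all genes was 0.085. The paper chose these genes from the same libraries, so the list is not independent evidence of a shift. TMM scaling, which lowered all ratios alike, gave 1.22, and removing the 5% of cells with the highest doublet scores gave 1.58. Macrophage RNA made up an estimated 5.42% of the UMIs of tumor cells with vehicle and 5.79% with IACS-70654, from the levels of macrophage markers. These intervals cover counting error only, as there was 1 library per condition.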

Using flow cytometry, we confirmed that IACS-70654 treatment induced the protein expression of MHCI on the surface of 2208L tumor cells in vivo (Figure 5D). Higher expression of MHCI component genes such as *B2M* and *HLA-C* and the antigen processing and presentation pathway is associated with pathological complete response (pCR) after paclitaxel and pembrolizumab (ICB) treatment in TNBC patients (Figure 5E, Supplemental Figure 5D, and Supplemental Table 29) (50, 51). 

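The genes of IFN and virus response that the paper names were summed over the same tumor cells. Irf7 (ENSMUSG00000025498) had 53.83 CPM with vehicle and 195.2 CPM with IACS-70654, a log2 ratio of 1.86 (95% interval 1.70 to 2.03), Isg15 had 89.72 and 329.6 CPM, a log2 ratio of 1.88 (1.75 to 2.01), and Bst2 (ENSMUSG00000046718) had 199.3 and 561 CPM, a log2 ratio of 1.49 (1.41 to 1.58). Ifit3 had the largest ratio, 3.34 (2.86 to 3.87), from 36 and 716 UMIs, and Zbp1 (ENSMUSG00000027514) the smallest, 1.29 (1.14 to 1.45). Between them lay Ifi203 (ENSMUSG00000039997; 2.90), Ifi202b (ENSMUSG00000026535; 2.83), Ifit2 (2.76), Mndal (ENSMUSG00000090272; 2.74), Gm4951 (ENSMUSG00000073555; 2.62), Rsad2 (2.59), Ifi44 (ENSMUSG00000028037; 2.03) and Ifit1 (2.02). All 13 genes were higher, with a median log2 ratio of 2.59 (2.26 to 2.68). As for the MHCI genes, the list was chosen by the paper from the same libraries and is not independent evidence.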

Besides MHCI, IACS-70654 also induced the expression of genes associated with IFN-β– and virus-response pathways (Figure 5, A–C, Supplemental Table 27, and Supplemental Table 28). Using a cytokine/chemokine array, we detected an elevated level of IFN-β in 2208L tumors treated with IACS-70654 compared with those treated with vehicle (Figure 5E). IACS-70654 also downregulated genes involved in the regulation of inflammation and inhibition of cytokine production, such as *Cd200* and *Cebpb* that have been shown to induce immunosuppression in the TIME (52, 53) (Figure 5A, Supplemental Figure 5C, and Supplemental Table 27). These results demonstrated that IACS-70654 induced both MHCI expression and an IFN response in 2208L tumor cells, suggesting induced antigen presentation and stimulation of the immune response. Therefore, we next investigated the effects of IACS-70654 on tumor-infiltrated lymphocytes and the response of neutrophil-enriched tumors to ICB.

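Cd200 (ENSMUSG00000022661) fell from 292.5 CPM with vehicle to 140.9 CPM with IACS-70654, a log2 ratio of -1.05 (95% interval -1.15 to -0.96), and Cebpb (ENSMUSG00000056501) from 1981 to 1508 CPM, a log2 ratio of -0.39 (-0.43 to -0.36). These ratios rest on 1858 and 1756 UMIs of Cd200 and 12584 and 18795 UMIs of Cebpb in the vehicle and the IACS-70654 library.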

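The same genes behaved alike when tumor cells were thinned to an equal number per library, where the median log2 ratio was 1.32 for the MHCI genes and 2.75 for the IFN-response genes. By the rule used for TAMs, at least 3 of 4 IFN-response genes had a UMI in 1 of 386 tumor cells with vehicle, or 0.259% (95% exact binomial interval 0.00656% to 1.44%), and in 35 of 811 with IACS-70654, or 4.32% (3.02% to 5.95%). T and NK cells of the IACS-70654 library met the rule in 3 of 99 cells, or 3.03%, so this fraction is not shown to lie above theirs. Macrophage RNA made up an estimated 5.79% of the UMIs of its tumor cells. With the macrophage share taken away, Ifit2, Ifit3, Isg15 and Rsad2 kept 34.62, 51.32, 310.2 and 151.5 CPM in tumor cells with IACS-70654. With vehicle they kept 3.662, 2.719, 75.73 and 22.08 CPM. This argues against macrophage RNA as the source of the higher sums of these genes, but the fraction of cells was not recounted without it. Without thinning the fractions of tumor cells were 2.51% and 10.4%. The paper draws on the MHCI and IFN-response genes, MHCI protein by flow cytometry, IFN-β in tumors and the fall of genes such as Cd200 and Cebpb. From these together it concludes that IACS-70654 induced both MHCI expression and an IFN response in 2208L tumor cells. It proposes that antigen presentation and stimulation of the immune response were induced.

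**Figure D5:**
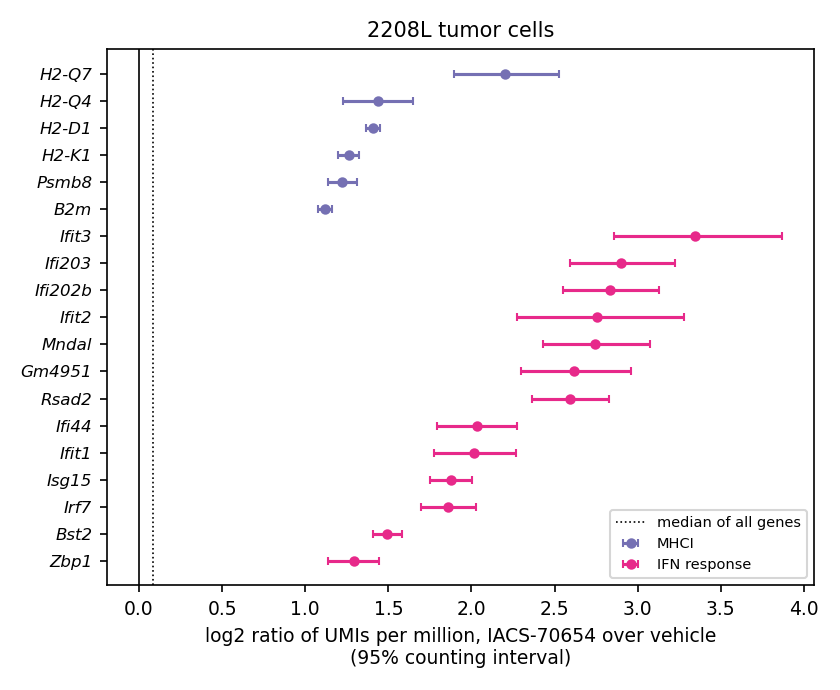
Log2 ratio of CPM in tumor cells, IACS-70654 over vehicle (x axis), of 6 MHCI genes and 13 IFN-response genes with 95% counting intervals, and the median of all genes as a dotted line. Every point lies to the right of the median of all genes at 0.085.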

### IACS-70654 activated cytotoxic T cells and improved response to ICB.

Neutrophil-enriched TNBC models such as 2208L usually have low lymphocyte infiltration and complete resistance to ICB (7). After a 7-day treatment with IACS-70654, 2208L tumors showed a significantly higher level of cytotoxic T cell (CTL, defined as CD3^+^CD8^+^) infiltration (Figure 6A). This finding was confirmed using immunostaining, and CTLs were observed in the tumor center instead of the stroma after IACS-70654 treatment (Figure 6B). To determine whether CTLs play a critical role in tumor growth inhibition by IACS-70654, 2208L tumor–bearing mice were treated with an anti-CD8 antibody 24 hours before starting IACS-70654 treatment and then throughout the experiment. Successful depletion of tumor-infiltrated CTLs was confirmed by flow cytometry (Supplemental Figure 6A). CTL depletion attenuated the effects of IACS-70654 and suggested that CTLs were important in both the immediate tumor regression and the durable inhibition of tumor growth (Figure 6C). Moreover, in 2208L tumors, IACS-70654 induced higher levels of CXCL10, a chemokine contributing to CTL recruitment and associated with better efficacy of ICB (Figure 6D) (54). IACS-70654 did not increase programmed cell death protein 1^+^ (PD-1^+^) CTLs, but increased PD-1^+^ regulatory T cells (Tregs, defined as CD4^+^FoxP3^+^), implying a potential benefit of combining IACS-70654 with anti–PD-1 (Figure 6E and Supplemental Figure 6B). Thus, we tested the efficacy of IACS-70654 in combination with docetaxel (DTX) and anti–PD-1, which partially mimics the current standard-of-care therapy for TNBC (Figure 6F). DTX is known to cause adverse effects in breast cancer patients, and lowering the dose is commonly used to mitigate adverse effects (55, 56). Therefore, in this study, DTX was administered at 10 mg/kg, which is half of the clinically relevant dose. The combination treatment was well tolerated and showed no signs of toxicity (Supplemental Figure 6C). DTX in combination with anti–PD-1 failed to inhibit tumor growth, and all tumors treated with vehicle or DTX in combination with anti–PD-1 reached the ethical endpoint within 25 days (Figure 6G and Supplemental Figure 6D). IACS-70654 in combination with DTX and anti–PD-1, similarly to IACS-70654 alone, durably inhibited the tumor growth (Supplemental Figure 6D). To determine whether the combination treatment has durable long-term effects on the response of 2208L tumors to anti–PD-1, we stopped IACS-70654 and DTX treatment on day 27, continuing only anti–PD-1 treatment (Figure 6G). Compared with IACS-70654 alone, IACS-70654 in combination with DTX and anti–PD-1 significantly delayed the regrowth of 2208L tumors (Figure 6G). Furthermore, immunostaining of the tumors at the endpoint revealed that TANs again accumulated in the tumors treated with IACS-70654, indicating immunosuppression (Figure 6H). However, tumors treated with IACS-70654 in combination with DTX and anti–PD-1 were infiltrated with significantly fewer TANs, which might explain the delayed recurrence (Figure 6H). In summary, IACS-70654 inhibited the growth of 2208L tumors in a CTL-dependent manner and can potentially improve the response of neutrophil-enriched TNBC to standard-of-care therapies. Although we demonstrated the efficacy of IACS-70654 treatment in primary tumors of neutrophil-enriched TNBC models, the clinically unmet need is to treat metastasis. Accordingly, we next investigated the effects of IACS-70654 in the metastatic setting.

### IACS-70654 inhibited the growth of established lung metastases.

From the scRNA-seq analyses of 2208L tumor cells, we observed that IACS-70654 downregulated the expression of genes associated with migration and negative regulation of cell adhesion pathways (Supplemental Figure 5C and Supplemental Table 28). More importantly, many of the downregulated genes (*Fn1*, *Hspb1*, *Postn*, *Mia*, *Fgfr1*, *Serpine2*) have been associated with tumor metastasis (57–62) (Figure 7A, Supplemental Figure 7A, and Supplemental Table 27). 

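In the sums over tumor cells, Fn1 (ENSMUSG00000026193) fell from 424.1 CPM with vehicle to 179 CPM with IACS-70654, a log2 ratio of -1.24 (95% interval -1.33 to -1.16), and Postn (ENSMUSG00000027750) from 179.6 to 36.75 CPM, a log2 ratio of -2.29 (-2.45 to -2.13). The log2 ratio was -2.20 for Mia (ENSMUSG00000089661), -1.19 for Serpine2 (ENSMUSG00000026249), -0.97 for Hspb1 (ENSMUSG00000004951) and -0.75 for Fgfr1 (ENSMUSG00000031565), and no interval of the 6 genes included 0. Their median was -1.22 (-1.27 to -1.17), below all 10000 random lists of genes with similar expression. The median was -1.085 without the upper limit on genes per cell and -1.353 without the 5% of cells with the highest doublet score, the 2 alternatives that moved it most. The paper chose these genes from the same libraries, so the list is not independent evidence of a shift. Pathways of migration and adhesion were not analysed here.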

We also observed a reduction in fibroblast growth factor receptor 1 (FGFR1) protein expression in 2208L primary tumors treated with IACS-70654 (Supplemental Figure 7B). Next, we used an experimental metastasis model to test the effects of IACS-70654 on established lung metastases. To generate lung metastases, 100,000 cells dissociated from a 2208L tumor were injected into the tail vein of each WT BALB/c mouse (Figure 7B). Because IACS-70654 was found to affect the immune response, tumor cells were not labeled, since fluorescent reporters may introduce neoantigens (63). We collected the lungs from 2 mice before starting treatment to ensure the successful establishment of lung metastases. The mice were randomized and treated with vehicle or IACS-70654 for 23 days until most vehicle-treated mice reached the ethical endpoint (Figure 7B). We observed that the lung metastatic burden of IACS-70654–treated mice decreased compared with vehicle-treated mice (Figure 7C). The metastatic burden was quantified by counting the metastases using serial sectioning and a size-based scoring system to calculate a metastasis score for each lung section (Figure 7D). The metastasis score of IACS-70654–treated mice was significantly lower than that of vehicle-treated mice (Figure 7D). In the plasma of 2208L lung metastasis–bearing mice, we observed an abnormal upregulation of CCL19, which has been associated with breast cancer metastasis, and the expression level decreased with IACS-70654 treatment (64) (Supplemental Figure 7C). Moreover, neutrophils have been shown to promote metastasis, and 2208L retained its neutrophil-enriched signature in the lung (3) (Figure 7E). IACS-70654 reduced the number of infiltrated neutrophils in 2208L lung metastases (Figure 7E). IACS-70654 also reduced Ly6G expression in the circulating neutrophils of 2208L lung metastasis–bearing mice (Supplemental Figure 7D). Thus, since IACS-70654 inhibited established lung metastasis in these preclinical models, it may potentially provide a therapeutic alternative for the treatment of metastatic neutrophil-enriched TNBC.

## Discussion

This study investigated the effects of CBP/P300 BRD inhibition on 4 syngeneic preclinical models of TNBC using IACS-70654, a selective inhibitor of CBP/P300 BRD. It demonstrated that IACS-70654 inhibited the growth of neutrophil-enriched TNBC models in part by reducing immunosuppressive TANs and activating immune responses.

CBP/P300 BRD inhibition has been reported to reprogram cancer cells to reduce proliferation and treatment resistance in many cancer types, but most studies and clinical trials have focused on blood cancers and prostate cancer (21, 22, 65, 66). For TNBC, CBP/P300 BRD inhibition has been shown to reduce the growth of patient-derived androgen receptor–positive TNBC xenografts and MDA-MB-231 xenografts (23, 67). In contrast, our study reports the effects of CBP/P300 BRD inhibition in syngeneic TNBC models, which are immunocompetent. We confirmed that CBP/P300 BRD inhibition can suppress tumor proliferation in several neutrophil-enriched TNBC models, and our findings suggested that high TAN frequency might predict a better response of TNBC to CBP/P300 BRD inhibitors.

Investigation of the TIME after CBP/P300 BRD inhibition revealed a substantial reduction of TANs in most models tested regardless of TAN frequencies. TANs in neutrophil-enriched models were shown to be immunosuppressive, suggesting that the growth of neutrophil-enriched models might be inhibited after TAN reduction (7). Using a recently published MDSC signature, we confirmed previous findings and showed that IACS-70654 CBP/P300 BRD inhibition reduced PMN-MDSCs (5). The effects of CBP/P300 BRD inhibition on PMN-MDSCs and mMDSCs of TNBC have been studied previously using an MDA-MB-231 xenograft model in immunocompromised hosts, and our observations are in general consistent with what was previously reported (23). However, MDA-MB-231 is a mesenchymal TNBC model highly infiltrated by TAMs, but not TANs, and the macrophage-enriched mesenchymal T12 tumors did not respond significantly to CBP/P300 BRD inhibition (23). This difference may be explained by the nature of a human tumor xenograft model. Since all the stromal cells, including TAMs, are of murine origin, they might lead to weaker support for tumor growth and possibly a less immunosuppressive TIME (68). Moreover, CBP/P300 BRD inhibition certainly does not affect only TANs. In agreement with the previous study, we also observed reduced mMDSCs by CBP/P300 BRD inhibition (23). In addition, we observed an increase in the fraction of a TAM subtype expressing an IFN response signature, which might contribute to immune stimulation and tumor inhibition. Therefore, those changes might be sufficient to reduce tumor growth significantly in a macrophage-enriched xenograft model, but not in a syngeneic model. Overall, our study suggested that CBP/P300 BRD inhibition reduces immunosuppression primarily by reducing TANs, and therefore neutrophil-enriched TNBC may be more sensitive to CBP/P300 BRD inhibition. Furthermore, we have previously observed that several macrophage-enriched TNBC models initially responded to ICB, but rapidly recurred concomitantly with the appearance of immunosuppressive TANs (5). In several of these models, there appears to be a yin yang relationship between immunosuppressive TAMs and TANs. This may provide an escape mechanism for TNBC treated with ICB and suggests that targeting TANs by CBP/P300 BRD inhibition may provide an important therapeutic option.

Previous studies have reported that BM is the primary site responsible for abnormal neutrophil production induced by neutrophil-enriched tumors (4, 8). BM neutrophils from 2208L and PyMT-N tumor–bearing mice were shown previously to suppress T cell activation, and we further confirmed that mature BM neutrophils can have high expression of the MDSC signature (7, 8). CBP/P300 BRD inhibition has been shown to reprogram acute myeloid leukemia and myeloma cells in BM (21). Abnormal proliferation is a shared characteristic between hematological malignancies and neutrophil overproduction caused by neutrophil-enriched TNBC. In this study, we confirmed the overproduction of neutrophils in BM of 2208L tumor–bearing mice and showed that CBP/P300 BRD inhibition reduced the proliferation of neutrophil precursors. CBP/P300 BRD inhibition also reduced the immunosuppressive phenotype in mature neutrophils and increased the number of IFN+ Neu, which are associated with pCR to the standard-of-care therapies in TNBC patients (33). The current study also suggested that CBP/P300 BRD inhibition may disrupt the migration and recruitment of neutrophils. Then, we investigated the early progenitors and determined that the presence of 2208L tumors increased both HSCs and GMP-1, the GMP population shown to differentiate toward neutrophils. HSPCs in tumor-bearing mice also upregulated the gene signature that was shown to predict the differentiation of HSPCs toward neutrophils, suggesting abnormal myelopoiesis (43). These findings agreed with both flow cytometry and scRNA-seq results from our recent study, which demonstrated that the genes associated with the differentiation and proliferation of myeloid progenitors were upregulated, while those associated with the inhibition of myeloid differentiation were downregulated in multiple neutrophil-enriched models, including 2208L and PyMT-N models (9). In the present study, we found that CBP/P300 BRD inhibition reduced GMP-1 and reversed the changes in gene expression induced by the neutrophil-enriched tumor (43). The results also suggested that CBP/P300 BRD inhibition downregulated the differentiation of early progenitors, including CMPs, MPPs, and possibly HSCs, trapping the progenitor cells in an undifferentiated state and leading to reduced GMP-1. Taken together, these results indicate that CBP/P300 BRD inhibition reprogrammed the differentiation and inhibited the proliferation of neutrophil progenitors in BM to reduce neutrophil overproduction. These findings again emphasize the potential therapeutic benefits of CBP/P300 BRD inhibitors on neutrophil-enriched TNBC.

Besides TAN reduction, CBP/P300 BRD inhibition was demonstrated to stimulate the immune response. MHCI expression is downregulated in many cancer types to promote immune evasion, and low MHCI expression has been associated with poor response to ICB (50, 51, 69, 70). MHCI expression can be silenced epigenetically, and thus epigenetic inhibitors have been suggested as one potential treatment that might restore MHCI expression (69). CBP/P300 BRD inhibition induced MHCI expression in 2208L tumor cells in vivo, suggesting that CBP/P300 BRD might be involved in MHCI silencing. Moreover, an induced IFN response and elevated IFN-β expression were observed with CBP/P300 BRD inhibition in vivo. The IFN response and antigen presentation in tumor cells both correlate with a better CTL response and high levels of tumor-infiltrated lymphocytes that have been associated with better prognosis and treatment response in TNBC (71–73). CBP/P300 BRD inhibitors were reported previously to reduce differentiation and an immunosuppressive phenotype of Tregs in follicular lymphoma (74, 75). However, there is limited information about their effects on CTLs. One study suggested that CBP/P300 BRD inhibition may lead to a more activated phenotype in CTLs, but did not report an increase in CTL frequency in the CT26 tumors, a colon cancer and “hot tumor” model known to have high lymphocyte infiltration and respond to ICB (76). In contrast, neutrophil-enriched TNBC models are considered “cold tumors,” inferring minimal lymphocyte infiltration and complete resistance to ICB (7, 77). In this study, we report that CBP/P300 BRD inhibition increased infiltrated CTLs in a “cold tumor” model and demonstrated that CTLs played a significant role in tumor regression and persistent growth inhibition induced by the CBP/P300 BRD inhibitor. These results imply that CBP/P300 BRD inhibition has the potential to reprogram “cold tumors” to “hot tumors.”

Importantly, this study also tested the effects of the CBP/P300 BRD inhibitor in combination with chemotherapy and ICB. DTX was selected because it was shown previously to stimulate immune response in both TNBC mouse models and patients (78, 79). Taxanes and anti–PD-1 are a part of the standard-of-care regimen for early TNBC patients. In the current study, 2208L tumors exhibited a minimal response to DTX and anti–PD-1, but the addition of the CBP/P300 BRD inhibitor led to durable inhibition of tumor growth. Moreover, after 27 days of the treatment, we discontinued the CBP/P300 BRD inhibitor and DTX while continuing only anti–PD-1. The tumors in the combination treatment group displayed reduced tumor regrowth as compared with the single-agent-treated group. TANs returned to the tumors treated with the single agent, but reduced TANs were still observed in the end-stage tumors from the combination treatment group. CTLs activated by anti–PD-1 treatment were previously reported to induce apoptosis and inhibit the activity of MDSCs (80). Thus, we speculate that the combination treatment might lead to a more persistent reduction in immunosuppression and thus stronger T cell activation. These results suggest that the addition of a CBP/P300 BRD inhibitor may help improve the response of neutrophil-enriched TNBC to standard-of-care therapies and result in a durable immune response.

Lastly, we investigated the effects of CBP/P300 BRD inhibition on lung metastases since metastasis is the cause of mortality for the majority of TNBC patients (81). In primary tumors, CBP/P300 BRD inhibition was found to reduce the RNA expression of multiple genes associated with metastasis, implying that CBP/P300 BRD might play a role in metastasis. The 2208L model readily metastasizes to the lung, but always exhibits aggressive local dissemination and invasion, and therefore we could never fully resect the primary tumors to study spontaneous metastases. Accordingly, in this study, we used an experimental metastasis model to investigate the effects of CBP/P300 BRD inhibition on established lung metastases. CBP/P300 BRD inhibition significantly reduced the metastatic outgrowth of the 2208L model in the lung. Previous studies reported that neutrophils can support metastatic progression by inducing metastatic tumor cell proliferation and promoting angiogenesis (82). CBP/P300 BRD inhibition was found to decrease infiltrated neutrophils in 2208L lung metastases. Thus, CBP/P300 BRD inhibitors may also be effective in treating metastases of neutrophil-enriched TNBC.

We are aware that our study has several limitations. All the models used in this study were transplantable syngeneic mouse models, and therefore surgeries were required to implant the tumors. These surgeries might trigger local inflammation and thus transiently affect the TIME or the immune response systemically. Moreover, these models have relatively short latencies and rapid tumor growth, making it difficult to assess treatment effects during earlier stages of tumor progression and T cell responses, which may require long-term treatment studies. Ideally, spontaneous autochthonous models could be used, but their long latency and variability preclude their use for treatment studies that require large and matched cohorts of control and treatment groups. Differences between the mouse and human immune systems might also affect the TIME. Since the response to CBP/P300 BRD inhibition is T cell dependent, immunocompromised PDX models currently available are not suitable for these studies. To ensure that the responses observed were not dependent on the mouse strain, we selected models derived from both BALB/c and C57BL/6J backgrounds. Another limitation of the present study is that scRNA-seq does not infer changes in chromatin accessibility induced by CBP/P300 BRD inhibition. While single-cell ATAC sequencing coupled with scRNA-seq will provide more information such as changes in motif accessibility, due to the possibility of extracellular trap formation, neutrophils are routinely removed during sample preparation for single-cell ATAC sequencing.

In summary, this study suggests that CBP/P300 BRD inhibitors might provide therapeutic benefits to neutrophil-enriched TNBC by reducing immunosuppression and stimulating an antitumor immune response. With IACS-70654, a selective CBP/P300 BRD inhibitor, we determined that CBP/P300 BRD inhibition reduced the growth of neutrophil-enriched TNBC models. CBP/P300 BRD inhibition reduced TANs by reprogramming abnormal proliferation and differentiation of neutrophil progenitors in BM. CBP/P300 BRD inhibition also promoted the IFN response, induced MHCI expression in tumor cells, and increased infiltrated CTLs. These results also indicated that the CBP/P300 BRD inhibitor may improve the response of neutrophil-enriched TNBC to chemotherapy and ICB, and the combination treatment might elicit a more durable immune stimulation. While these preclinical studies will need to be validated in patients, they provide a rationale for future clinical trials in neutrophil-enriched cancers.

## Methods

### Sex as a biological variable

Our study exclusively examined female mice because TNBC is rare in men. Our study modeled TNBC in women only.

### Animal studies

All female WT BALB/c mice were purchased from Inotiv, and all female WT C57BL/6J mice were purchased from The Jackson Laboratory. All animals were housed in the Transgenic Mouse Facility at Baylor College of Medicine (BCM) with a 12-hour day/12-hour night cycle in climate-controlled conditions. All ethical regulations were complied with for all animal studies. The ethical endpoint for primary mammary tumor study is tumor size greater than 1500 mm^3^. The ethical endpoint for lung metastasis studies is a more than 20% decrease in body weight or a significant decrease in body condition.

#### Mammary tumor transplantation.

The generation of the *Trp53*-null tumor models has been described in previous publications (83, 84). All *Trp53*-null mammary tumor models were kept frozen as an established tumor bank. Before transplantation, frozen tumor pieces were thawed and cut into 1-mm chunks. Tumor transplantation was performed with 7- to 8-week-old WT BALB/c mice. One tumor chunk was implanted into the fourth mammary fat pad of each mouse. PyMT-N tumors were originally provided by Yang Gao from BCM. The frozen PyMT-N tumor pieces were first recovered and transplanted to the fourth mammary fat pad of a 7- to 8-week-old WT C57BL/6J mouse. When the tumor reached approximately 1 cm in diameter, it was harvested to obtain a freshly dissociated single-cell suspension, as described previously (85). Tumors were digested with 1 mg/mL collagenase type I (Sigma-Aldrich, 11088793001) and 1 μg/mL DNase (Sigma-Aldrich, 11284932001) for 2 hours at 37°C on a shaker. Short centrifugations were performed to enrich tumor cells. Then the pellets were trypsinized, counted, and filtered. PyMT-N tumor cells (250,000) were injected into the mammary fat pad of each mouse. For all studies, tumor growth was monitored by measuring the tumor volume using a digital caliper. All treatment studies started when the average tumor volume was more than 80 mm^3^. The mice were randomized into treatment groups by weight and tumor volume using RandoMice (86). Then, the weight and tumor volume measurements were performed 3 times a week.

#### Experimental lung metastasis model using tail vein injection.

To prepare for the tail vein injection, a 2208L tumor chunk was first implanted into the fourth mammary fat pad of a 7- to 8-week-old WT BALB/c mouse. When the tumor reached approximately 1 cm in diameter, the tumor was harvested and processed into a single-cell suspension, as described above. Lung metastases were generated via tail vein injection of 100,000 cells into each 6- 8-week-old female BALB/c mouse. Two mice were euthanized to collect the lung to ensure a successful generation of lung metastases before starting the treatment studies.

#### Treatment.

IACS-70654 was suspended in sterile 0.5% methylcellulose (Sigma-Aldrich, M0430) and administered orally at a dosage of 3.75 mg/kg on a 3-on/2-off schedule. The control group was given the same volume of 0.5% methylcellulose. For labeling proliferative cells, mice were injected i.p. with 60 mg/kg BrdU (Sigma-Aldrich, B-5002) 2 hours before euthanasia. Docetaxel (DTX) (LC Laboratories, D-1000) was dissolved in Tween 80 first and then diluted 1:4 with 16.25% ethanol. DTX was administered i.p. at 10 mg/kg weekly. RecombiMAb anti-mouse PD-1 (BioXCell, CP151) and RecombiMAb mouse IgG2a isotype (BioXCell, CP150) were administered i.p. at 200 μg per mouse every 3 days. InVivoMAb anti–mouse CD8α (BioXCell, BE0061) and InVivoMAb rat IgG2b isotype control (BioXCell, BE0090) were administered i.p. at 250 μg and 200 μg per mouse, respectively, every 4 days. All in vivo antibodies were diluted with InVivoPure pH 7.0 Dilution Buffer (BioXCell, IP0070). Mice were monitored for signs of toxicity at least 3 times per week.

### Flow cytometry

#### Tumor-infiltrated immune cells.

Tumors were processed and digested with collagenase as previously above. To enrich immune cells, the supernatants were collected after the short centrifugations. The supernatants were resuspended in RBC lysis buffer (BioLegend, 420301). The enriched cells were filtered, counted, and resuspended to 10 million cells/mL in FACS buffer (PBS + 2% FBS). Cells (1.0 × 10^6^) were first stained with Live/Dead Fixable Yellow (Thermo Fisher Scientific, L34968; 1:800). The cells were then blocked with anti–mouse CD16/CD32 antibody (BioLegend, 101320). Then, the cells were stained with antibodies for cell surface markers from each panel. For intracellular staining, the cells were fixed and permeabilized using the FOXP3/Transcription Factor Staining Buffer Set (Thermo Fisher Scientific, 00-5523-00). The cells were then blocked with 2% rat serum (Sigma-Aldrich, R9759) and 2% goat serum (Sigma-Aldrich, G9023) in the permeabilization buffer from the buffer set. The cells were then stained with antibodies for intracellular markers from each panel.

#### Blood and BM myeloid cells.

For PBMCs, blood was collected retro-orbitally, and 30 μL of blood from each mouse was incubated in RBC lysis buffer for 30 minutes. For BM, the mice were injected i.p. with 60 mg/kg BrdU 24 hours before euthanasia. Then, BM cells were extracted from 1 femur bone of each mouse. The cells were incubated in RBC lysis buffer for 2 minutes and filtered. BM cells were stained with Live/Dead Fixable Yellow at 1:800 dilution and blocked with anti–mouse CD16/CD32 antibody. The cells were next incubated with antibodies. Then, PBMCs were washed and stained with NucBlue Live ReadyProbes Reagent (Thermo Fisher Scientific, R37605) in PBS for data acquisition. BM cells were fixed and permeabilized using the FOXP3/Transcription Factor Staining Buffer Set overnight. On the next day, BM cells were washed with permeabilization buffer and incubated in 0.3 mg/mL DNase I at 37°C for 1 hour. Then, BM cells were stained with BrdU PE (BioLegend, 339812; 1:100) for 30 minutes.

After staining, all cells were resuspended in PBS for acquisition on the Attune NxT flow cytometer at the BCM FACS and Cell Sorting core. The collected data were compensated and analyzed using FlowJo v10 software (FlowJo, RRID: SCR_008520). Detailed information about the antibodies used for each flow cytometry panel is provided in Supplemental Table 30.

### Histology

Primary tumor and lung tissues were fixed in 4% paraformaldehyde overnight. The fixed tissues were embedded in paraffin and sectioned at 5 μm at the Breast Center Pathology Core at BCM. Serial sectioning of lung metastases was performed by collecting 4–6 5-μm sections every 150 μm.

#### IHC staining.

The tissue sections were first deparaffinized and rehydrated. Antigen retrieval was performed by immersing tissue sections in Tris-EDTA antigen retrieval buffer (10 mM Tris, 1 mM EDTA, 0.05% Tween 20, pH 9.0) on a steamer for 30 minutes. Endogenous peroxidases were blocked by immersing tissue sections in 3% hydrogen peroxide (Thermo Fisher Scientific, H323-500; diluted 1:10 in PBS) for 10 minutes. The sections were then incubated for 1 hour in the IHC blocking buffer containing 3% BSA (Sigma-Aldrich, A7906) and 5% goat serum (Sigma-Aldrich, G9023) in PBS. Next, tissue sections were incubated with primary antibodies at 4°C overnight. The primary antibodies used include anti-S100A8 (R&D Systems, MAB3059; 1:5000), anti-F4/80 (Cell Signaling Technology, 70076S; 1:500), anti-BrdU (Abcam, ab6326; 1:1000) and anti-CD8α (Cell Signaling Technology, 98941S; 1:500). The sections were then incubated in biotin-conjugated anti-rat (Vector Laboratories, PI-9400-1) or anti-rabbit (Vector Laboratories, PI-1000-1) secondary antibodies at 1:1000 dilution for 1 hour at room temperature. Next, sections were incubated with VECTASTAIN Elite ABC HRP Reagent (Vector Laboratories, PK7100) for 30 minutes and treated with ImmPACT DAB peroxidase substrate (Vector Laboratories, sk-4105) until optimal signals were observed. The slides were counterstained with Harris Hematoxylin with Glacial Acetic Acid (Poly Scientific, S212A).

#### H&E staining.

After deparaffinization and rehydration, the slides were stained with Harris Hematoxylin with Glacial Acetic Acid and Eosin Phloxine Alcoholic Working Solution (Poly Scientific, S176).

#### Imaging and quantification.

The slides are dehydrated and mounted in Poly-Mount Xylene (Poly Scientific, 24176–120). Images of all slides were acquired using the Olympus BX40 light microscope and MPX-5C pro low-light camera at ×20 magnification or with Aperio ImageScope (Leica Biosystems). Quantification was performed by Fiji (87).

### scRNA-seq

#### Single-cell suspension preparation.

For all scRNA-seq experiments, each sample consisted of cells pooled from 3 mice. Mice were euthanized 24 hours after the last treatment. Tumors were processed and digested as described above. Dissociated cells were stained with Ghost Dye UV 450 (Tonbo Biosciences, 13-0868) for 10 minutes on ice and sorted by FACS to select viable cells. BM cells were harvested from the tibia and femur bones using FACS buffer and then passed through a 70-μm strainer. Following centrifugation, the cells were resuspended in red blood cell lysis buffer (Tonbo Biosciences, TNB-4300-L100). Total BM cells were stained with CD45 APC (Tonbo Biosciences, 20-0451-U100), Ter119 PE (BioLegend,116207), and DAPI (Invitrogen, R37606) at 4°C for 15 minutes, followed by FACS of BM DAPI^–^CD45^+^Ter119^–^ cells. To isolate BM HSPCs, total BM cells were processed as above and then stained with anti-mouse biotinylated lineage antibodies (CD11b/Gr-1/B220/Ter119/CD3e) (BD Bioscience, 559971), followed by staining with Streptavidin APC (Tonbo Biosciences, 20-4317), CD45 VF450 (Tonbo Biosciences, 75-0451), c-Kit PE/Cy7 (Tonbo Biosciences, 60-1172), and DAPI. The DAPI^–^CD45^+^Lin^–^c-Kit^+^ (HSPCs) were then sorted by FACS for analysis. The single-cell suspensions from tumor or BM were then tagged with CellPlex barcoding oligo (10× Genomics, 1000261), and immediately delivered to the Single Cell Genomics Core at BCM for scRNA-seq library preparation.

#### Library preparation and sequencing.

The single-cell gene expression library was prepared according to the Chromium Single Cell Gene Expression 3′ v3.1 kit along with the feature barcoding kit (10× Genomics, 1000262). After passing quality control, the next-generation sequencing of libraries was performed on NovaSeq 6000 (Illumina).

#### Preprocessing of scRNA-seq datasets.

Upon receiving the raw sequencing data, we prepared the CellRanger multi (v7.2.0) pipeline to conduct alignment, read counts, and sample demultiplexing. For the tumor dataset, we adjusted the barcode assignment confidence to 0.8 to include more cells for downstream analysis. Downstream analyses of scRNA-seq were performed using the Seurat (v4.4.0) package in R (R version 4.3.1; https://github.com/satijalab/seurat). For quality control, cells with more than 200 and less than 6000 read counts were kept. Cells with more than 1000 UMI counts and greater than 10% mitochondrial ratio were removed. Datasets were downsampled to the lowest cell number in the group and normalized. The samples were integrated using the IntegrateData function.

#### Clustering and cluster annotation.

The integrated data were used to perform principal component analysis. Then, the first 30 principal components identified were used for uniform manifold approximation and projection (UMAP) analysis. The clusters were annotated using SingleR Immgen (https://github.com/SingleR-inc/celldex) and then verified manually. The macrophage and monocyte populations were isolated and re-clustered at a resolution of 0.4. The CD45^+^ BM cells were clustered first annotated using SingleR Immgen. The neutrophils were isolated and re-clustered at a resolution of 0.8. Clusters of neutrophils were annotated manually based on published markers (26, 30, 31). For HSPCs, all cells were clustered, and non-HSPC clusters were excluded based on published markers (9). The HSPCs were re-clustered at a resolution of 1 and re-annotated using published markers (9). All pseudotime plots were generated using Monocle 3 (https://github.com/cole-trapnell-lab/monocle3). The cell cycle scoring was performed using the CellCycleScoring function in Seurat. The gene signature expression scoring was performed using the AddModuleScore_Ucell function from the UCell package (https://github.com/carmonalab/UCell). The IFN neutrophil (33) and neutrophil differentiation signatures (43) were retrieved from published studies.

#### Differentially expressed genes.

Differentially expressed genes were identified with FindMarkers function from Seurat using the MAST test between 2 groups. The volcano plot was generated using the EnhancedVolcano package. The clusterProfiler package was used for GO pathway enrichment analyses.

### Clinical data analysis

The original data were from the I-SPY2 trial (50), and the processed data from paclitaxel and pembrolizumab-treated patients were retrieved from ClinicalOmicsDB (51). The violin plots of individual gene expressions were generated in R. The statistics and the plot of KEGG pathway expression were generated at ClinicalOmicsDB.

### Cytokine profiling

Snap-frozen tumor chunks were homogenized with T-PER Tissue Protein Extraction Reagent (Thermo Fisher Scientific, 78510) containing cOmplete, EDTA-free Protease Inhibitor Cocktail with zirconium beads in BeadBlaster 24 Microtube Homogenizer. Protein concentrations were measured with the BCA Protein Assay Kit, and homogenates were diluted to 1.8 μg/μL. Plasma samples were diluted 2-fold with PBS. All samples were assayed using Mouse Cytokine/Chemokine 44-Plex Discovery Assay Array (MD44) at Eve Technologies Corp.

### Statistics

For comparison between the 2 groups, an unpaired, 2-tailed Student’s *t* test was used. For comparison among 3 or more groups and pairwise comparisons, ordinary 1-way ANOVA and Tukey’s multiple-comparison test were used. Two-way ANOVA and Šidák’s multiple-comparison test were used for analyzing tumor volume changes, log(fold changes) of tumor volume, or body weight changes over time. For Kaplan-Meier curves, the log-rank test was performed, and for multiple comparisons, Bonferroni’s method was used to adjust the *P* value. A *P* value of less than 0.05 was considered significant. All statistical analyses mentioned above were performed with GraphPad Prism 9. For scRNA-seq, statistical analyses were performed in R. Log_2_(fold change) greater than 0.5 or less than –0.05, and an adjusted *P* value of less than 0.01 was considered significant in differential gene expression analyses. An adjusted *P* value of less than 0.05 was considered significant in GO pathway enrichment analyses. For the clinical data, an absolute value of meta *P* of less than 0.05 was considered significant.

### Study approval

The animal experiments were performed at BCM following a protocol (AN-504) approved by the IACUC.

### Data availability

All scRNA-seq data have been submitted to the NCBI GEO database and are publicly available (GSE264627). All data points shown in graphs are provided in the Supporting Data Values file. All data and experimental information from this study are in the article or the supplemental material and available from the corresponding author upon request.

## Author contributions

XY designed research studies, conducted experiments, acquired data, analyzed data, and wrote the manuscript. XH and HLC designed and conducted scRNA-seq experiments. NZ, DAP, AJS, SJC, and NL conducted experiments and acquired data. FL processed scRNA-seq data. KL, MJS, and PJ provided IACS-70654 and its pharmacological characterization. XHFZ provided resources for scRNA-seq experiments. JMR designed and supervised the research study and edited the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental tables 3-12

Supplemental tables 13-20

Supplemental tables 21-28

Supplemental table 29

Supplemental table 30

Supporting data values

## Figures and Tables

**Figure 1:**
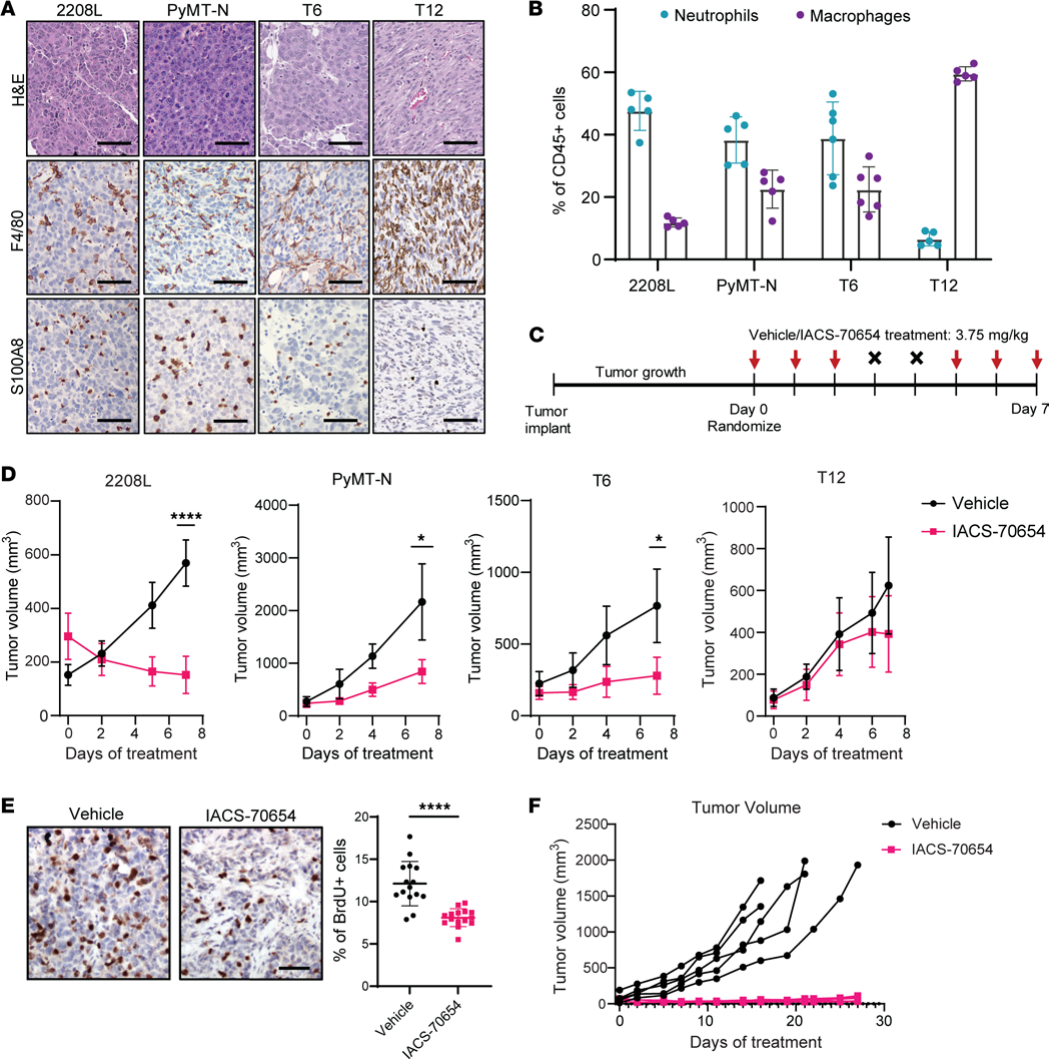
IACS-70654 suppressed the growth of neutrophil-enriched preclinical mouse models of TNBC. (**A**) Representative images of H&E and immunostaining of all TNBC preclinical mouse models used. F4/80 is a macrophage marker, and S100A8 is a neutrophil marker. Scale bars: 50 μm. (**B**) Flow cytometry analysis of TANs and TAMs in all TNBC preclinical mouse models used (T6, *n* = 6; all other models, *n* = 5). (**C**) The treatment scheme of IACS-70654 in a 7-day experiment. When the average tumor volume reached 80–250 mm^3^, the mice were randomized to initiate treatment. Vehicle or IACS-70654 at 3.75 mg/kg was administered orally on a 3-on/2-off schedule. On day 7, mice were euthanized 2 hours after receiving the last treatment. (**D**) Tumor growth curves of all TNBC models treated with IACS-70654 for 7 days (2208L, *n* = 6; all other models, *n* = 5). Two-way ANOVA and Šidák’s multiple-comparison test were used. (**E**) Left: Representative images of immunostaining of BrdU in 2208L tumor sections treated with vehicle or IACS-70654 for 7 days. Scale bar: 50 μm. Right: Quantification of BrdU staining (*n* = 15). A 2-tailed, unpaired Student’s *t* test was used. For **B**, **D**, and **E**, data are presented as mean ± SD. *P < 0.05; ****P < 0.0001. The experiments were conducted 3 times for 2208L and twice for other models. Data from 1 representative experiment are shown. (**F**) Tumor growth curves (from 1 representative experiment) of 2208L tumors treated with IACS-70654 for 27 days. The experiment was conducted twice.

**Figure 2:**
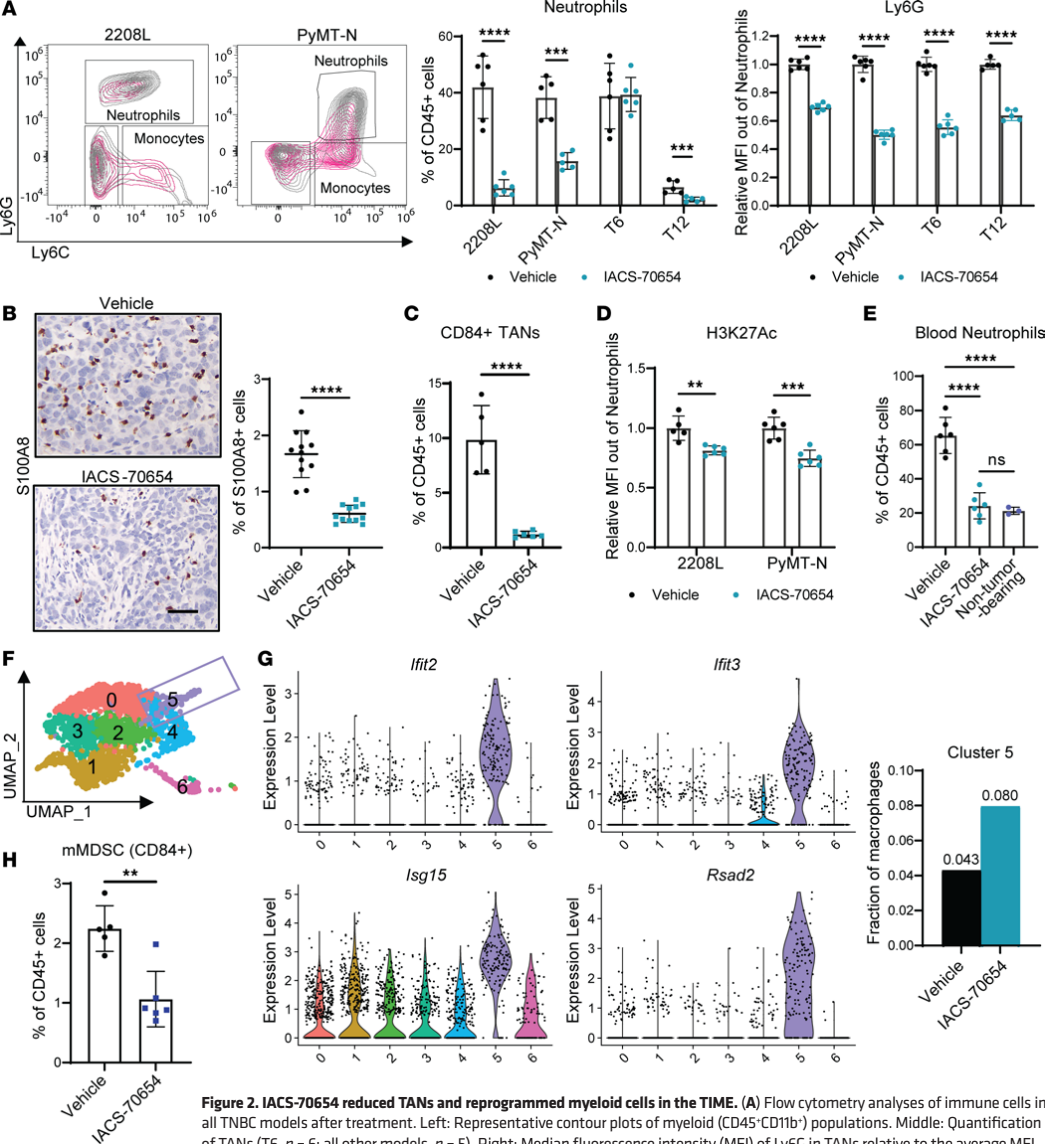
IACS-70654 reduced TANs and reprogrammed myeloid cells in the TIME. (**A**) Flow cytometry analyses of immune cells in all TNBC models after treatment. Left: Representative contour plots of myeloid (CD45^+^CD11b^+^) populations. Middle: Quantification of TANs (T6, *n* = 6; all other models, *n* = 5). Right: Median fluorescence intensity (MFI) of Ly6G in TANs relative to the average MFI of the vehicle-treated group (T6 and PyMT-N, *n* = 6; 2208L and T12, *n* = 5). (**B**) Left: Representative images of S100A8 immunostaining on 2208L tumor sections. Scale bar: 50 μm. Right: Quantification of S100A8 staining (*n* = 12). For **A** and **B**, experiments were conducted 3 times for 2208L and twice for other models. Data from 1 representative experiment are shown. (**C**) Flow cytometry analysis of CD84^+^ TANs in 2208L tumors after treatment (*n* = 5). (**D**) MFI of H3K27ac in TANs relative to the average MFI of the vehicle-treated group in 2208L and PyMT-N tumors after treatment (2208L, *n* = 5; PyMT-N, *n* = 6). (**E**) Flow cytometry analyses of blood neutrophils in 2208L tumor–bearing mice after treatment and non–tumor-bearing BALB/c mice. Ordinary 1-way ANOVA and Tukey’s multiple-comparison test were used (2208L tumor–bearing mice, *n* = 5; non–tumor-bearing mice, *n* = 3). (**F**) UMAP plot of TAM population (monocytes included). (**G**) Left: Violin plot showing the expression of representative IFN-associated genes across TAM clusters. Right: Fraction of Cluster 5 in TAMs. The fraction values are labeled. (**H**) Flow cytometry analysis of tumor-associated mMDSCs (Ly6G^–^Ly6C^+^CD84^+^) in 2208L tumors after treatment (vehicle, *n* = 5; IACS-70654, *n* = 6). For **A**–**D** and **H**, a 2-tailed, unpaired Student’s *t* test was used. For **A**–**E** and **H**, data are presented as mean ± SD. **P < 0.01; ***P < 0.001; ****P < 0.0001. For **A**–**H**, tumors were treated with vehicle or IACS-70654 for 7 days.

**Figure 3:**
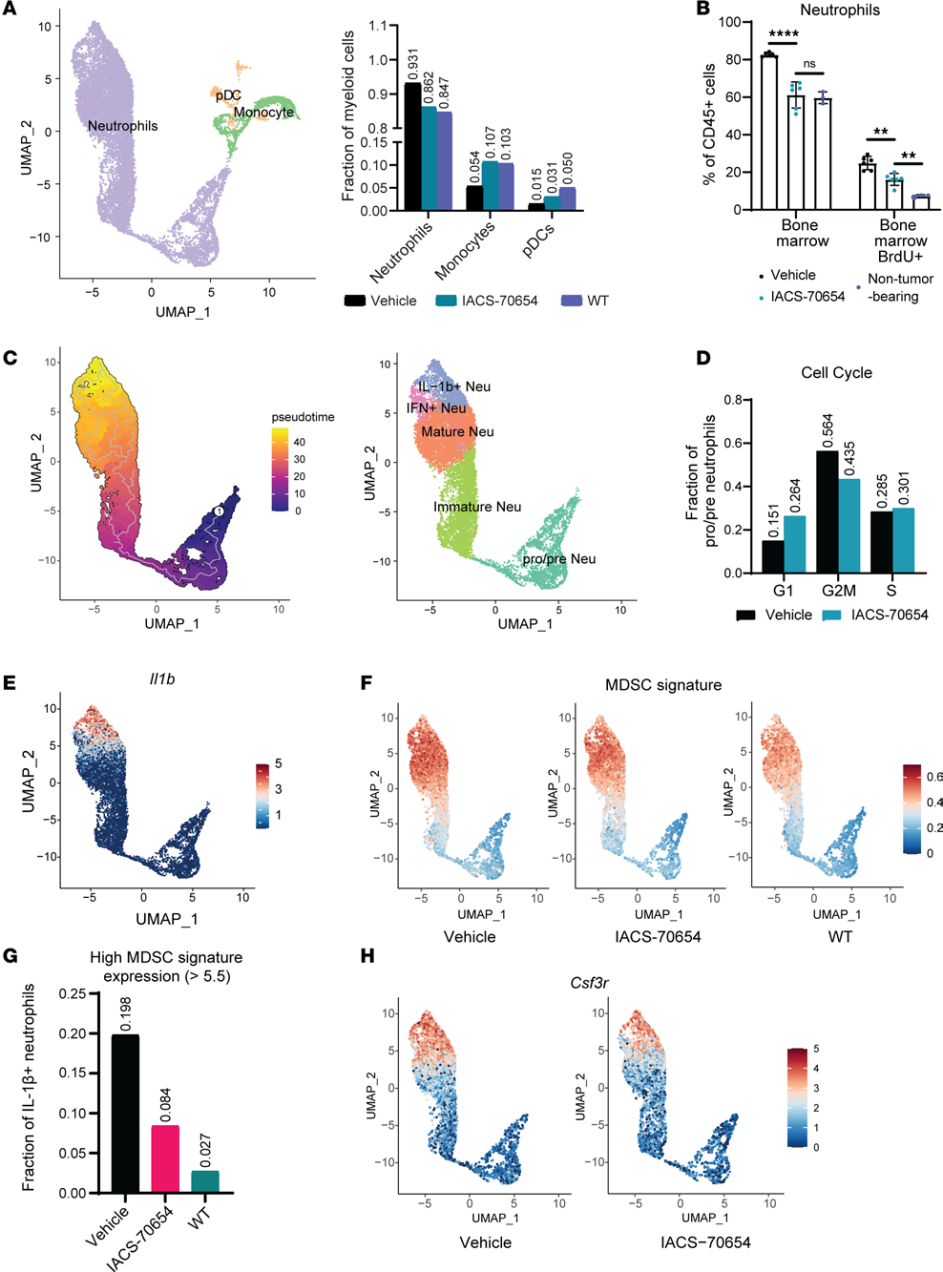
IACS-70654 reprogrammed BM neutrophils. (**A**) Left: UMAP plot of BM myeloid cells with annotations. Right: Fractions of BM myeloid cells in treated 2208L tumor–bearing and untreated non–tumor-bearing WT BALB/c mice from scRNA-seq analyses. (**B**) Representative flow cytometry analyses of neutrophils in the BM of treated 2208L tumor–bearing mice (7-day treatment with vehicle or IACS-70654) and untreated non–tumor-bearing WT BALB/c mice (2208L tumor–bearing mice, *n* = 5; non–tumor-bearing mice, *n* = 3). Ordinary 1-way ANOVA and Tukey’s multiple-comparison test were used. **P < 0.01; ****P < 0.0001; NS, *P* > 0.05. Data are presented as mean ± SD. The experiment was conducted twice. (**C**) Left: Pseudotime analysis of integrated BM neutrophils. The root is circled. Right: UMAP plot of BM neutrophils with annotations. (**D**) Fractions of pre-neutrophils and pro-neutrophils in G_1_, G_2_/M, or S cell cycle stage in the BM of 2208L tumor–bearing mice after treatment from scRNA-seq analyses. (**E**) Expression distribution of *Il1b* in integrated BM neutrophils. (**F**) Expression distribution of the MDSC gene signature in BM neutrophils of treated 2208L tumor–bearing mice and untreated non–tumor-bearing mice (WT). (**G**) Fraction of IL-1β^+^ neutrophils that have a high expression level (>0.55) of the MDSC gene signature in treated 2208L tumor–bearing mice and untreated non–tumor-bearing mice (WT). (**H**) Expression distribution of *Csf3r* in BM neutrophils of treated 2208L tumor–bearing mice and untreated non–tumor-bearing mice (WT). For **A** and **C**–**H**, 2208L tumor–bearing mice were treated with vehicle or IACS-70654 for 6 days.

**Figure 4:**
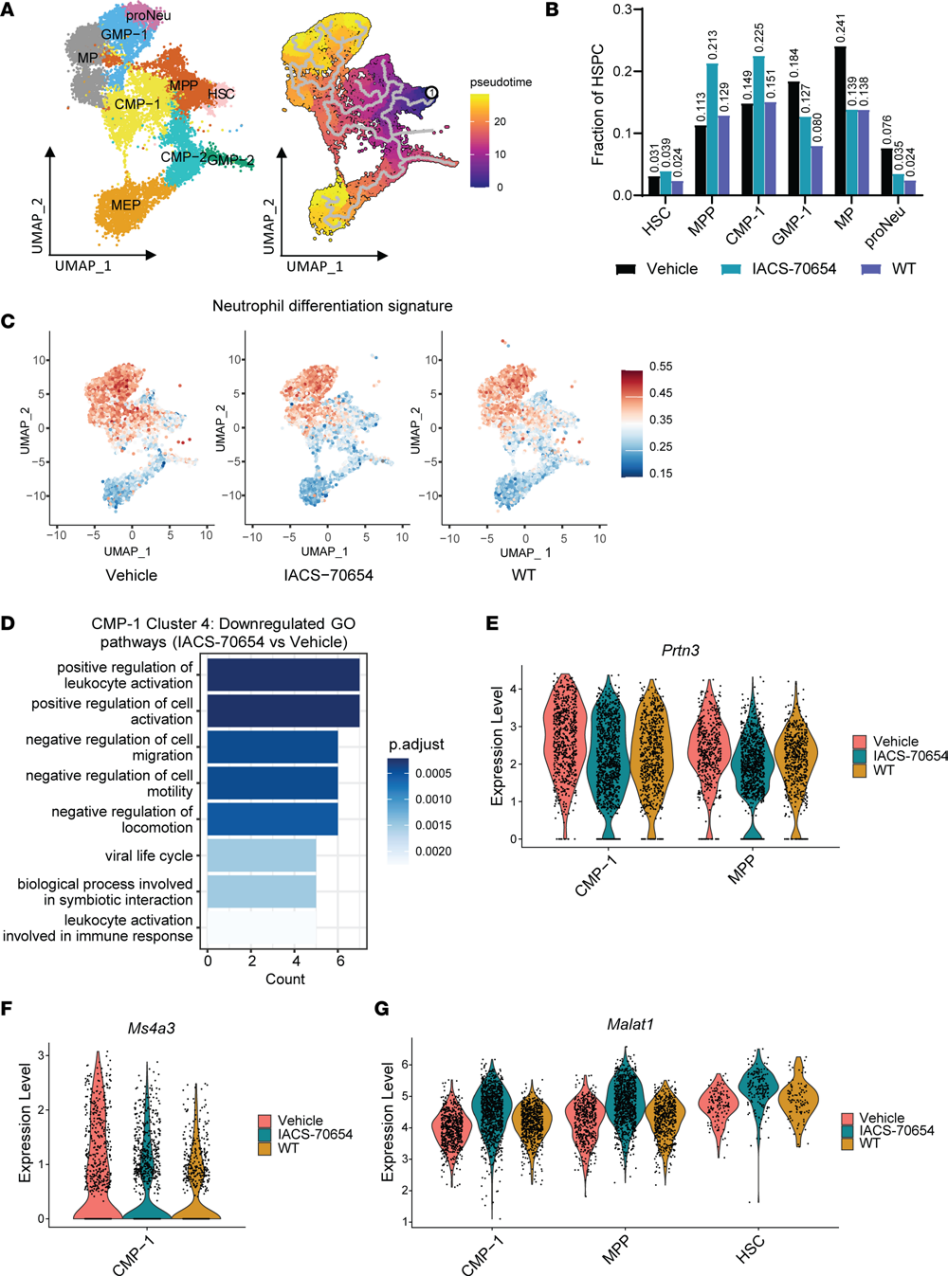
IACS-70654 reprogrammed abnormal myelopoiesis induced by the neutrophil-enriched tumor. (**A**) UMAP plot with annotations (left) and pseudotime analysis (right) of integrated HSPC clusters. (**B**) Fraction of myeloid progenitor cells in HSPCs of treated 2208L tumor–bearing mice and untreated non–tumor-bearing WT mice. (**C**) Expression distribution of neutrophil differentiation signature from scRNA-seq analyses of HSPCs in treated 2208L tumor–bearing mice and untreated non–tumor-bearing WT mice. (**D**) GO pathway enrichment analysis of the significantly downregulated genes in cluster 4 (annotated as CMP-1) of HSPCs of 2208L tumor–bearing mice treated with IACS-70654 versus vehicle. Biological Process (BP) gene sets from the GO database were used. The top 8 pathways are listed. (**E**) Violin plots showing the RNA expression of *Prtn3* in CMP-1 and MPPs of treated 2208L tumor–bearing mice and untreated non–tumor-bearing WT mice. (**F**) Violin plot showing the RNA expression of *Ms4a3* in CMP-1 of treated 2208L tumor–bearing mice and untreated non–tumor-bearing WT mice. (**G**) Violin plots showing the RNA expression of *Malat1* in CMP-1, MPPs, and HSCs from treated 2208L tumor–bearing mice and untreated non–tumor-bearing WT mice. For **A**–**G**, 2208L tumor–bearing mice were treated with vehicle or IACS-70654 for 6 days.

**Figure 5:**
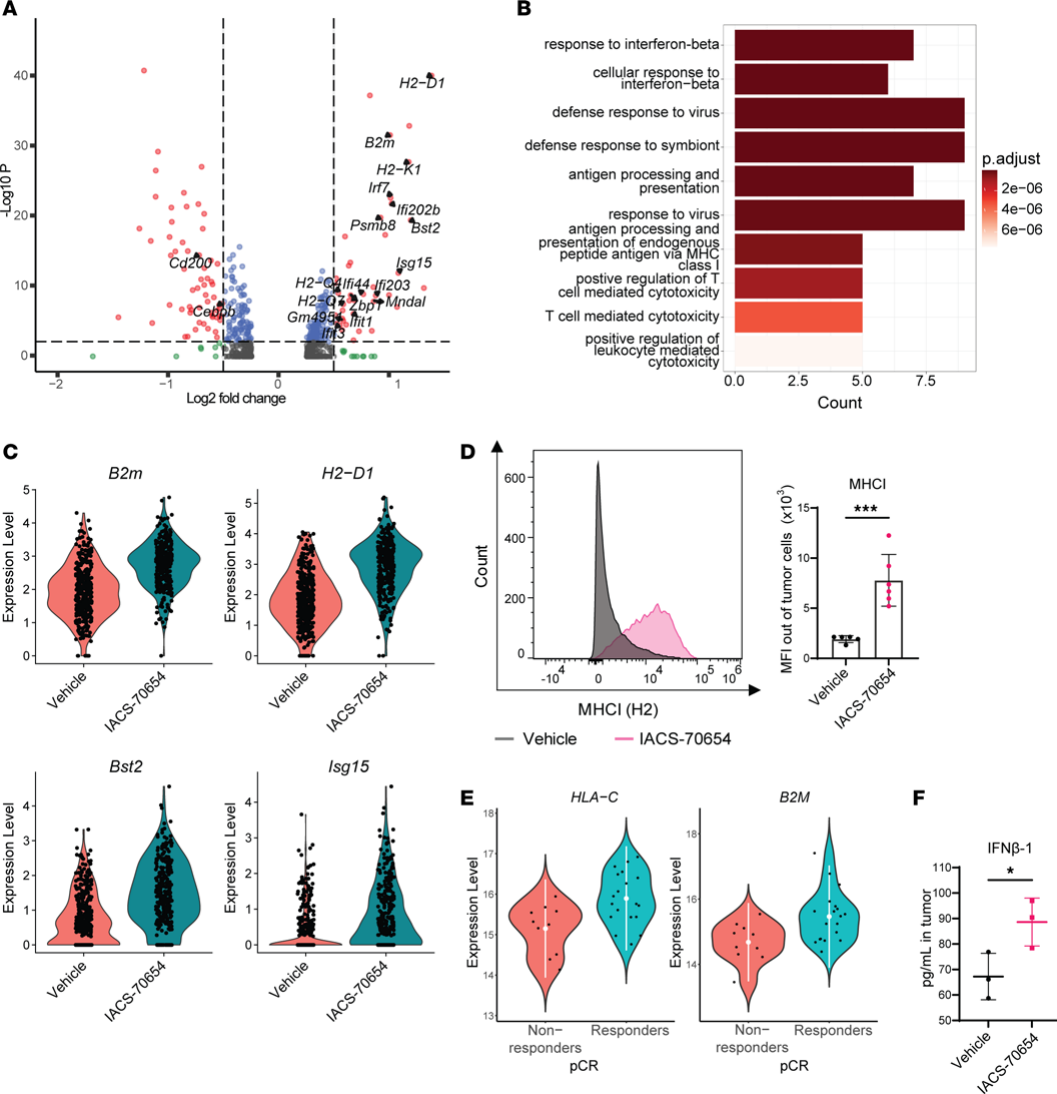
IACS-70654 induced an IFN-associated response and MHCI expression in 2208L tumor cells. (**A**) Volcano plot showing –log_10_(*P* value) versus log_2_(fold change) in RNA expression in 2208L tumor cells treated in vivo with IACS-70654 versus those treated with vehicle. Genes demonstrating significant changes are represented by red dots. Genes associated with IFN response, antigen representation, and immunosuppression are labeled. (**B**) GO pathway enrichment analysis of the significantly upregulated genes in 2208L tumor cells treated in vivo with IACS-70654 versus those treated with vehicle. BP gene sets were used. The top 10 pathways are listed. (**C**) Violin plots showing RNA expression of representative MHCI components (*B2m* and *H2-D1*) and IFN response genes (*Bst2* and *Isg15*) in 2208L tumor cells treated in vivo. (**D**) Flow cytometry analysis of MHCI expression in 2208L tumor cells treated in vivo. Left: Representative histograms of MHCI expression in 2208L tumor cells (CD45^–^TER119^–^CD31^–^EpCAM^+^). Right: MFI of MHCI in 2208L tumor cells (vehicle arm, *n* = 5; IACS-70654 arm, *n* = 6). (**E**) Violin plots showing RNA expression (mean ± 2 SD) of representative MHCI components *B2M* (meta *P* = –0.0373) and *HLA-C* (meta *P* = –0.006612) in human TNBC patients who did (responders) or did not (non-responders) achieve pathological complete response (pCR) after treatment of paclitaxel and pembrolizumab (anti–PD-1). Data were retrieved from published studies (50, 51). (**F**) Quantification of IFN-β level in 2208L tumor homogenate by cytokine/chemokine array (*n* = 3). For **D** and **F**, a 2-tailed, unpaired Student’s *t* test was used. *P < 0.05; ***P < 0.001. Data are presented as mean ± SD. For **A**–**D** and **F**, 2208L tumors were treated with vehicle or IACS-70654 for 7 days.

**Figure 6:**
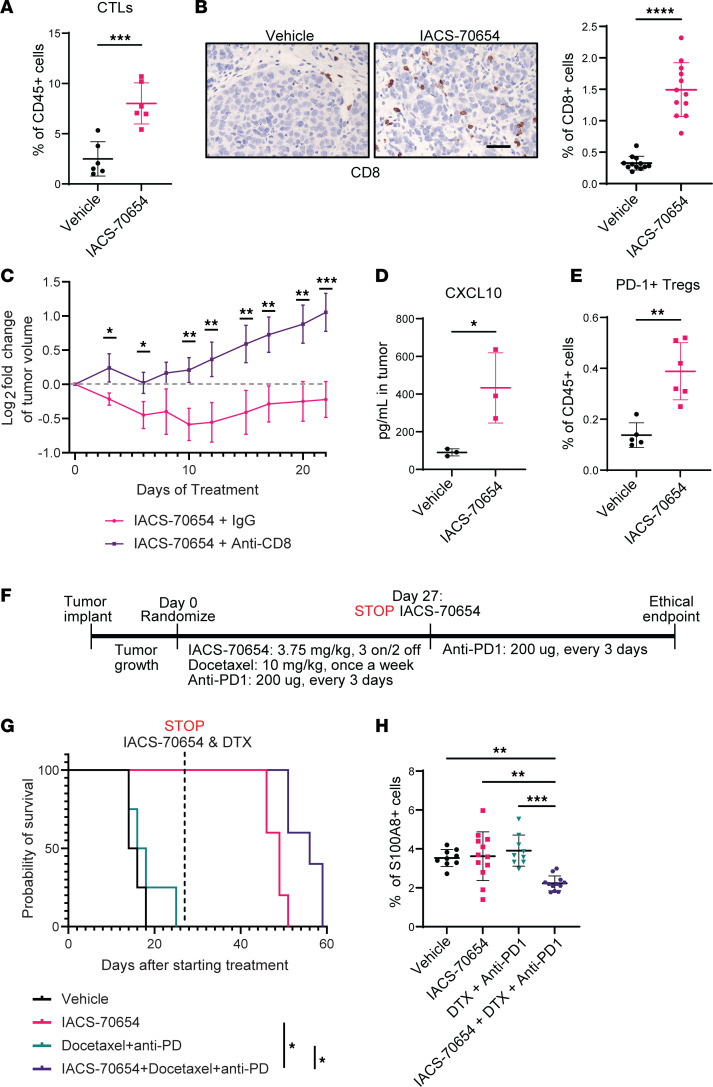
IACS-70654 induced a CTL-dependent response and improved response to ICB. (**A**) Flow cytometry analysis of CTLs in 2208L tumors treated for 7 days (*n* = 6). (**B**) Left: Representative images of CD8 immunostaining on sections of 2208L tumors treated for 7 days. Scale bar: 50 μm. Right: Quantification of CD8 staining (*n* = 12). For **A** and **B**, experiments were conducted 3 times. Data from 1 representative experiment are shown. (**C**) Log_2_(fold change) of 2208L tumor volume (mean ± SD). Anti-CD8 was administered 24 hours before starting IACS-70654 treatment. Two-way ANOVA and Šidák’s multiple-comparison test were used (*n* = 5). (**D**) Quantification of CXCL10 level in 2208L tumor homogenate by cytokine/chemokine array (*n* = 3). Tumors were treated for 7 days. (**E**) Flow cytometry analysis of Tregs in 2208L tumors treated for 18 days (*n* = 5). For **A**, **B**, **D**, and **E**, a 2-tailed, unpaired Student’s *t* test was used. (**F**) Treatment schemes of IACS-70654 in combination with anti–PD-1 and DTX. DTX was administered at half of the clinically equivalent dose. After 27 days of treatment, only anti–PD-1 treatment was administered until all tumors reached the ethical endpoint (≥1500mm^3^). (**G**) Kaplan-Meier survival curves of 2208L tumor–bearing mice (vehicle and DTX + anti–PD-1 arms, *n* = 4; IACS-70654 and combination arms, *n* = 5). Log-rank test with Bonferroni’s correction was used. *P < 0.05. The experiment was conducted twice. Data from 1 representative experiment are shown. (**H**) Quantification of S100A8 immunostaining. Ordinary 1-way ANOVA and Šidák’s multiple-comparison test were used (vehicle and DTX + anti–PD-1 arms, *n* = 9; IACS-70654 and combination arms, *n* = 12). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. For **A**–**E** and **H**, data are presented as mean ± SD.

**Figure 7:**
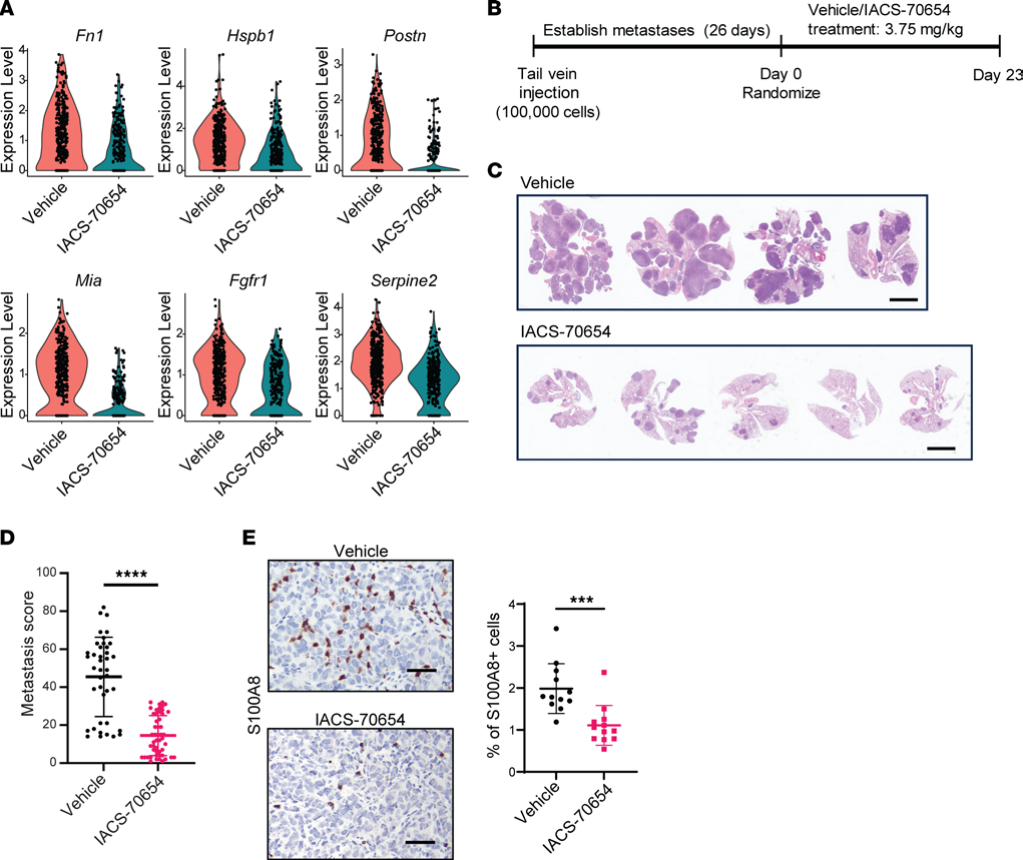
IACS-70654 reduced the growth of established 2208L lung metastases. (**A**) Violin plots showing RNA expression of representative genes that might be involved in migration and metastasis in 2208L tumor cells treated in vivo. Adjusted *P* < 0.01 for all genes. (**B**) Experimental design for studying the effects of IACS-70654 on established lung metastases. Dissociated 2208L tumor cells (100,000) were injected into the tail vein of each mouse. The mice were treated for 23 days. One mouse from the vehicle group had to be euthanized on day 22 due to poor body condition. (**C**) Representative images from H&E staining of lungs with 2208L metastases from mice after treatment. Scale bars: 5 mm. (**D**) Quantifications of lung metastases after treatment. Serial sectioning was performed to collect a total of 10 sections for each sample (vehicle, *n* = 40; IACS-70654, *n* = 50). Metastases with sizes of <1 mm, 1–3 mm, 3–5 mm, and >5 mm were assigned scores of 1, 2, 3, and 4, respectively. A 2-tailed, unpaired Student’s *t* test was used. Data are presented as mean ± SD. (**E**) Left: Representative images of S100A8 immunostaining on 2208L lung metastasis sections. Scale bar: 50 μm. Right: Quantification of S100A8 staining (*n* = 12). A 2-tailed, unpaired Student’s *t* test was used. ***P < 0.001; ****P < 0.0001. Data are presented as mean ± SD.

# Supplementary material for: CREB-binding protein/P300 bromodomain inhibition reduces neutrophil accumulation and activates antitumor immunity in triple-negative breast cancer
**Source:** JCI Insight. 2024 Sep 17;9(20):e182621. doi: 10.1172/jci.insight.182621
**Supplement:** Supplemental data

## **Supplemental Methods**

### **IACS-70654 pharmacological characterization**

Specific binding of the CBP or BRD4 bromodomain to the acetylated peptide derived from the H4 histone substrate (tetra acetylated H4 (1-21) Ac-K5/8/12/16) was measured in the absence or presence of inhibitors. The GST-tagged bromodomains of CBP (1081-1197) and BRD4 (49-170) were obtained from BPS Bioscience and binding to the biotinylated H4 (1-21) Ac-K5/8/12/16 (AnaSpec. 64989) was assessed via AlphaScreen technology (Perkin Elmer). For CBP AlphaScreen assay, 5 nM GST-CBP (1081- 1197) and 20 nM biotin-H4 (1-21) Ac-K5/8/12/16 (AnaSpec. 64989) were incubated with varying concentrations of CBP inhibitors in 15 µl of buffer containing 50 mM HEPES 7.5, 100 nM NaCl, 1 mM TCEP, and 0.003% Tween-20. After 30 minutes of incubation at room temperature, 15 µl of detection buffer (BPS Bio. 33006) containing 7 mg/ml of Glutathione AlphaLisa acceptor beads (Perkin Elmer AL109) and 14 µg/ml of Streptavidin donor beads (Perkin Elmer 676002) was then added to the previous mixture. The reaction was incubated for an additional 2 h at room temperature, and the AlphaScreen signal was quantified using the Envision Multilabel plate reader. As a negative control, GST-CBP (1081-1197) was incubated with the non-acetylated biotin-H4 (1-21) peptide (AnaSpec. 62555) and in the presence of 0.25% of final DMSO concentration. For the BRD4 AlphaScreen assay, the binding of 2.5 nM of BRD4 (49-170) to 10 nM biotin-H4 (1-21) Ac-K5/8/12/16 (AnaSpec. 64989) was assessed following the same procedure described for the CBP assay. The standard dose response curves were fitted by Genedata Screener software using the variable-slope model. Only Signal and Dose in the equation were treated as known values. Screening of IACS-70654 against 32 bromodomain proteins was performed by BromoMAX (DiscoverX). To measure Kds, BromoKdELECT was used (DiscoverX).

### **In vitro culture of *Trp53*-null tumor cells**

T12 tumor cells were cultured in DMEM/Ham's F-12 medium (GenDEPOT, CM017-050) with 10% fetal bovine serum (GenDEPOT, F0900-050), 5 µg/ml insulin (Millipore Sigma, I-5500), 1 µg/ml hydrocortisone (Millipore Sigma, H0888), 10 ng/ml epidermal growth factor (Sigma, SRP3196), and 1X Antibiotic-Antimycotic (ThermoFisher Scientific, 15240062). 2208L tumor cells were cultured in DMEM medium (GenDEPOT, CM002-050) with 10% fetal bovine serum, and 1X Antibiotic-Antimycotic. IACS-70654 was dissolved in DMSO as 1mM stock and further diluted with cell medium for treatment in vitro.

### **Immunoblotting**

Tumor cells cultured in vitro were mixed with and lysed by tissue lysis buffer (62.5 mM Tris-HCl pH 6.8, 2% SDS) containing cOmplete, EDTA-free Protease Inhibitor Cocktail (Sigma-Aldrich, 11873580001). Tumors were snap-frozen and later homogenized in tissue lysis buffer with zirconium beads (Benchmark Scientific, D1132-30,) in BeadBlaster 24 Microtube Homogenizer. The cell/tumor lysates were heated at 98°C for 8 minutes. Protein concentrations were measured with the BCA Protein Assay Kit (ThermoFisher, 23227). The protein extracts were loaded on an SDS-PAGE system and then transferred to polyvinylidene difluoride membranes (Millipore, IPVH00010). The primary antibodies used include CBP (Cell Signaling, 7389, 1:1000), P300 (Cell Signaling, 57625, 1:1000), acetyl-histone H3 (Lys27) (Cell Signaling, 8173, 1:1000), acetyl-histone H3 (Lys9) (Cell Signaling Technology, 9649, 1:1000), histone H3 (Cell Signaling Technology, 4499, 1:2000), GAPDH (Cell Signaling Technology, 2118, 1:2000), FGFR1 (Cell Signaling Technology, 9740, 1:1000) and β-Actin (Cell Signaling Technology, 3700, 1:5000).

**A.**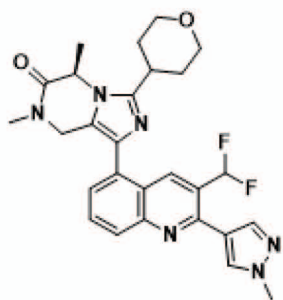**B.**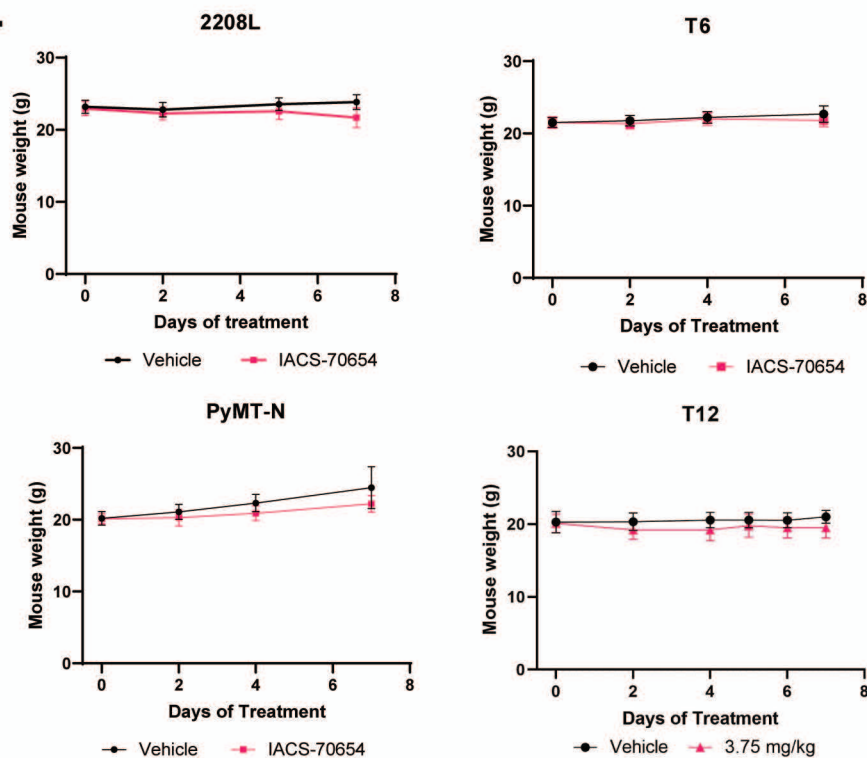**D.**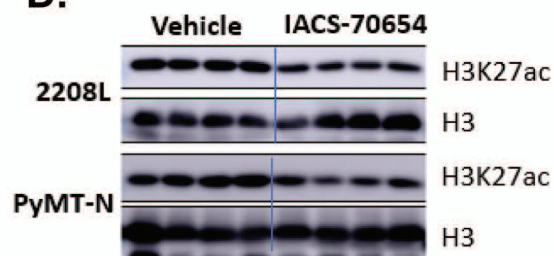**E.**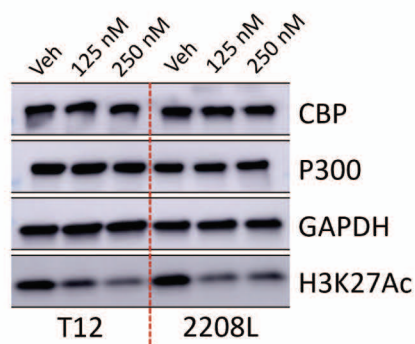**F.**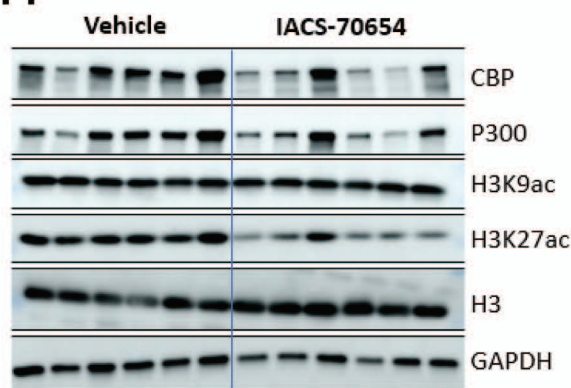**C.**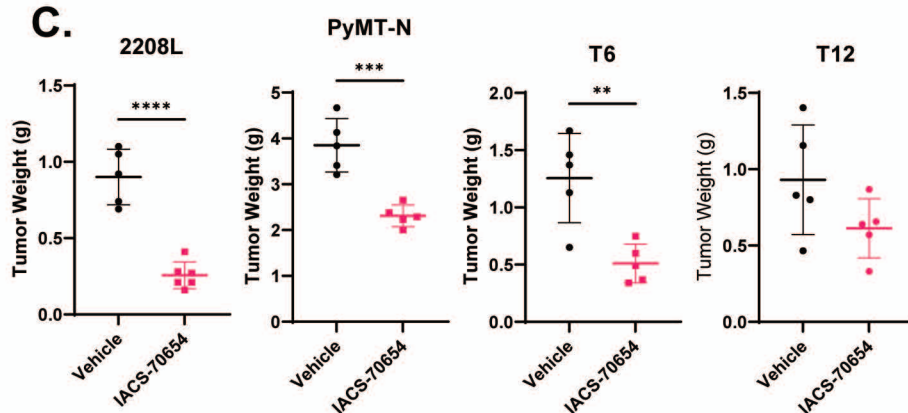**G.**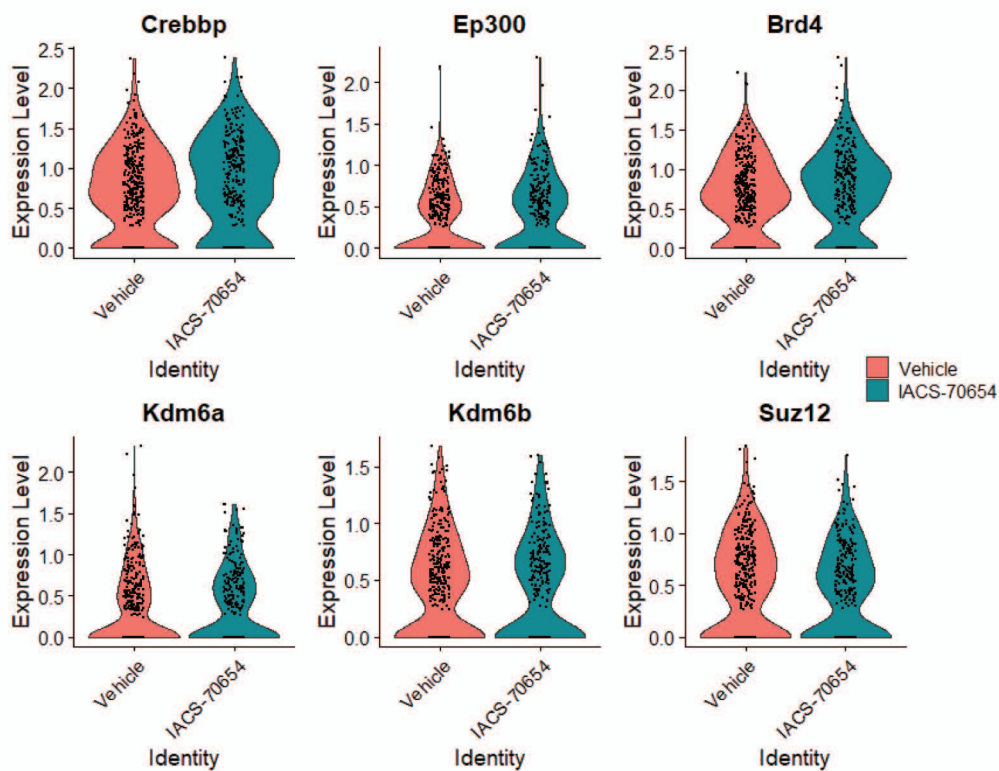

**Supplemental Figure S1.** Structure of IACS-70654 and the weights of mice and 2208L tumors treated with IACS-70654 for 7 days. **A.** Chemical structure of IACS-70654. **B.** Mouse weights of the *Trp53*-null (2208L, T6, and T12) and PyMT-N tumor-bearing mice during the 7-day treatment of vehicle or IACS-70654. For 2208L,  $n = 6$ , and for all other models,  $n = 5$ . Error bars represent SD. **C.** Weight of 2208L, PyMT-N, T6, and T12 tumors after 7-day treatment of vehicle or IACS-70654. For all models,  $n = 5$  for each treatment arm. Two-tailed unpaired Student's  $t$  test was used. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . Error bars represent SD. **D.** Immunoblot analyses of Histone H3K27 acetylation (H3K27ac), the target biomarker for IACS-70654, in 2208L and PyMT-N tumors. Four biological replicates were used per group. Histone H3 was used as the loading control. **E.** Immunoblot analysis of CBP, P300, and H3K27ac in T12 and 2208L cells treated with two different concentrations of IACS-70654 in vitro for 4 h. GAPDH was used as the loading control. **F.** Immunoblot analysis of CBP, P300, H3K9ac, and H3K27ac in 2208L tumors treated with vehicle or IACS-70654. Histone H3 and GAPDH were used as loading controls. Six biological replicates were used for each treatment arm. **G.** Violin plots showing RNA expression of various epigenetic factors (*Crebbp*, *Ep300*, *Brd4*, *Kdm6a*, *Kdm6b* and *Suz12*) from single-cell RNA sequencing (scRNA-seq) analyses of tumors cells in 2208L tumors treated with vehicle or IACS-70654.

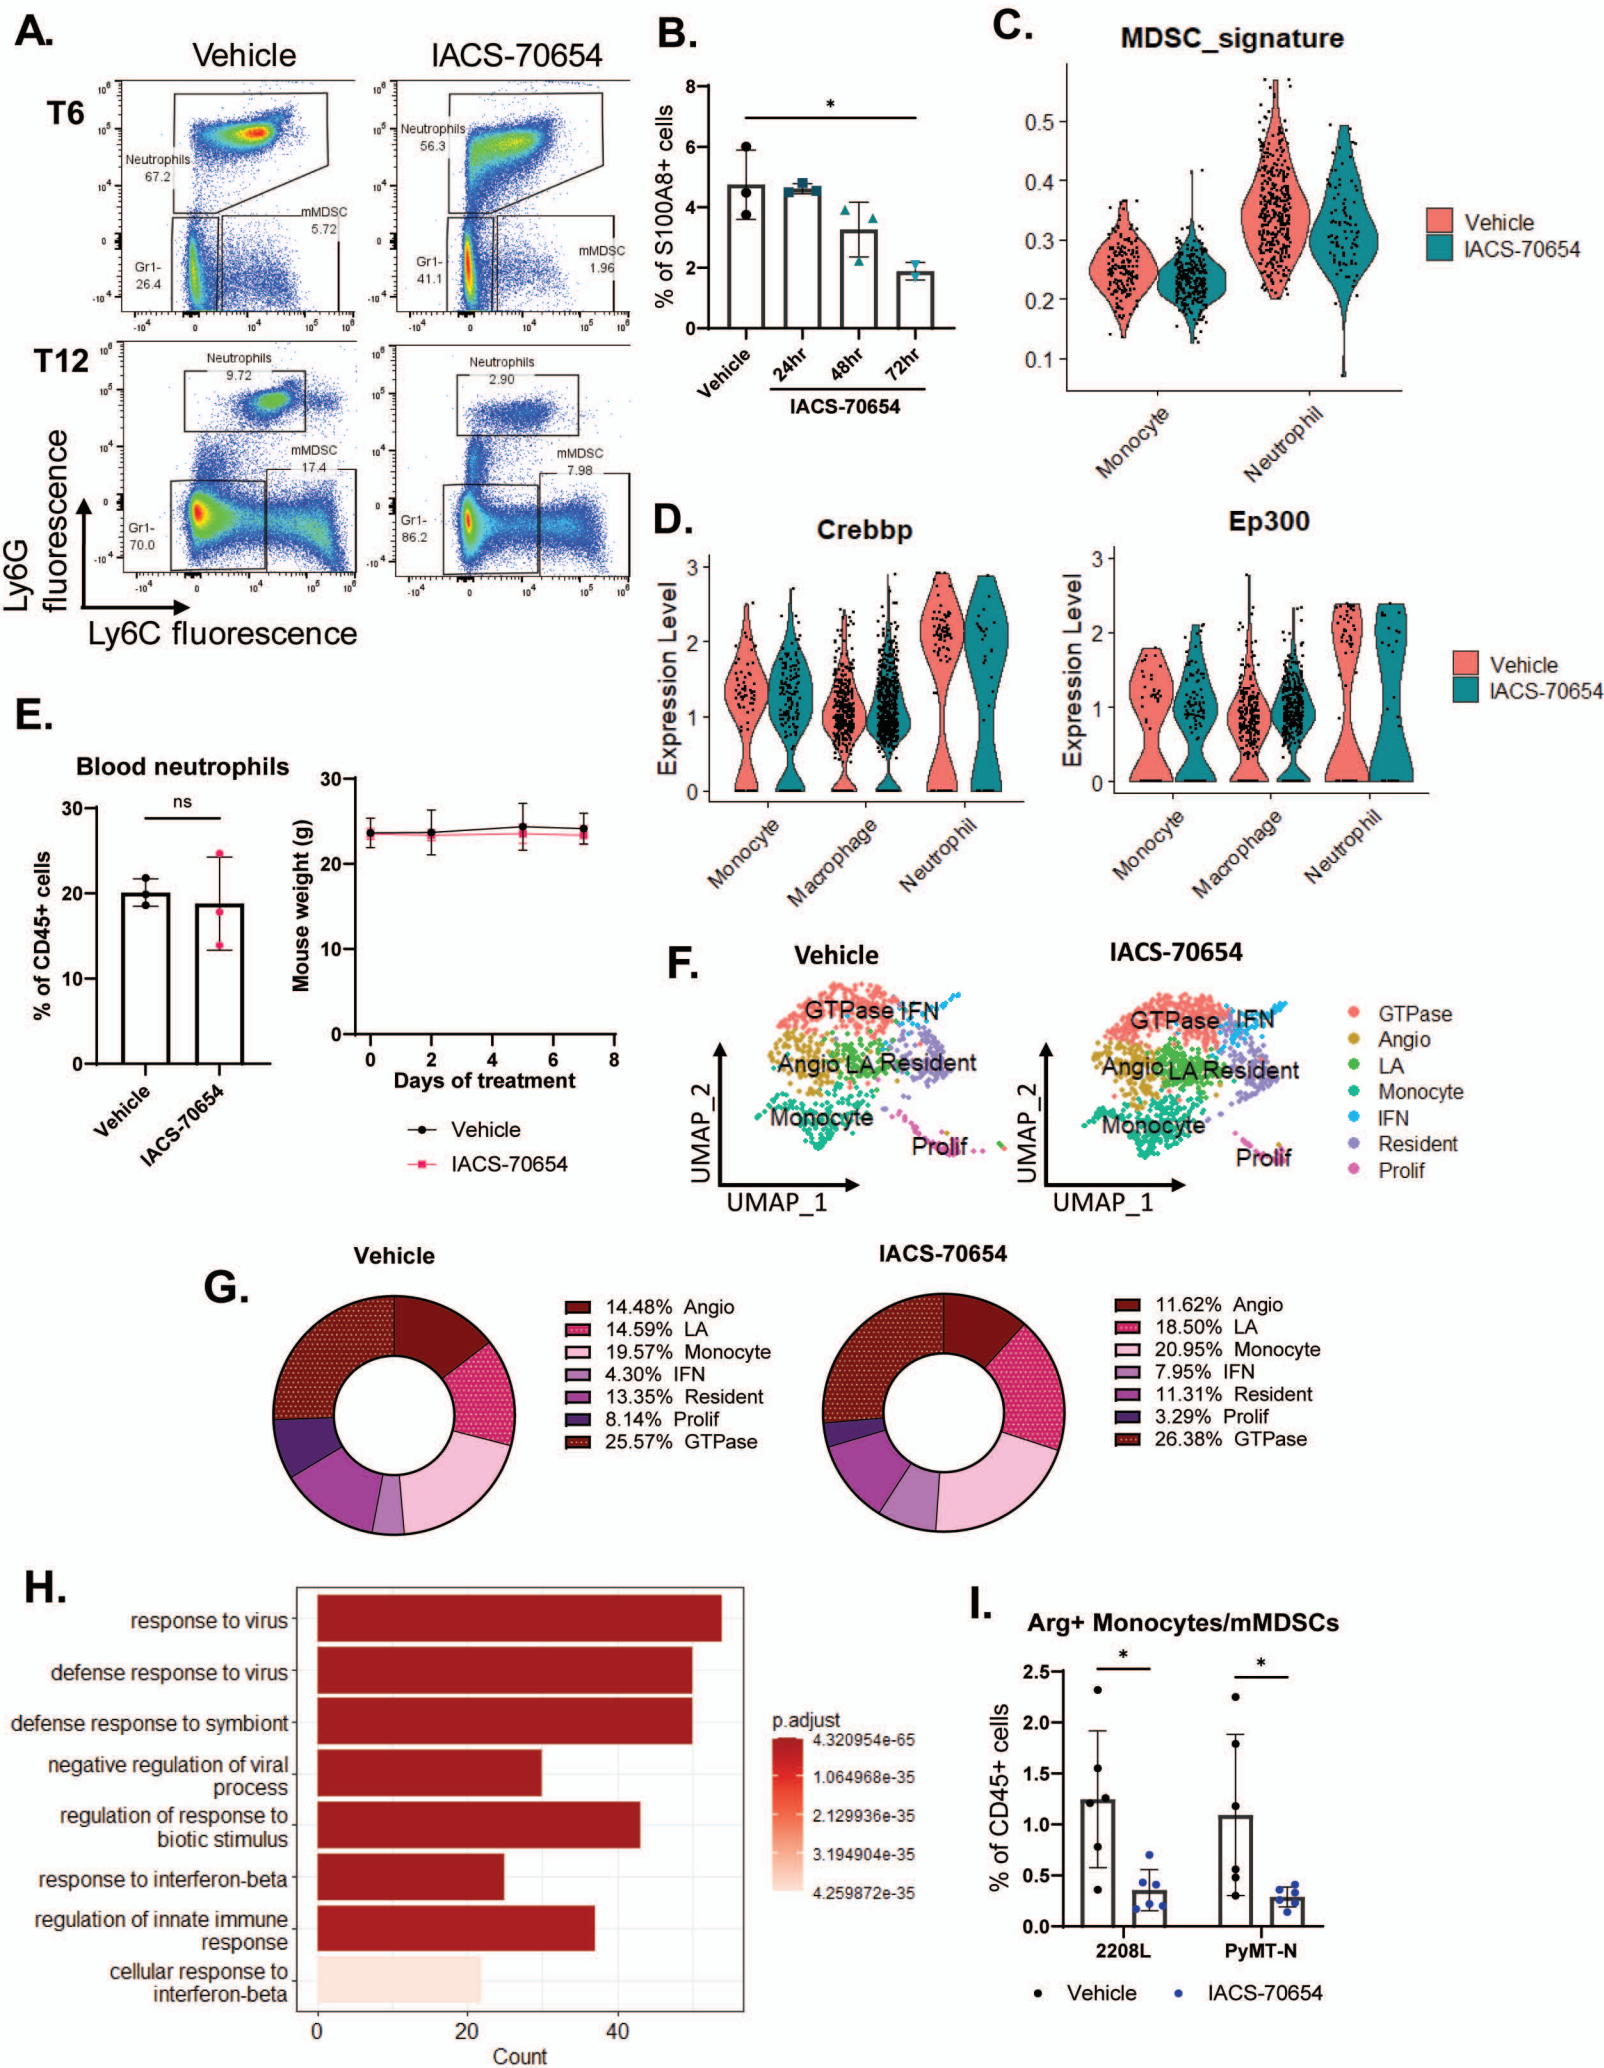

**Supplemental Figure S2.** Changes in tumor-associated myeloid cells after IACS-70654

treatment. **A.** Representative density plots of Ly6G versus Ly6C showing gating strategy for and changes in myeloid populations of T6 and T12 tumors. The gating was performed on CD45<sup>+</sup>CD11b<sup>+</sup> populations. **B.** Quantification of S100A8 staining on sections of 2208L tumors treated with vehicle or IACS-70654 (24, 28, or 72-hour treatment). Three representative images were analyzed for each tumor, and three biological replicates were used for each treatment arm. Two-tailed unpaired Student's *t* test was used. \*,  $p < 0.05$ . Error bars represent SD. **C.** Violin plots showing expression of the MDSC signature in tumor-associated monocytes and neutrophils in 2208L tumors treated with vehicle or IACS-70654. **D.** Violin plots showing RNA expression of *Crebbp* and *Ep300* from scRNA-seq analyses of tumor-associated neutrophils, macrophage and monocytes of 2208L tumors treated with vehicle or IACS-70654. **E.** Non-tumor-bearing WT BALB/c mice treated with vehicle or IACS-70654 for 7 days. Left: Flow cytometry analyses of blood neutrophils. Two-tailed unpaired Student's *t* test was used. Three biological replicates were used for each treatment arm. ns,  $p > 0.05$ . Error bars represent SD. Right: Changes in mouse weight over treatment. Error bars represent SD. **F.** UMAP of TAM subpopulations with annotations in 2208L tumors treated with vehicle or IACS-70654. TAM subtypes include High GTPase expressing (GTPase), IFN response gene expressing (IFN), proangiogenic (Angio), lipid-associated (LA), resident, and proliferating (Prolif) TAMs. **G.** The fractions of TAM subtypes in TAMs of 2208L tumors treated with vehicle or IACS-70654 derived from scRNA-seq analyses. **H.** GO pathway enrichment analysis of the enriched genes (Log2 fold change  $> 0.5$  and adjusted  $p$ -value  $< 0.01$ ) in integrated IFN TAMs of 2208L tumors. Biological Process gene sets from the GO database were used. The top 8 pathways were listed with numbers of genes enriched. **I.** Quantification of Arginase 1 (Arg)-positive tumor-infiltrated monocytes/mMDSCs as percentages of CD45<sup>+</sup> cells in 2208L and PyMT-N models treated with vehicle or IACS-70654 using flow cytometry. Monocytes are defined by Ly6G<sup>-</sup>Ly6C<sup>+</sup>. Two-tailed

unpaired Student's  $t$  test was used. \*,  $p < 0.05$ . For both models,  $n \geq 5$  for each treatment arm.

Error bars represent SD.

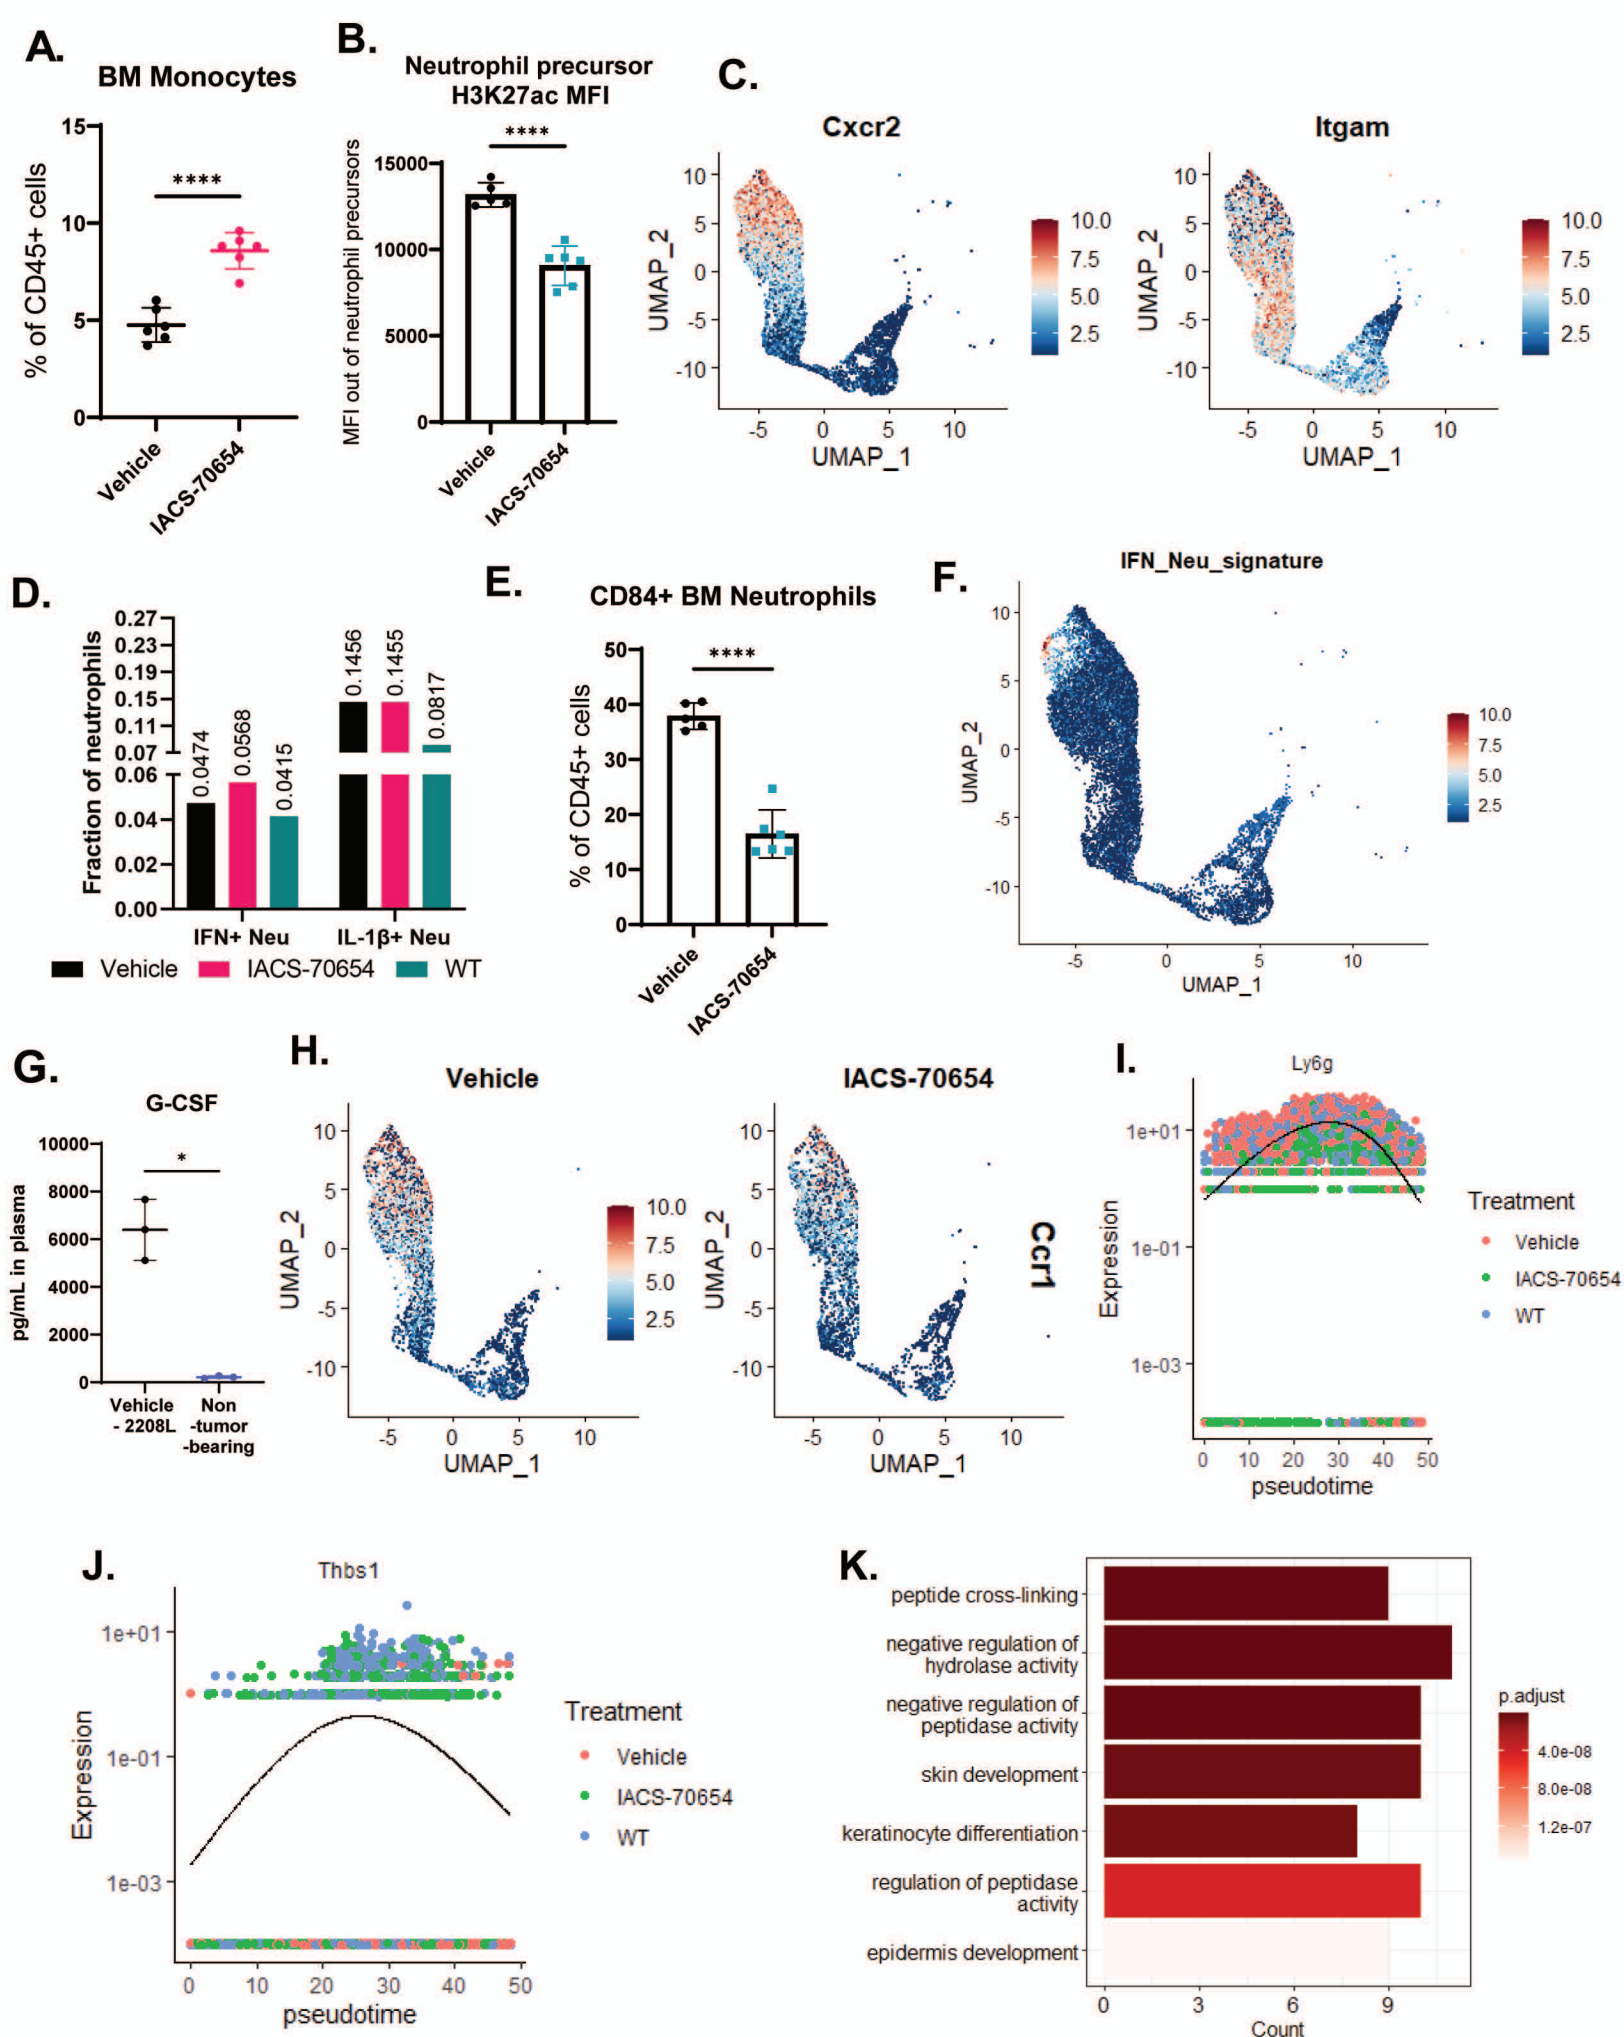

**Supplemental Figure S3.** ScRNA-seq analyses of BM neutrophils. **A.** Quantification of monocytes as percentages of CD45<sup>+</sup> cells in the BM of 2208L tumor-bearing mice treated vehicle or IACS-70654 and non-tumor-bearing mice using flow cytometry. Monocytes are defined by CD11b<sup>+</sup>Ly6G<sup>-</sup>Ly6C<sup>+</sup>. Two-tailed unpaired Student's *t* test was used. Error bars represent SD. \*\*\*\*, *p*<0.0001. Six biological replicates were used per group. **B.** MFI of H3K27ac in flow cytometry analyses of neutrophil precursors (CD11b<sup>+</sup>Ly6G<sup>low/med</sup>F4/80<sup>-</sup>) in 2208L tumors treated with vehicle or IACS-70654. For each group, *n* ≥ 5. Error bars represent SD. Two-tailed unpaired Student's *t* test was used. \*\*\*\*, *p*<0.0001. **C.** Expression distribution of *Cxcr2* and *Itgam* in BM neutrophils. **D.** Fraction of IFN<sup>+</sup> and IL-1β neutrophils in BM neutrophils of 2208L tumor-bearing mice (treated with vehicle or IACS-70654) and non-tumor-bearing mice. The fraction values are labeled. **E.** Flow cytometry analysis of CD84-positive BM neutrophils in 2208L tumor-bearing mice treated with vehicle or IACS-70654. Two-tailed unpaired Student's *t* test was used, and *n* ≥ 5. \*\*\*\*, *p*<0.0001. **F.** Expression distribution of IFN-stimulated neutrophil signature in integrated BM neutrophils. **G.** Quantification of G-CSF level in plasma from 2208L tumor-bearing and non-tumor-bearing mice by the cytokine/chemokine array. **H.** Expression distribution of *Ccr1* in BM neutrophils of 2208L tumor-bearing mice treated with vehicle or IACS-70654. **I.** RNA expression of *Ly6g* versus pseudotime in BM neutrophils. **J.** RNA expression of *Thbs1* versus pseudotime in BM neutrophils. **K.** GO pathway enrichment analysis of the significantly upregulated genes (Log<sub>2</sub> fold change > 0.5 and adjusted *p*-value < 0.01) in mature BM neutrophils of 2208L tumor-bearing mice treated with IACS-70654 compared to those treated with vehicle. Biological Process (BP) gene sets from the GO database were used. The top 7 terms were listed with numbers of genes enriched.

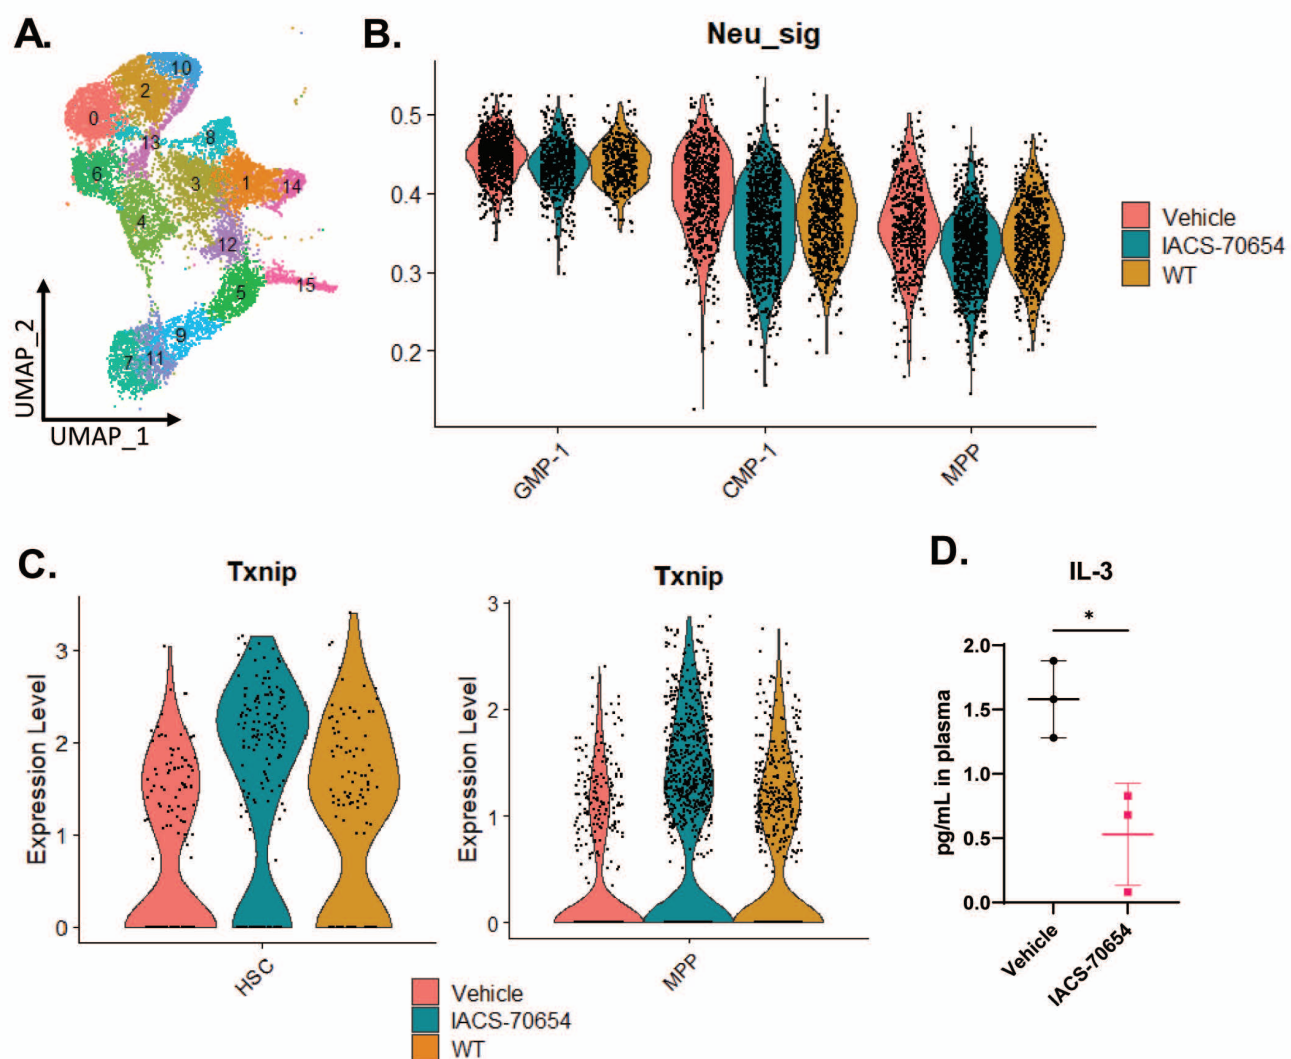

**Supplemental Figure S4.** ScRNA-seq analyses of HSPCs. **A.** UMAP plot of integrated HSPCs without annotation. **B.** Violin plot showing expression of neutrophil differentiation signature in GMP-1, CMP-1, and MPP in 2208L tumor-bearing mice (treated with vehicle or IACS-70654) or non-tumor-bearing (WT) mice. **C.** Violin plots showing the RNA expression of *Txnip* in HSCs and MPPs of 2208L tumor-bearing mice treated with vehicle or IACS-70654 and non-tumor-bearing WT mice. **D.** Quantification of IL-3 level in plasma collected from 2208L tumor-bearing mice treated with vehicle or IACS-70654 by the cytokine/chemokine array. Three biological replicates were used for each treatment arm. Two-tailed unpaired Student's *t* test was used. Error bars represent SD. \*,  $p < 0.05$ . Error bars represent SD.

**A.**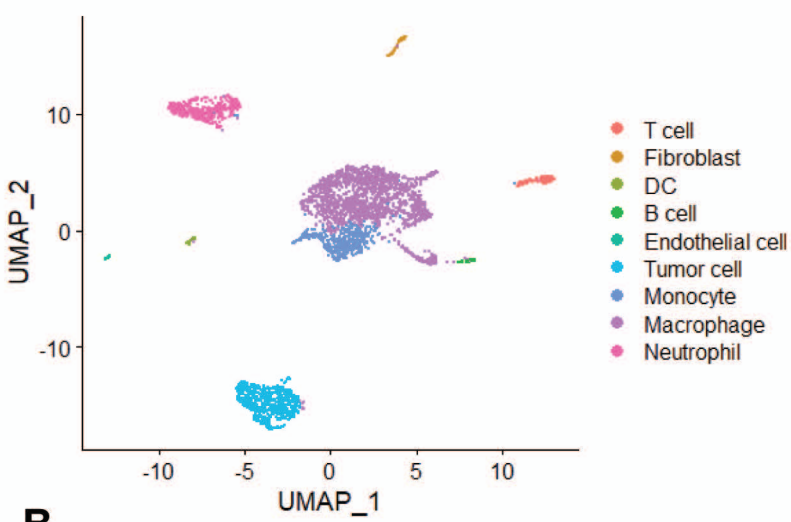**C.**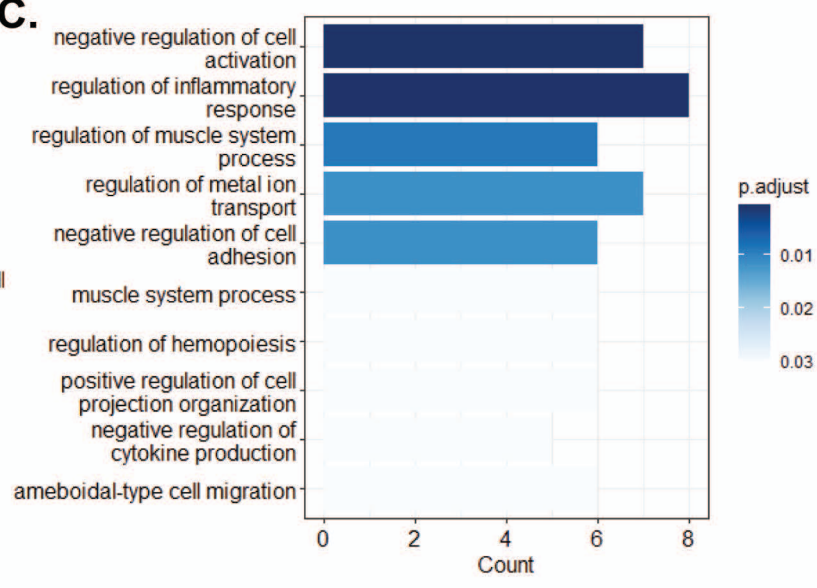**B.**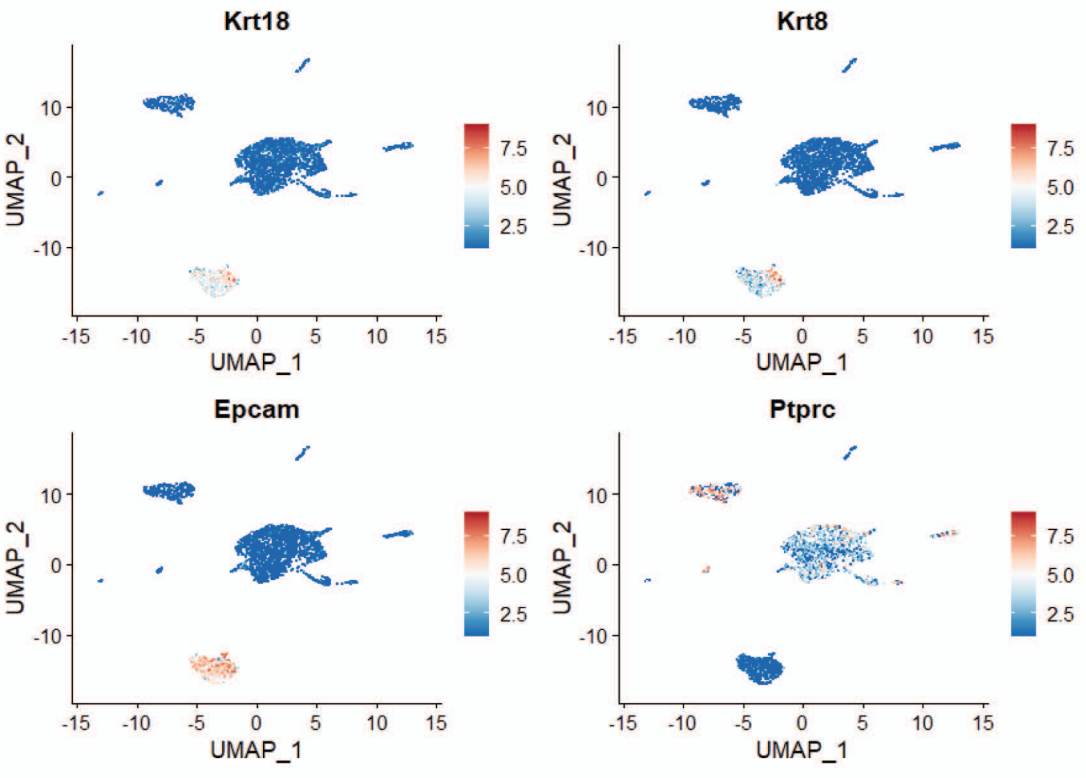**D.**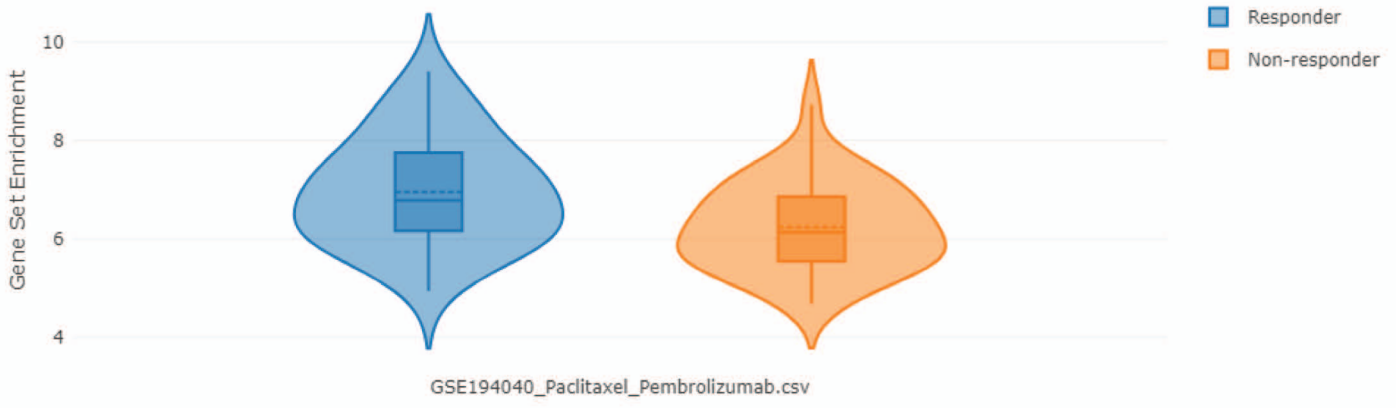

**Supplemental Figure S5.** ScRNA-seq analyses of 2208L tumors treated with vehicle or IACS-70654. **A.** UMAP of integrated 2208L tumor samples treated with vehicle and IACS-70654 with cell type annotations. **B.** Expression distribution of *Krt18*, *Krt8*, *Epcam*, and *Ptprc* in integrated 2208L tumor samples. **C.** GO pathway enrichment analysis of the significantly downregulated genes ( $\text{Log}_2$  fold change  $< -0.5$  and adjusted p-value  $< 0.01$ ) in 2208L tumor cells treated with IACS-70654 compared to those treated with vehicle. Biological Process (BP) gene sets from the GO database were used. The top 10 terms were listed with numbers of genes enriched. **D.** RNA expression of KEGG antigen processing and presentation pathway in human TNBC patients who did (responders) or did not (non-responders) achieve pathological complete response (pCR) after treatment of paclitaxel and pembrolizumab (anti-PD1). The graph was generated at ClinicalOmicsDB (1).

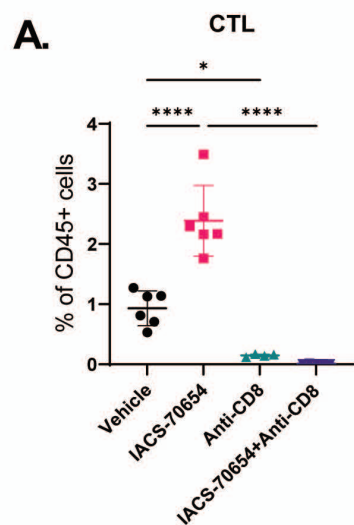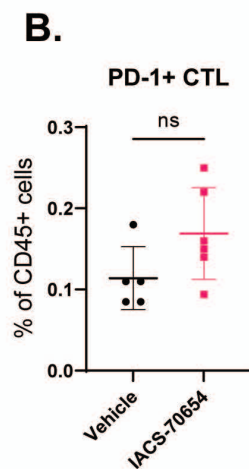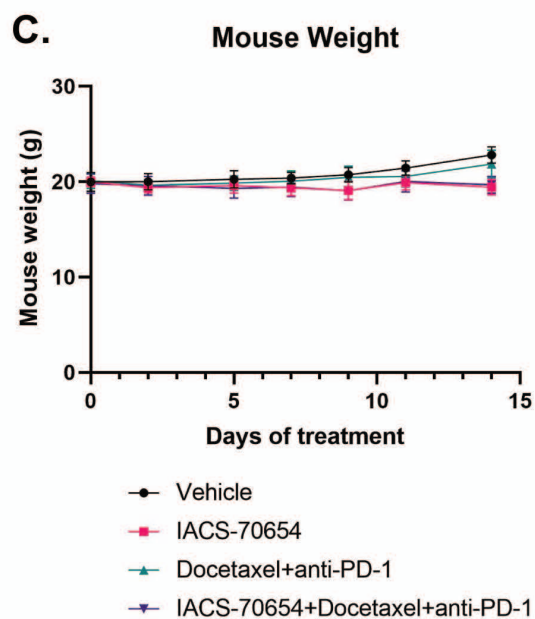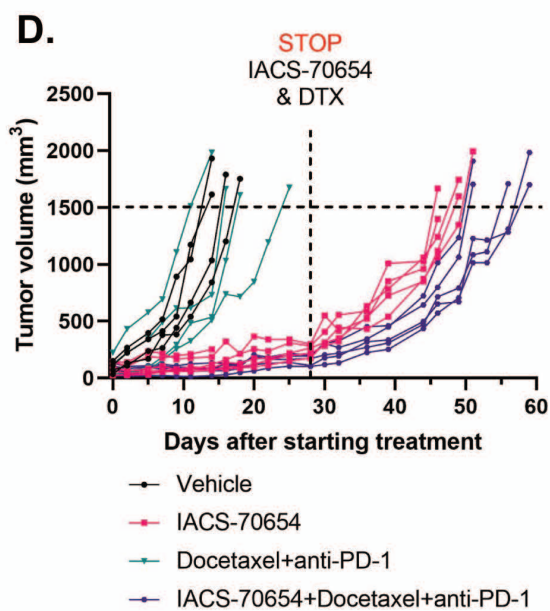

**Supplemental Figure S6.** Combination treatment of IACS-70654 with DTX and anti-PD-1 and anti-CD8. **A.** Quantification of CTLs as percentages of CD45+ cells in 2208L tumors treated vehicle or IACS-70654 with or without CTL depletion using flow cytometry. Ordinary one-way ANOVA and Tukey's multiple comparisons test were used. For all groups, more than four biological replicates were used. \*\*\*\*,  $p < 0.0001$ ; \*,  $p < 0.05$ . Error bars represent SD. **B.** Flow cytometry analysis of infiltrated PD-1+ CTL in the 2208L tumors treated with vehicle or IACS-70654 for 18 days. For each group, five biological replicates were used. Two-tailed unpaired Student's  $t$  test was used. ns,  $p > 0.05$ . Error bars represent SD. **C.** Changes in mouse weight of 2208L tumor-bearing mice of all treatment groups over days of treatment. Error bars represent SD. **D.** Tumor growth curves of 2208L tumors of all treatment groups.

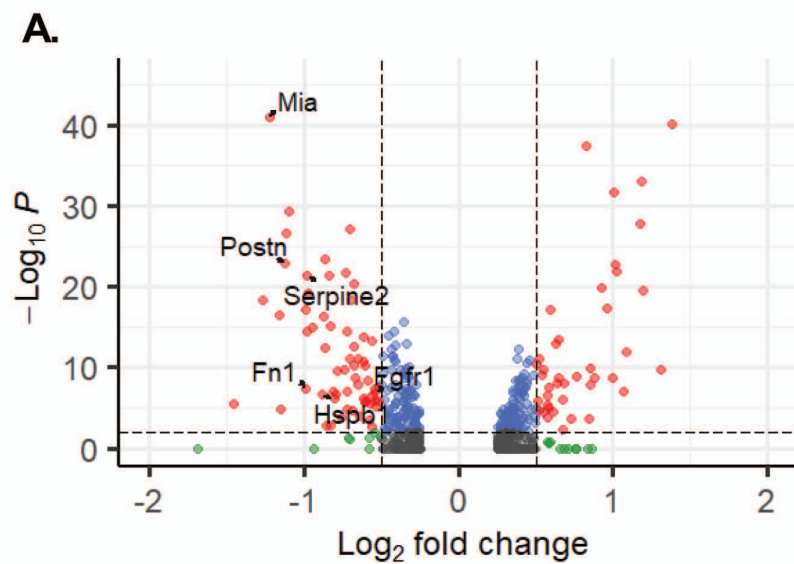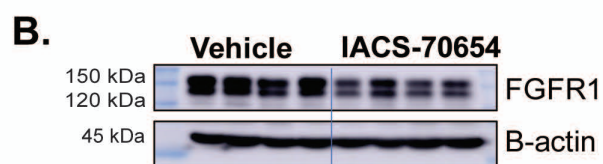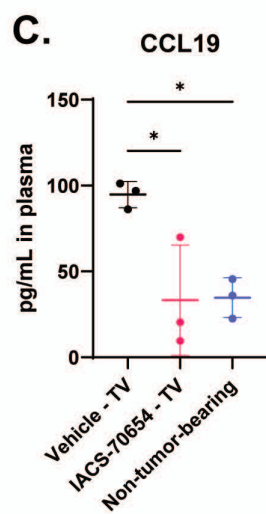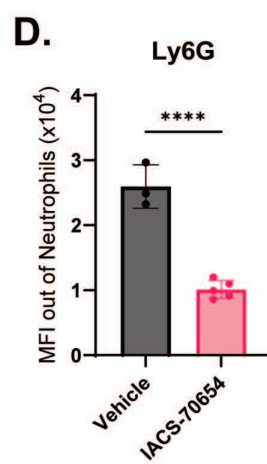

**Supplemental Figure S7.** Analysis of metastasis-related genes in 2208L tumors and 2208L lung metastases. **A.** Volcano plot showing  $-\text{Log}_{10}$  p-value versus  $\text{Log}_2$  fold change in RNA expression in the tumor cells of 2208L tumors treated with IACS-70654 compared to those treated with vehicle. Genes that showed significant changes ( $\text{Log}_2$  fold change  $> 0.5$  or  $< -0.05$  and adjusted p-value  $< 0.01$ ) in expression are represented by red dots. The genes that are associated with tumor migration, invasion, and metastasis are labeled. **B.** Immunoblotting analysis of FGFR1 expression in 2208L tumors treated with vehicle or IACS-70654 for 7 days. For each treatment arm, four biological replicates were used.  $\beta$ -actin is used as the loading control. **C.** Quantification of CCL19 level in plasma from 2208L lung metastases-bearing mice treated with vehicle or IACS-70654 and non-tumor-bearing mice by the cytokine/chemokine array. Three biological replicates were used for each treatment arm. Ordinary one-way ANOVA and Tukey's multiple comparisons test were used. \*,  $p < 0.05$ . Error bars represent SD. **D.** Flow cytometry analyses showing median fluorescent intensity (MFI) of Ly6G in blood neutrophils of 2208L lung metastases-bearing mice treated with vehicle or IACS-70654. Two-tailed unpaired Student's *t* test was used. Error bars represent SD. \*\*\*\*,  $p < 0.0001$ . Error bars represent SD.

## References

1. Moon CI, et al. ClinicalOmicsDB: exploring molecular associations of oncology drug responses in clinical trials. *Nucleic Acids Res.* Jan 5 2024;52(D1):D1201-D1209.

|                             | <b>IACS-70654 (nM)</b> |
|-----------------------------|------------------------|
| <b>CBP IC<sub>50</sub></b>  | 5.5                    |
| <b>BRD4 IC<sub>50</sub></b> | 544                    |

**Supplemental Table S1.** Specific binding of the CBP or BRD4 bromodomain by IACS-70654.

| <b>Target</b>                    | <b>Kd (nM)</b> | <b>Selectivity</b> |
|----------------------------------|----------------|--------------------|
| <b>CBP</b>                       | 0.096          | 1x                 |
| <b>P300</b>                      | 0.15           | 1.6x               |
| <b>BRD2(1)</b><br><b>BRD2(2)</b> | 17<br>390      | 177x<br>4062x      |
| <b>BRD3(1)</b><br><b>BRD3(2)</b> | 45<br>89       | 469x<br>927x       |
| <b>BRD4(1)</b><br><b>BRD4(2)</b> | 24<br>210      | 250x<br>2188x      |
| <b>BRDT(1)</b><br><b>BRDT(2)</b> | 7.5<br>170     | 78x<br>1771x       |
| <b>WDR9(2)</b>                   | 16             | 167x               |

**Supplemental Table S2.** Kd and selectivity of IACS-70654 against 32 bromodomain proteins.

**Supplemental Table S3.** The list of genes in the MDSC gene signature published by Alshetaiwi et al (1).

**Supplemental Table S4.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 5 of TAMs (IFN-TAMs) from single-cell RNA sequencing (scRNA-seq) analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S5.** Significantly enriched GO pathways (gene count >5, adjusted p-value <0.05) in cluster 5 of TAMs (IFN-TAMs). Biological Process gene sets from the GO database were used.

**Supplemental Table S6.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 0 of TAMs from scRNA-seq analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S7.** Significantly enriched GO pathways (gene count >5, adjusted p-value <0.05) in integrated cluster 0 of TAMs. Biological Process gene sets from the GO database were used.

**Supplemental Table S8.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 1 of TAMs from scRNA-seq analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S9.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 2 of TAMs from scRNA-seq analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S10.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 3 of TAMs from scRNA-seq analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S11.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 4 of TAMs from scRNA-seq analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S12.** Genes significantly enriched (adjusted p-value <0.01, log2 fold change >0.5) in integrated cluster 6 of TAMs from scRNA-seq analysis of 2208L tumors treated with IACS-70654 for 7 days.

**Supplemental Table S13.** The list of genes in the IFN-stimulated neutrophil gene signature published by Benguigui et al (2).

**Supplemental Table S14.** Differentially expressed genes (DEGs) (adjusted p-value <0.01, |log2 fold change| > 0.5) in immature neutrophils of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S15.** Significantly upregulated GO pathways (gene count >5, adjusted p-value <0.05) in immature neutrophils of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle. Biological Process gene sets from the GO database were used.

**Supplemental Table S16.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in mature neutrophils of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S17.** Significantly upregulated and downregulated GO pathways (gene count >5, adjusted p-value <0.05) in mature neutrophils of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle. Biological Process gene sets from the GO database were used.

**Supplemental Table S18.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in IL-1 $\beta$ <sup>+</sup> neutrophils of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S19.** Significantly upregulated and downregulated GO pathways (gene count >5, adjusted p-value <0.05) in IL-1 $\beta$ <sup>+</sup> neutrophils of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle. Biological Process gene sets from the GO database were used.

**Supplemental Table S20.** The list of genes in the neutrophil differentiation gene signature published by Weinreb et al (3).

**Supplemental Table S21.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in cluster 4 HSPC (one of the CMP-1 clusters) of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S22.** Significantly downregulated GO pathways (gene count >5, adjusted p-value <0.05) in cluster 4 HSPC (one of the CMP-1 clusters) of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle. Biological Process gene sets from the GO database were used.

**Supplemental Table S23.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in CMP-1 of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S24.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in GMP-1 of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S25.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in HSCs of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S26.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in MPPs of 2208L tumor-bearing mice treated with IACS-70654 versus vehicle.

**Supplemental Table S27.** DEGs (adjusted p-value <0.01, |log2 fold change| > 0.5) in tumor cells from 2208L tumors treated with IACS-70654 versus vehicle.

**Supplemental Table S28.** Significantly upregulated and downregulated GO pathways (gene count >5, adjusted p-value <0.05) in tumor cells from 2208L tumors treated with IACS-70654 versus vehicle. Biological Process gene sets from the GO database were used.

**Supplemental Table S29.** Raw data obtained from ClinicalOmicsDB containing gene expressions and pCR information from breast cancer patients treated with paclitaxel and pembrolizumab (4,5).

**Supplemental Table S30.** Flow cytometry antibodies.

## References

1. Alshetaiwi H, et al. Defining the emergence of myeloid-derived suppressor cells in breast cancer using single-cell transcriptomics. *Sci Immunol*. Feb 21 2020;5(44)
2. Benguigui M, et al. Interferon-stimulated neutrophils as a predictor of immunotherapy response. *Cancer Cell*. Feb 12 2024;42(2):253-265 e12.
3. Weinreb C, et al. Lineage tracing on transcriptional landscapes links state to fate during differentiation. *Science*. Feb 14 2020;367(6479)
4. Wolf DM, et al. Redefining breast cancer subtypes to guide treatment prioritization and maximize response: Predictive biomarkers across 10 cancer therapies. *Cancer Cell*. Jun 13 2022;40(6):609-623 e6.
5. Moon CI, et al. ClinicalOmicsDB: exploring molecular associations of oncology drug responses in clinical trials. *Nucleic Acids Res*. Jan 5 2024;52(D1):D1201-D1209.

# Supplementary material for: CREB-binding protein/P300 bromodomain inhibition reduces neutrophil accumulation and activates antitumor immunity in triple-negative breast cancer
**Source:** JCI Insight. 2024 Sep 17;9(20):e182621. doi: 10.1172/jci.insight.182621

2208L

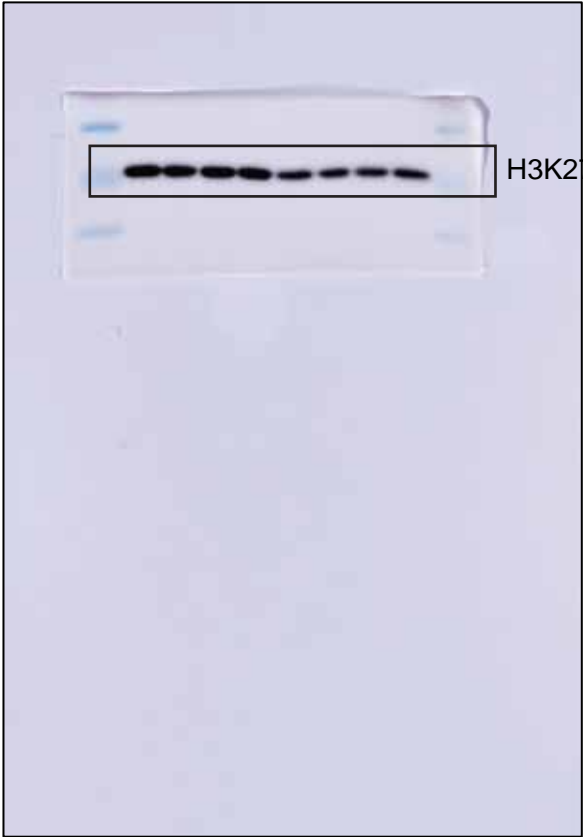

PyMT-N

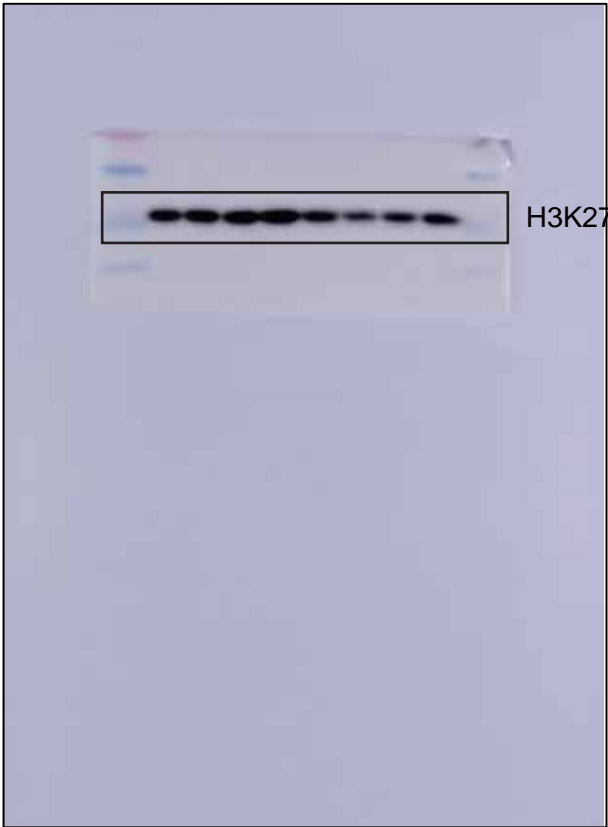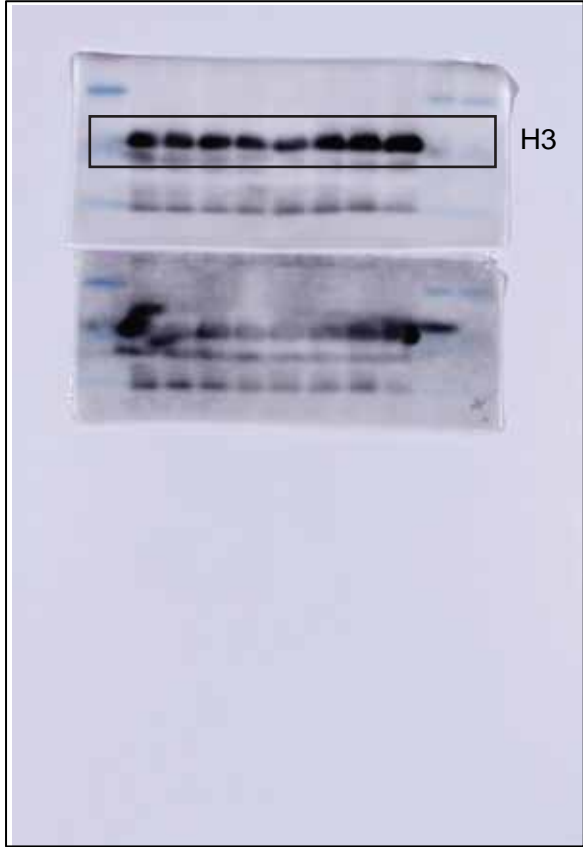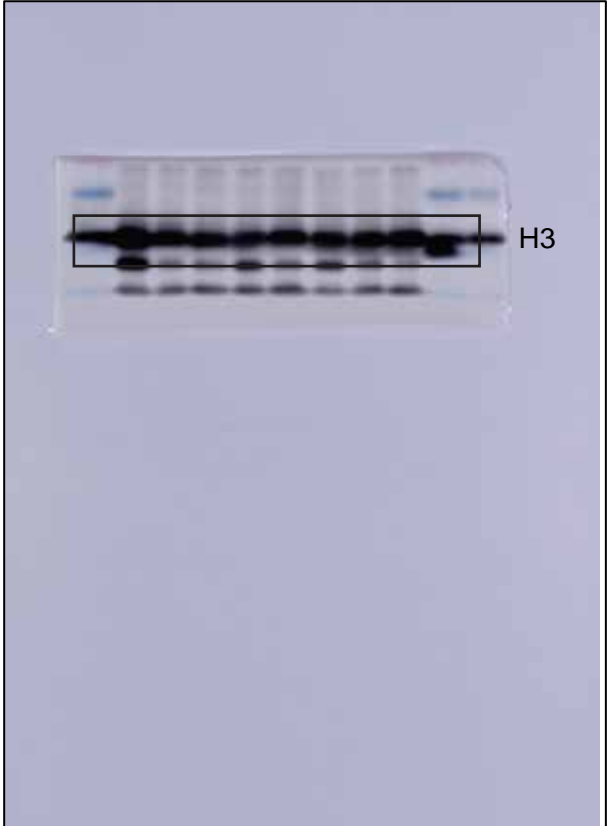

Full edited blot for Figure S1E

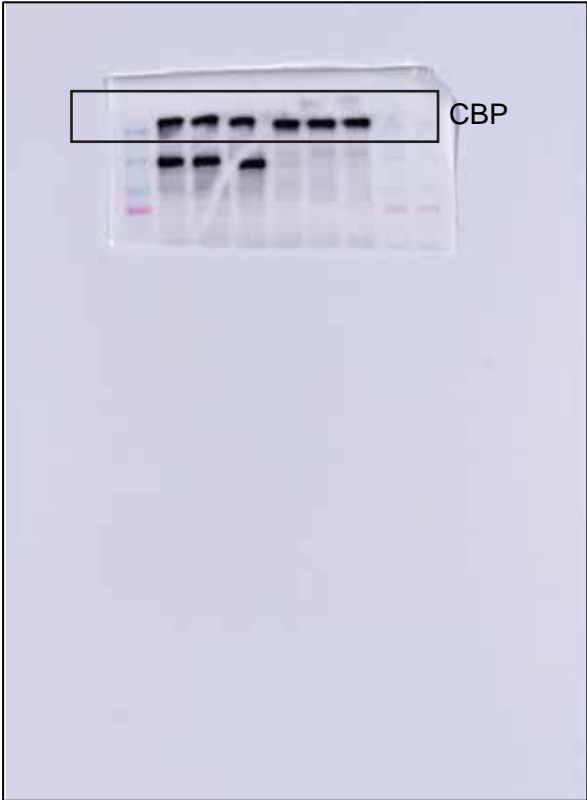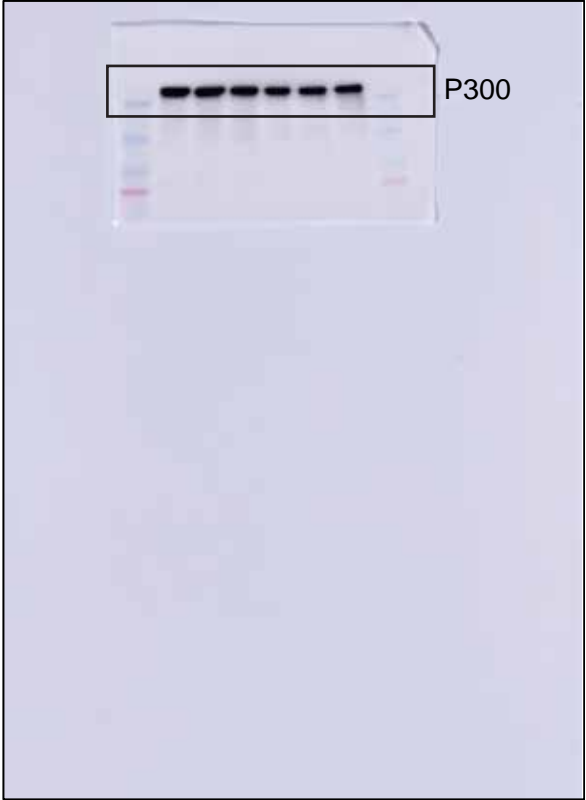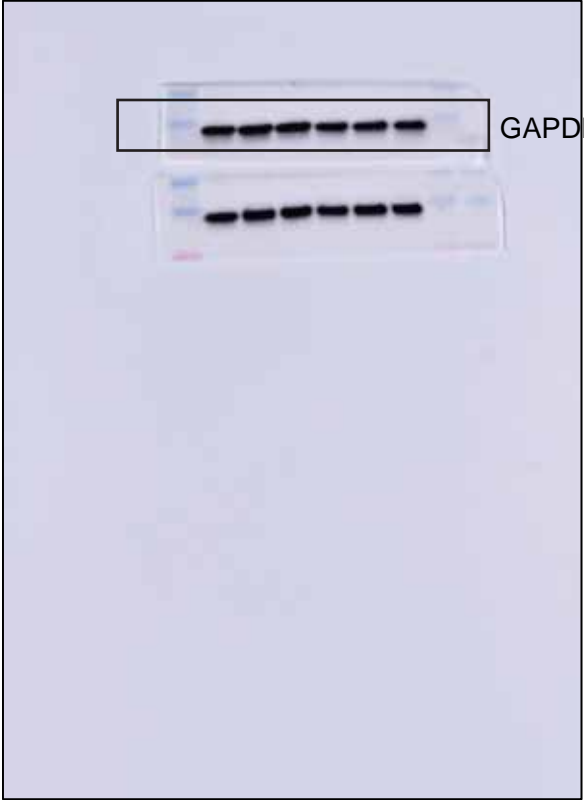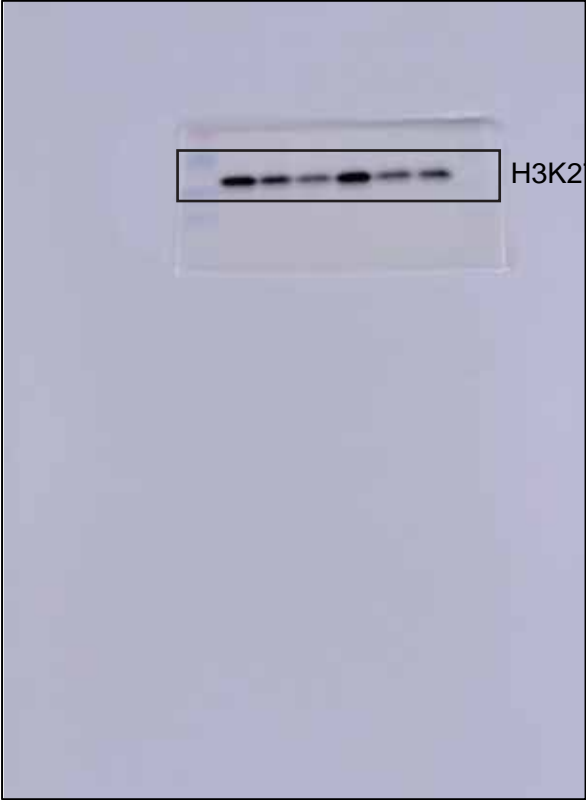

Full edited blot for Figure S1F

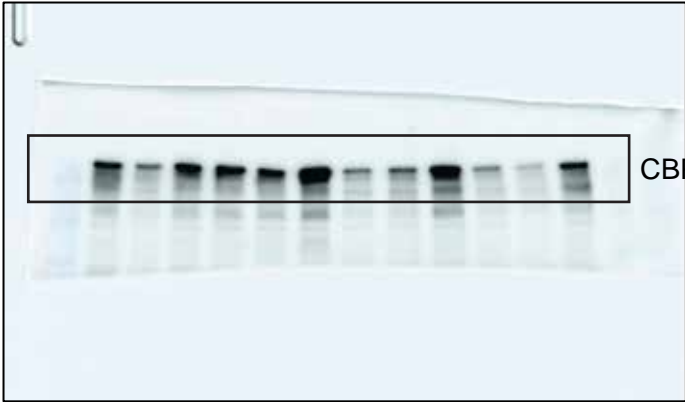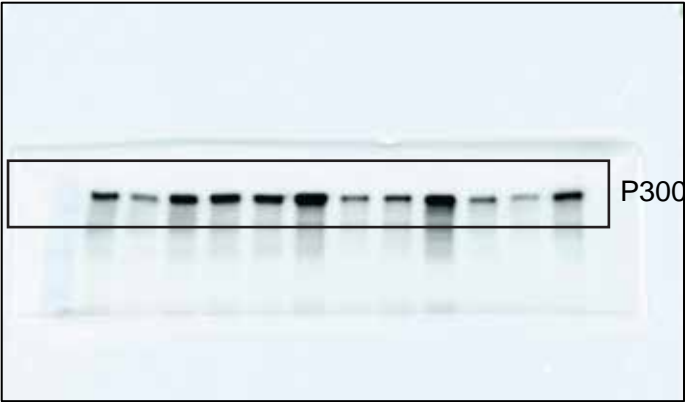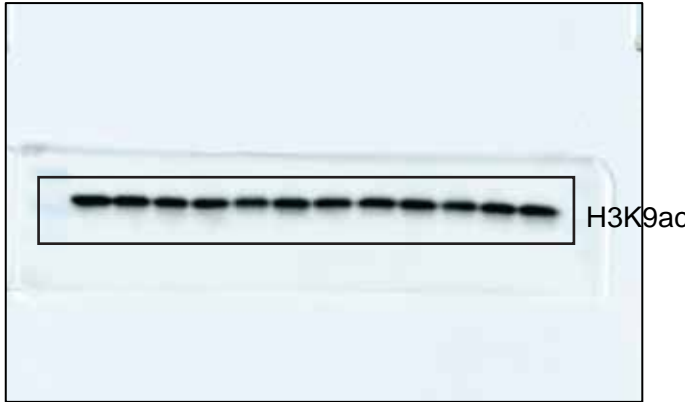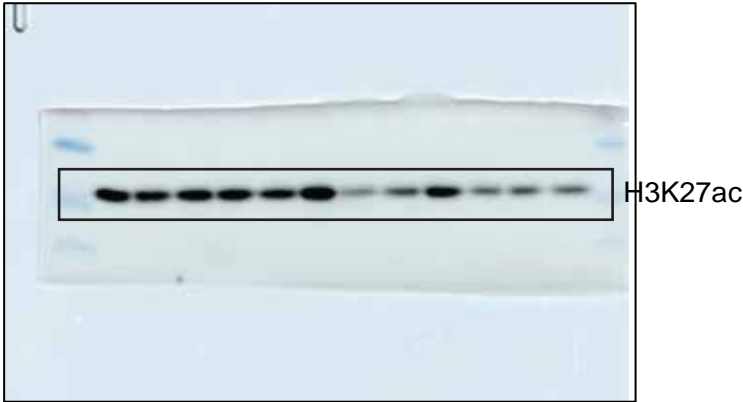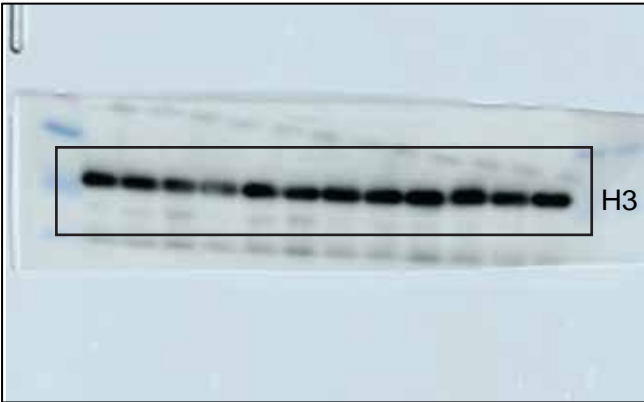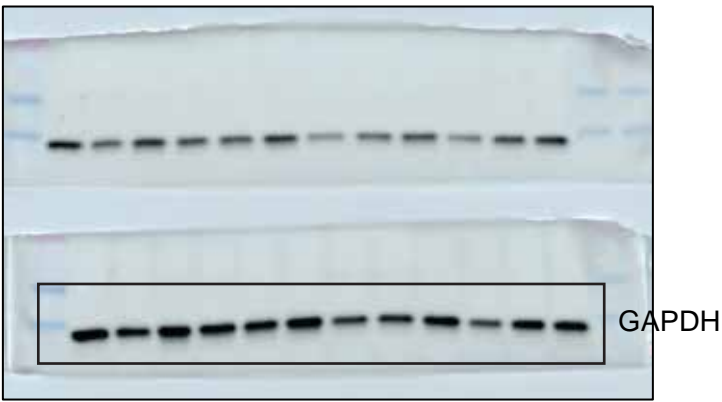

Full edited blot for Figure S7B

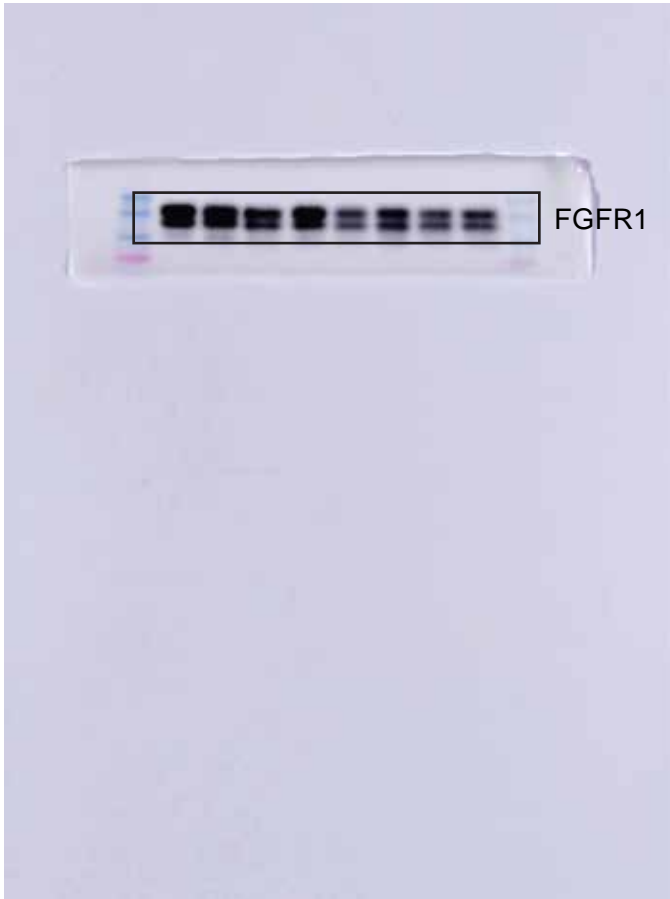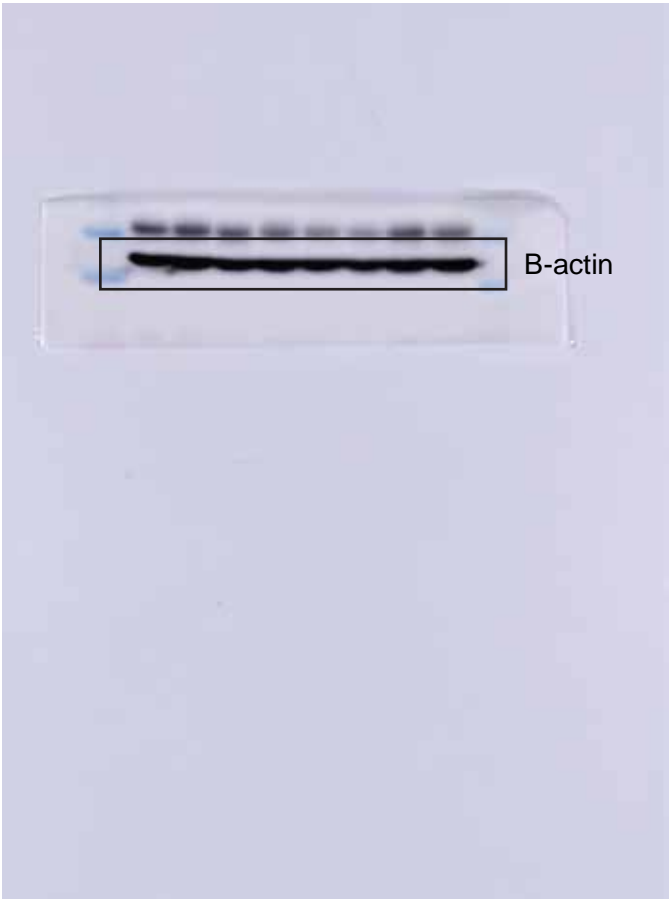

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

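RNA of single cells was measured in 16 libraries. Of these, 4 came from 2208L tumors of mice given vehicle, IACS-70654, anti–PD-1 or both drugs, with 1 library per condition. The other 12 came from BM of non–tumor-bearing WT mice and of 2208L tumor–bearing mice given vehicle or IACS-70654, 6 from CD45+ cells and 6 from lineage-negative c-Kit+ cells, with 2 replicate libraries per group. According to the authors, each sample pooled cells of 3 mice. The series record speaks of 1 pooling of 3 mice for every treatment group, which would make the 2 replicates of a BM group parts of 1 pool, but neither source states it outright. The WT group was read from a label that calls these mice controls.

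The authors made the raw count per gene and cell with CellRanger multi, which aligned the reads, counted UMIs, called cells and assigned each cell to a sample by its CellPlex tag, and the count values were deposited without normalization, as the file headers and the values show. The headers name CellRanger 7.1.0 for the tumors and 7.2.0 for BM, whereas the paper names 7.2.0 for both. The genome build is not stated, so genes were used by the identifier and symbol in the files, and no coordinates were used. A transgene feature, neoR, was added to the reference by the authors and had 0 UMIs in each library. The largest share of the tag counts of each library came from 1 tag, and no barcode was shared between libraries of the same sort.

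Cells were kept with more than 200 and fewer than 6000 genes and at most 10% mitochondrial UMIs, a reading of the paper's filter, which can be read in more than 1 way. For each sort, UMI counts were scaled to equal totals per cell and log-transformed in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). The package scanpy 1.11.5 was used for doublet scores only. Genes that the paper names for a comparison made here could not become variable genes. Mitochondrial and ribosomal protein genes, neoR, Xist and Tsix could not either. Then 2000 variable genes, 30 principal components and 20 neighbors entered Leiden clustering (leidenalg 0.10.2) at resolution 1 for all cells and for HSPCs, 0.8 for neutrophils and 0.4 for TAMs. The libraries of a sort were clustered together without integration, whereas the authors integrated them with Seurat. Clusters were named by the mean score of marker gene lists fixed in advance, and a cluster that met no rule was left unnamed. Cell names are therefore those of marker lists. In BM, neutrophils separated largely by group without integration, so shares of pro/preNeu, immature and mature neutrophils were left out. That of the Il1b-high cluster is given beside a rule on UMIs.

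UMIs were summed over the cells of a class in each library, leaving out a library with fewer than 20 cells of the class. In BM, genes were tested on these sums with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM and the quasi-likelihood test over all 6 libraries of a sort), with Benjamini-Hochberg adjustment, and called at an adjusted p under 0.01 and a log2 change over 0.5 in size, the thresholds of the paper. Log2 changes are those edgeR fitted to the sums, and standard errors were taken from the change and its F statistic. Gene lists were tested with fry from limma 3.58.1. Numbers of cells per class were tested with edgeR's quasi-likelihood test with the logarithm of the cells in the denominator as offset, at an adjusted p under 0.05. A score per cell followed the UCell rule with a maximum rank of 1500. Scores and shares of cells with a given number of UMIs were computed after thinning each cell at random to 1000 UMIs for CD45+ BM cells and TANs, 2000 for TAMs, 3000 for HSPCs and 5000 for the cell cycle, with cells under that depth left out. Tumor conditions have 1 library each, so ratios of CPM are given with exact Poisson or binomial intervals, and the median of a list, whose interval comes from 1000 bootstrap draws, was compared with 10000 random lists of similar expression.

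Tests were tried on simulated data before use, in which 200 genes of 2 comparisons were changed by 1 on the log2 scale. At the thresholds above, edgeR recovered 68.5% of the changed genes in mature neutrophils with 0 false calls and 76% in MPPs with 1 false call, against 50.3% and 51.6% for DESeq2. In 200 draws of cell counts, the test recovered a doubled class in 100% of draws and made 8 false calls. The list test, fry in limma, was tried on a changed and on an unchanged list in the same data, and found the changed list only. All genes of the changed list rose by 1 on the log2 scale, more than the mean list changes found in BM. Genes were drawn with 1 fixed spread between libraries, and cell counts with sampling noise only. These trials therefore do not show how often variation between mice or pools gives false calls.

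Medians of UMIs per kept cell ran from 4113 to 6596.5 in the CD45+ libraries, from 6712 to 9512 in the HSPC libraries and from 4724 to 6332 in the tumor libraries, and the passages give both depth and cells per library where a value rests on them. Genes named in the text are those that the paper names for a comparison made here and, per comparison in BM, the 5 with the largest rise and the 5 with the largest fall among genes that were called with no overlap between the libraries of both groups, of which the first is printed. For tumor cells they are the 5 with the largest and the 5 with the smallest ratio among genes with at least 20 CPM in either library. Any other gene, such as those of MHC class II, was singled out after its values were seen.

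The alternatives were leaving out each BM library in turn, a replicate block, a UMI minimum of 1000 per cell, doubled clustering resolution, anchor integration with Seurat 5.3.0, downsampling to equal numbers of cells, other denominators and scalings of cell counts, DESeq2 1.42.0, DESeq2 size factors, no filter on low counts, 2 groups in place of 3, another threshold, camera in place of fry, lists without marker genes, other score cutoffs, unthinned cells, looser rules on UMIs, shares of clusters, TMM scaling of tumor sums, no upper limit on genes and clustering of fewer tumor libraries. Removal of doublets by the automatic cutoff of Scrublet was not run, since the cutoff marked few cells, and the 5% of cells with the highest doublet score were removed in its place. The closing section gives their effect.

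Pseudotime, cell communication and pathway enrichment were not analysed here. Experiments other than single-cell RNA sequencing were not analysed here. Levels of Crebbp and Ep300 in BM cells and a proNeu class of HSPCs are not reported here. Some genes are not reported here.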

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

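Tests chosen only after the result was seen were the subtraction of macrophage RNA, the ratios of B cells, monocytes and basophil- or mast-cell-like cells to other classes, and the DESeq2 and leave-one-library-out values of these shares, whereas the tests of neoR and Trp53 were written down first. Each result below concerns libraries, a cluster or a class of cells on which the paper does not report, although it analyses other cells of some of the same libraries.

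In tumor cells of the mice given IACS-70654 with anti–PD-1, all 6 MHCI genes and all 13 IFN-response genes were higher than with anti–PD-1 alone, in libraries on which the paper does not report. The median log2 ratio was 1.83 (95% counting interval 1.74 to 1.90) for the MHCI genes and 3.01 (2.79 to 3.24) for the IFN-response genes, above all 10000 random lists of similar expression, with a median of all genes of 0.037. RNA of macrophages in tumor-cell droplets argues little for the pattern. Macrophage markers put this share at 4.07% in the combination and 2.32% in the anti–PD-1 library, and after it was taken away the medians were 1.844 and 3.065. Scaling by library totals removes a difference in depth as such. Doublets were not tested in these libraries. A difference of 1 pool of mice unrelated to the drug would have to recur in the pair without anti–PD-1, where all genes of both lists were higher as well (medians 1.33 and 2.59). An effect of the drug in the presence of anti–PD-1 is 1 candidate explanation, without a known spread between mice, as each condition has 1 library. Whether the ratios differ from those without anti–PD-1 was not tested.

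A cluster of 83 cells led by Krt14 and Krt6a among the tumor cells came from the 2 tumors given IACS-70654, with 32 cells from the IACS-70654 tumor, 51 from the combination and none from the vehicle and anti–PD-1 tumors. Krt14 had 18200 CPM there. The largest ratios of single genes between the IACS-70654 and the vehicle tumor rest partly on these cells. Mammary epithelium of the host taken with the tumor was tested through the neoR feature and Trp53. The neoR test was void, as neoR had 0 UMIs in this cluster and in each other class, which allows up to 4.48 CPM in the cluster. Trp53 had 29.1 CPM in the cluster (95% interval 18.7 to 43.3), below the other tumor cells (64.3) and also below macrophages (50.3), T or NK cells (68.1), fibroblasts (55.6) and endothelial cells (93.8). The other tumor cells lay within the range of these host classes, so this gene does not separate host from tumor here. Host epithelium and tumor cells of this kind cannot be told apart for these cells. The number of captured cells alone does not account for 32 of 816 tumor cells with IACS-70654 and 0 of 398 with vehicle. An effect of the drug stays open as well.

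B cells were 15.3% and 16.3% of CD45+ BM cells in WT, 3.05% and 2.92% in vehicle and 0.966% and 1.61% in IACS-70654 libraries, a class of cells the paper does not report on. Between WT and vehicle the log2 change was -2.41 (edgeR adjusted p = 9.33e-09, both vehicle libraries lower, and -2.45 to -2.36 when any single library was left out with adjusted p of up to 4.86e-06). Dilution by more neutrophils was weighed as a technical explanation of the lower share. B cells per T or NK cell hardly changed (log2 0.082), as dilution would have it, but monocytes per T or NK cell rose by 1.832, which dilution alone would leave unchanged. Dilution as the whole cause is therefore argued against, and as a part of it stays open. What else lowers B and T or NK cells alike, such as their recovery from BM or the tumor itself, was not tested.

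Under IACS-70654, compared with vehicle, the log2 change of B cells was -1.17 (edgeR adjusted p = 0.000442, DESeq2 -1.20), with both treated libraries below both vehicle libraries. It was -0.89 without IACS-70654 replicate 1 and -1.62 without IACS-70654 replicate 2, with adjusted p of up to 0.00688 over the libraries left out. Against dilution by neutrophils stands that the share of neutrophils fell (log2 -0.097) and that B cells per T or NK cell fell by 1.753 on the log2 scale. The 2 treated libraries hold 47 and 99 B cells. A loss of B cells under IACS-70654 may be hypothesized, but a difference in handling between the groups was not tested, and how far the replicates cover the variation between mice is not known.

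Basophil- or mast-cell-like cells were 7.2% and 6.94% of lineage-negative c-Kit+ BM cells in WT, 9.94% and 9.87% in vehicle and 3.33% and 3.34% in IACS-70654 libraries, cells outside those the paper discusses. The log2 change under IACS-70654 was -1.57 (edgeR adjusted p = 1.48e-06, DESeq2 -1.575, between -1.577 and -1.567 when 1 library was left out, with adjusted p of up to 0.000154). Dilution by the HSCs and MPPs that rose would lower other classes alike. The log2 change was -0.455 per MP and -1.591 per erythroid cell, which argues against dilution as the whole cause. In the CD45+ sort the class did not fall, with 0.6455% and 0.6571% in vehicle and 1.007% and 0.8125% in IACS-70654 libraries (log2 0.46, edgeR adjusted p = 0.1295, DESeq2 adjusted p = 0.0438), so the fall is not seen in BM cells at large. The highest-CMP cluster, also led by Cpa3 and Mcpt8, rose from 101 and 66 cells with vehicle to 385 and 262 with IACS-70654. The basophil- or mast-cell-like class fell from 653 and 280 to 250 and 144 cells. Part of the fall may thus be cells that clustered under another name, which was not tested. A change of the marker genes by which these cells are named was not tested either. An effect of the drug on the c-Kit+ cells is a hypothesis that was not tested apart from the other differences between the groups.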

How the results depend on the processing

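The tests chosen only after results were seen were the removal of the 5% of cells with the highest Scrublet score, anchor integration other than for cell shares, downsampling for the gene lists, the cell cycle and the rules on Il1b and IFN genes, doubled resolution for those rules, and the reversal analysis under alternatives other than leaving out a library, all tested genes and DESeq2 size factors. The other alternatives, like the lists of markers and genes and the thresholds, were set before the data were examined. Removal of cells that Scrublet's automatic cutoff calls doublets was planned but not run, as the cutoff marked under 0.5% of cells in most libraries.

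Values that answer a comparison were computed 1119 times under an alternative. In 913 of these the direction and the side of the threshold were kept, or a value without a test stayed within its spread, 51 no longer passed the threshold, 10 newly passed it, 31 reversed and 114 untested values or counts moved. Single genes and side values gave 4103 more, of which 3667 were kept, 134 lost and 55 gained a call, 18 reversed and 229 moved. Among the values that answer a comparison, none changed with 2 groups in place of 3 (18 values), all cells of the sort as denominator (16), no filter on low counts (27), a score cutoff of 0.6 (3) or only the vehicle and IACS-70654 tumors clustered (7). The cutoff of 0.6 could not change its 3 values, since no Il1b-high neutrophil had a thinned score above 0.55. The share of a cluster of IFN neutrophils gave no value, since no cluster had that name without integration, nor did the highest-CMP cluster without the cells of highest Scrublet score.

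Under IACS-70654 against vehicle, the following kept direction and call under every alternative run for them one at a time, with the range of log2 values and the highest adjusted p. These were the shares of monocytes (0.95 to 1.15, 0.00107), pDCs (0.66 to 0.79, 0.0163), MPPs (0.49 to 1.26, 0.0152), GMPs (-1.46 to -0.50, 0.00377), MPs (-1.89 to -0.77, 0.00012) and of pro/preNeu in G2/M (-0.31 to -0.22, 0.0437). So did the MDSC genes in pro/preNeu (-0.35 to -0.23, 0.0367) and mature neutrophils (-0.53 to -0.16, 0.0123) and the neutrophil differentiation genes in HSCs (-0.20 to -0.14, 0.0466), MPPs (-0.25 to -0.15, 0.04) and GMPs (-0.27 to -0.17, 0.0256). With 2 changes together, all CD45+ cells as denominator and vehicle replicate 2 left out, pDCs rose by 0.67 with an edgeR adjusted p of 0.0545. For vehicle against WT they were the shares of monocytes (-1.03 to -0.65, 0.00122), pDCs (-1.65 to -1.27, 0.000412), GMPs (1.34 to 1.82, 0.00239), MPs (0.52 to 0.94, 0.00121) and Il1b cells by the rule (0.79 to 1.21, 0.00178), and the MDSC genes in pro/preNeu (0.39 to 0.47, 0.0338) and mature neutrophils (0.34 to 0.57, 0.00504). The score of TANs minus that of monocytes in the vehicle tumor stayed within its spread (0.10 to 0.16).

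TMM scaling of cell counts, which centers on the most abundant classes, took the share of neutrophils below the threshold for IACS-70654 against vehicle (-0.012 in place of -0.11) and vehicle against WT (0.014 in place of 0.12), the HSC share under IACS-70654 (0.17 in place of 0.79) and the share of the highest-CMP cluster in vehicle against WT (-0.52 in place of -0.70). The MPP share of vehicle against WT, which had not passed, reversed to 0.021. By construction this scaling sets the change of the dominant class near 0.

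Anchor integration reversed the share of the highest-CMP cluster for both comparisons (-1.08 in place of 1.46 and 0.49 in place of -0.70) and, for vehicle against WT, those of HSCs (-0.29) and MPPs (0.098). Under IACS-70654 it reversed the MDSC genes in immature (-0.31) and Il1b-high neutrophils (-0.092, and 0.030 for vehicle against WT), and brought the neutrophil differentiation genes past the threshold in the highest-CMP cluster (-0.35) and, for vehicle against WT, in HSCs (0.14). In the highest-CMP cluster, Prtn3 (-0.69), Ms4a3 (-1.29), Elane (-0.37) and Hdc (-0.014) reversed. Called genes were 474 in HSCs and 78 in the highest-CMP cluster under IACS-70654 and 214 in HSCs, 233 in MPPs and 6 in the highest-CMP cluster for vehicle against WT. Genes with opposite signs in both comparisons made up 77.8% in immature, 68.3% in mature and 100% in the highest-CMP cluster, the last of few genes. The cause was not tested.

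Doubled resolution reversed the MDSC genes in immature neutrophils for both comparisons (-0.20 and -0.054) and in Il1b-high neutrophils for vehicle against WT (0.040). It brought the neutrophil differentiation genes of the highest-CMP cluster past the threshold under IACS-70654 (-0.20) and took those of MPPs (0.11), GMPs (0.042) and MPs (0.078) below it for vehicle against WT. The share of MEPs under IACS-70654 reversed to 0.23, and for vehicle against WT that of HSCs reversed to -0.11 and that of MPPs passed at -0.22. Reversed genes were Prtn3 (-0.086) and Ms4a3 (-0.40) in the highest-CMP cluster and Cstdc6 in Il1b-high neutrophils (0.30) under IACS-70654, and, for vehicle against WT, Csf3r in immature (-0.19) and Ccr1 in immature (-0.26) and mature neutrophils (-0.16). Called genes of vehicle against WT were 82 in GMPs, and genes with opposite signs 53.9% in immature and 56.5% in mature neutrophils. The cause was not tested.

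A minimum of 1000 UMIs per cell reversed the MPP share of vehicle against WT to 0.50, the MDSC genes in Il1b-high neutrophils for both comparisons (-0.008 and 0.043), the neutrophil differentiation genes in MPPs for vehicle against WT (-0.039) and, under IACS-70654, Csf3r (0.16) and Ccr1 (0.049) in immature neutrophils. The differentiation genes in GMPs no longer passed for vehicle against WT (0.026). Called genes were 387 in MPPs and 52 in the highest-CMP cluster under IACS-70654 and 22 in MPPs and 9 in the highest-CMP cluster for vehicle against WT, and opposite signs 54.5% in MPPs. The cause was not tested.

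Without the cells of highest Scrublet score, the MPP share of vehicle against WT passed the threshold (-0.41). Under IACS-70654, Csf3r in immature neutrophils (0.24) and Ms4a3 in MPPs (0.13) reversed, and the MDSC genes in Il1b-high neutrophils (0.034) and the differentiation genes in MPs (-0.034) no longer passed, nor did the latter in MPPs (0.091) and GMPs (0.012) for vehicle against WT. Called genes of vehicle against WT were 55 in MPPs and 90 in GMPs, and opposite signs 61.7% in immature and 59.9% in mature neutrophils. In tumor cells the median log2 ratios moved to 2.92 for the IFN-response, 1.58 for the MHCI and -1.35 for the migration genes. The cause was not tested.

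Downsampling to equal numbers of cells took below the threshold the IFN cells by the rule (0.49) for vehicle against WT, the MDSC genes in Il1b-high neutrophils for both comparisons (0.054 and -0.004), and the differentiation genes in MPPs (0.11) and GMPs (0.035) for vehicle against WT and in MPs (-0.052) under IACS-70654. Called genes were 154 in HSCs, 424 in MPPs, 66 in the highest-CMP cluster and 499 in MPs under IACS-70654 and 31 in HSCs for vehicle against WT. It leaves fewer cells and UMIs by construction. The tumor medians moved to 2.75 for the IFN-response and -1.33 for the migration genes, and the cause was not tested.

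Among counts of called genes, DESeq2 gave fewer. Under IACS-70654 it called 739 in immature, 1119 in mature, 270 in Il1b-high neutrophils, 85 in HSCs, 248 in MPPs, 43 in the highest-CMP cluster, 323 in GMPs and 294 in MPs, and for vehicle against WT 259 in pro/preNeu, 282 in immature, 659 in mature, 114 in Il1b-high neutrophils, 11 in HSCs, 27 in MPPs, 6 in the highest-CMP cluster, 96 in GMPs and 44 in MPs. On simulated data it also recovered fewer changed genes than edgeR. It put the MPP share of vehicle against WT past the threshold (-0.15) and moved the genes with opposite signs in MPs to 70.5%. An adjusted p under 0.05 without a limit on size, which by construction calls more genes, gave 6317 in pro/preNeu, 3854 in immature, 4954 in mature, 1291 in Il1b-high neutrophils, 830 in HSCs, 2533 in MPPs, 267 in the highest-CMP cluster, 3641 in GMPs and 3176 in MPs under IACS-70654 and 1932 in pro/preNeu, 2037 in immature, 3153 in mature, 369 in Il1b-high neutrophils, 240 in HSCs, 475 in MPPs, 47 in the highest-CMP cluster, 1198 in GMPs and 1017 in MPs for vehicle against WT. Genes with opposite signs were then 57.9% in mature, 58.8% in HSCs and 68.4% in MPs. Over all tested genes instead of called ones they were 70.3% in pro/preNeu, 60.8% in immature, 54.7% in mature, 62.2% in Il1b-high neutrophils, 64.4% in HSCs, 62.9% in GMPs and 59.1% in MPs.

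Without thinning, the share of IFN cells under IACS-70654 reversed to 0.31 and that of Il1b cells to 0.094, and the share of the Il1b-high cluster rose by 0.86. Il1b-high neutrophils over the score cutoff went from 0 to 2.03% in WT, 2.76% in vehicle and 9.95% in IACS-70654 libraries, and with a cutoff of 0.5 on thinned cells to 0.515%, 0.175% and 0.2%. IFN-response TAMs were 9.29% with vehicle and 16.9% with IACS-70654 without thinning and 8.96% and 15.2% with a looser rule of at least 2 genes. The looser rule brought the fall of IFN neutrophils past the threshold (-0.33) and took that of Il1b cells below it (-0.065). Mature and Il1b-high neutrophils of the IACS-70654 libraries held more UMIs per cell, so unthinned shares and scores are not compared at equal depth.

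In tumor cells, TMM scaling moved the medians of the MHCI (1.22) and migration genes (-1.33) and reversed that of the enzyme genes (-0.032), as it lowers all ratios by 1 factor, and no upper limit on genes moved the migration genes to -1.085. DESeq2 size factors took the MDSC genes in Il1b-high neutrophils below the threshold under IACS-70654 (0.060). Without genes on the marker lists, those genes reversed for vehicle against WT (0.001), and the differentiation genes of the highest-CMP cluster passed under IACS-70654 (-0.17). Under camera the latter passed for vehicle against WT (0.031). With the replicate block, 4 lists or shares no longer passed, namely IFN cells by the rule for vehicle against WT (0.55), the MDSC genes in Il1b-high neutrophils for both comparisons (0.065 and -0.022) and the differentiation genes in MPPs for vehicle against WT (0.096). The block spends degrees of freedom, and same-numbered libraries were not alike (correlation of their deviations from the group means between -0.051 and 0.034), so the numbers do not pair the libraries. The causes were not tested.

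Leaving out each library in turn gave these ranges where a call, a direction or a count changed. The fit then assumes that the lone library of a group varies like the other groups. Under IACS-70654, called genes were 443 to 754 in Il1b-high neutrophils, 148 to 264 in HSCs, 383 to 682 in MPPs, 50 to 121 in the highest-CMP cluster, 452 to 821 in GMPs and 437 to 637 in MPs, with the lowest value without IACS-70654 replicate 2 in Il1b-high neutrophils, without IACS-70654 replicate 1 in MPs and without vehicle replicate 1 in the others. For vehicle against WT they were 278 to 493 in pro/preNeu, 61 to 177 in Il1b-high neutrophils, 25 to 65 in HSCs, 57 to 86 in MPPs, 9 to 19 in the highest-CMP cluster and 57 to 131 in MPs, lowest without vehicle replicate 2 in pro/preNeu, vehicle replicate 1 in MPPs, WT replicate 2 in Il1b-high neutrophils and HSCs, WT replicate 1 in MPs, and WT replicate 1 or vehicle replicate 1 in the highest-CMP cluster. Opposite signs made up 83.2 to 89.5% in pro/preNeu, 65.6 to 78.9% in MPPs and 70.2 to 80.9% in MPs.

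For vehicle against WT, the share of HSCs ran from -0.081 to 0.25, negative without vehicle replicate 2, that of MPPs from -0.25 to -0.054, past the threshold without WT replicate 1, that of the highest-CMP cluster from -0.93 to -0.34, not passing without either WT library or vehicle replicate 1, and IFN cells by the rule from 0.39 to 0.70, not passing without the same 3. The differentiation genes ran from -0.001 to 0.020 in HSCs (negative without WT replicate 2), 0.057 to 0.12 in MPPs (passing in none), -0.047 to 0.12 in the highest-CMP cluster (negative without vehicle replicate 2), 0.028 to 0.084 in GMPs (passing only without vehicle replicate 2) and 0.083 to 0.089 in MPs (passing only without either IACS-70654 library). Under IACS-70654 they ran from -0.14 to 0.030 in the highest-CMP cluster (positive without vehicle replicate 2) and -0.079 to -0.050 in MPs (not passing without vehicle replicate 1). The MDSC genes in Il1b-high neutrophils ran from 0.020 to 0.077 under IACS-70654, passing only without IACS-70654 replicate 2, and from 0.004 to 0.043 for vehicle against WT, each above 0 against -0.022. In these cells, Cstdc5 ran from -0.094 to 0.49 (negative without WT replicate 1) and Stfa3 from -0.43 to 0.11 (positive without vehicle replicate 1 or WT replicate 2) for vehicle against WT. The cause was not tested.

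Depth limits several values. Shares by a rule on UMIs count few cells after thinning to 1000 UMIs, the WT libraries hold 92 and 97 Il1b-high neutrophils with that depth, and genes such as Crebbp and Ep300 in TANs rest on fewer than 100 UMIs. The tumor comparisons have 1 library per condition, and their intervals cover counting error only.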

Differences from the paper's values

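No test below was run because of a difference from the paper except anchor integration of the gene-level results and the value on the scale of log2 of UMIs per 10000 plus 1, which were chosen after values were seen, whereas the other alternatives were set before the data were examined. The paper compared cells with MAST, whereas here libraries or sums over libraries were compared. A log2 value is called different when it lies further from the paper's than its error here, or has another sign, and a percentage when it does so and 1 of the values is over 1.5 times the other. The error of reading a figure is not included, so small gaps from figure values carry little weight.

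In pro/preNeu, 0.345% of vehicle and 3.31% of IACS-70654 cells were in G1 here, against the paper's about 15% and about 26% in Fig. 3D, read by eye. None of the 5 alternatives brought either value to the paper's. Whether naming the class partly by proliferation genes accounts for this gap was not tested. Of Il1b-high neutrophils, 0% exceeded the MDSC score cutoff in vehicle, IACS-70654 and WT libraries, against the paper's about 20%, about 8.4% and about 2.7% in Fig. 3G, read by eye. Scores without thinning, set before the data were examined, gave 9.95% with IACS-70654 and 2.03% in WT, which no longer differ, but 2.76% with vehicle, which still does, and the other 7 alternatives did not reach the paper's values.

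HSCs made up 11.1% of the HSPCs with vehicle (5286 and 2289 cells in the libraries), 18.8% with IACS-70654 (6711 and 3873) and 10.4% in WT (3129 and 2478), against the paper's about 3.1%, about 3.9% and about 2.4% in Fig. 4B, read by eye. The paper's percentages refer to the HSPCs of its own annotation, whose number it does not print, so the populations are not the same, and none of the 7 alternatives closed the gap.

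For tumor cells, the scale of the paper's log2 values is not stated, so each gene is given as the difference of log2 of UMIs per 10000 plus 1 and, second, as the log2 ratio. The scale with 1 added was chosen after the values were seen, and neither scale reaches the paper's value for every gene. Values of Fig. 5A are read by eye. H2-D1 was 1.31 and 1.41 (paper about 1.4 in Fig. 5A), H2-K1 1.08 and 1.26 (about 1.2 in Fig. 5A), Bst2 1.14 and 1.49 (about 1.2 in Fig. 5A) and Cebpb -0.37 and -0.39 (about -0.55 in Fig. 5A). Of these, the log2 ratios of H2-D1 and H2-K1 do not differ, whereas for the other values none of 6 alternatives closed the gap. Irf7 was 0.94 and 1.86 (about 1.0 in Fig. 5A), and with 1 added it no longer differed with the UMI minimum (0.95), with only the vehicle and IACS-70654 tumors clustered (0.95) or after downsampling (0.99). Ifi202b was 0.92 and 2.83 (about 1.0 in Fig. 5A), closed with 1 added by downsampling (0.95). Isg15 was 1.18 and 1.88 (about 1.1 in Fig. 5A), closed with 1 added by the absence of an upper limit on genes (1.11) and by TMM scaling (1.11). B2m was 1.03 and 1.12 (about 1.0 in Fig. 5A), where the first does not differ and TMM scaling (1.01) closed the second. Psmb8 was 0.93 and 1.22 (about 0.9 in Fig. 5A) and Cd200 -0.70 and -1.05 (about -0.75 in Fig. 5A), where the first values do not differ. The remaining alternatives for these genes left the differences.

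For neutrophils the same 2 scales are given in that order, the second being the log2 change of sums. In immature neutrophils, against the values of Supplemental Table 14, Cstdc5 changed by 3.46 and 3.36 (paper 3.07), Cstdc6 by 2.84 and 3.30 (paper 2.34), Stfa2 by 3.05 and 3.44 (paper 2.41), Stfa3 by 3.79 and 4.15 (paper 3.3) and Thbs1 by 1.00 and 4.69 (paper 1.13). No alternative set before the data were examined closed these, and anchor integration, chosen after seeing the values, brought the second value of Cstdc5 to 3.22, which no longer differs. Ly6g changed by -0.89, which does not differ, and -1.17 (paper -0.922), closed by the UMI minimum (-0.98). Ccr1 changed by -0.19 and by -0.57, which does not differ (paper -0.598), and none of 7 alternatives closed the first.

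In mature neutrophils, against Supplemental Table 16, Cstdc5 changed by 1.88 and 1.68 (paper 1.59), the second closed without vehicle replicate 2 (1.63) or IACS-70654 replicate 2 (1.67). Stfa2 changed by 1.91 and 1.80 (paper 1.54), the second closed by the UMI minimum (1.60), and Stfa3 by 2.82 and 2.88 (paper 2.74), the first closed without vehicle replicate 1 (2.78). Csf3r changed by -0.39 and -0.68 (paper -0.735), the second closed by downsampling (-0.72) or without IACS-70654 replicate 2 (-0.71). Ly6g changed by -1.09 and -1.42 (paper -0.576), and no alternative closed either. The other alternatives left these differences.

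Some directions and groups also differ. The paper reports more IFN-stimulated neutrophils after treatment, whereas the log2 change by the rule was -0.22 here. Unthinned cells gave 0.312, the paper's direction, and so did the share of nonproliferating neutrophils in a cluster of such cells after anchor integration, an alternative chosen after seeing the values (7.58% and 7.11% with vehicle, 7.84% and 8.52% with IACS-70654). As a share of all neutrophils, this cluster had overlapping values (6.42% and 6.0%, and 6.4% and 6.9%). The paper has Prtn3 and Ms4a3 lower in CMP-1 under treatment. In the highest-CMP cluster here they changed by 0.21 and 0.78, against -0.086 and -0.403 at doubled resolution, and -0.687 and -1.29 after anchor integration, which was chosen after seeing the values. Malat1 rose in that cluster by 0.498, under the size limit of 0.5. The neutrophil differentiation genes, which the paper has lower in CMP-1 under treatment, changed there by -0.052 and were not called. They were called at doubled resolution (-0.203), without genes on the marker lists (-0.168) and after anchor integration, chosen after seeing the values (-0.349).

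The paper has the MDSC signature lower in mature BM neutrophils of treated mice. Here the list fell (-0.21), but the mean thinned score per cell was 0.341 and 0.340 with vehicle and 0.339 and 0.342 with IACS-70654. Its median (0.350 and 0.349 against 0.339 and 0.344) and the cells over 0.5 (22 and 18 against 0 and 0) went in the paper's direction. Without thinning, the share of cells over the cutoff fell from 28.0% and 27.9% to 21.8% and 23.3%, the paper's direction. In Il1b-high neutrophils, for which the paper has fewer cells over the cutoff with treatment, the list rose by 0.065, and it fell with the UMI minimum (-0.008) and after anchor integration, chosen after seeing the values (-0.092). Without thinning, the share of Il1b-high neutrophils over the cutoff rose from 1.33% and 4.19% with vehicle to 9.78% and 10.1% with IACS-70654, opposite to the paper's direction. The paper finds 2 populations each of GMPs and CMPs and a proNeu class, whereas here 3 clusters were named GMPs and none met the rule for CMPs or proNeu.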

Other observations

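Tests chosen only after the result was seen were the subtraction of macrophage RNA, the UMIs per pDC, the share of UMIs in 1 sub-cluster, the comparison of replicates with random splits of their pooled cells, and the cluster of IFN neutrophils after anchor integration, whereas the tests of UMIs per B cell and monocyte and of MHC class II genes without that sub-cluster were written down first.

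Mature neutrophils of IACS-70654 libraries held more UMIs per cell than those of vehicle libraries, with a ratio of medians of 1.16. The test written down for deeper sequencing of these libraries went with it, since monocytes (1.14) and B cells (1.27) were also higher. Among classes looked at afterward, Il1b-high neutrophils (1.33) and pro/preNeu (1.19) went with it too. The others argue against deeper sequencing as the whole cause, since pDCs (0.993), immature neutrophils (0.977), basophils or mast cells (0.927) and T or NK cells (0.725) were not higher. A difference in RNA content of mature neutrophils under the drug stays open as a hypothesis, as does a part of the difference due to sequencing, and thinning was used for this reason.

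MHC class II genes were lower in MPs of IACS-70654 libraries, with log2 changes of -4.30 for H2-Aa, -5.88 for H2-Eb1 and -5.88 for Cd74, and -0.49 for H2-Ab1, which is under the size limit (edgeR adjusted p of up to 0.00821, and these genes were singled out after their values were seen). A sub-cluster led by these genes held 12 and 9 cells in WT, 24 and 12 in vehicle and 0 in IACS-70654 libraries. It carried 95% of the UMIs of Cd74, H2-Aa and H2-Eb1 in vehicle MPs, so its absence may account for the fall of these 3 genes. The test written first counted genes still called without the sub-cluster. It left 1 of the 4 genes called, H2-Ab1, which was higher (2.25), and the other 3 had too few UMIs to be tested, so for a change within the remaining MPs the explanations cannot be told apart by that count. Why the sub-cluster is absent was not tested.

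The MHCI and IFN-response genes of tumor cells in the IACS-70654 library, compared with vehicle, were also weighed against RNA of macrophages in tumor-cell droplets. After the macrophage share was taken away, the medians were 1.432 and 2.72, above that of all genes (0.085), which argues against this explanation. A difference of 1 pool of mice would have to recur in the other pair of tumors, where the lists were higher as well (1.83 and 3.01). With 1 library per condition no spread between mice is known. In the combination library compared with anti–PD-1, the median of the migration genes was -1.20 (95% counting interval -1.24 to -1.15), below all 10000 random lists.

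Replicate libraries of the BM groups differed in cluster makeup about as much as random splits of their pooled cells, apart from the vehicle libraries of the lineage-negative c-Kit+ sort. In the CD45+ sort 21, 144 and 48 of 200 splits of the WT, vehicle and IACS-70654 libraries differed as much, and in the other sort 93 and 24 of the WT and IACS-70654 libraries. Both libraries of these 5 groups may have been taken from 1 suspension of pooled cells, with 21 of 200 as the lowest number. The 2 vehicle libraries of the c-Kit+ sort differed by a chi-square of 58.6, more than any of 200 splits (at most 37.1), which argues against a single suspension measured alike in that group. Sums of genes, compared only in mature neutrophils of the CD45+ sort and GMPs of the other sort, differed between replicates about as random splits did in each of the 6 groups. Separate pools of very similar mice stay possible, and no biological explanation was tested.

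After anchor integration a cluster of IFN neutrophils held 6.52% and 5.69% of nonproliferating neutrophils in WT, 7.58% and 7.11% in vehicle and 7.84% and 8.52% in IACS-70654 libraries. Of all neutrophils it held 5.34% and 4.61%, 6.42% and 6.0%, and 6.4% and 6.9%. In the CD45+ sort, T or NK cells changed by -2.54 for vehicle against WT (edgeR adjusted p = 8.66e-06) and 0.57 for IACS-70654 against vehicle (adjusted p = 0.15). In the c-Kit+ sort, eosinophils changed by 1.74 (edgeR adjusted p = 0.000538) and -1.90 (adjusted p = 0.000148) as shares of all cells, each with both libraries of a group on the same side.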
